# Hnrnpk is essential for embryonic limb bud development as a transcription activator and a collaborator of insulator protein Ctcf

**DOI:** 10.1038/s41418-023-01207-z

**Published:** 2023-08-22

**Authors:** Yuyu Chen, Taifeng Zhou, Zhiheng Liao, Wenjie Gao, Jinna Wu, Shun Zhang, Yongyong Li, Hengyu Liu, Hang Zhou, Caixia Xu, Peiqiang Su

**Keywords:** Development, Gene regulation

## Abstract

Proper development of the limb bud relies on the concordance of various signals, but its molecular mechanisms have not yet been fully illustrated. Here we report that heterogeneous nuclear ribonucleoprotein K (hnRNPK) is essential for limb bud development. Its ablation in the limb bud results in limbless forelimbs and severe deformities of the hindlimbs. In terms of mechanism, hnRNPK functions as a transcription activator for the vital genes involved in the three regulatory axes of limb bud development. Simultaneously, for the first time we elucidate that hnRNPK binds to and coordinates with the insulator protein CCCTC binding factor (CTCF) to maintain a three-dimensional chromatin architecture. Ablation of hnRNPK weakens the binding strength of CTCF to topologically associating domain (TAD) boundaries, then leading to the loose TADs, and decreased interactions between promoters and enhancers, and further decreased transcription of developmental genes. Our study establishes a fundamental and novel role of hnRNPK in regulating limb bud development.

## Introduction

The limb of the vertebrae originates from the limb bud and is controlled by a complicated regulatory network. The limb bud emerges around embryonic day (E) 26 in humans and E9.5 in mice, composing mesenchymal cells from the lateral plate mesoderm. The limb bud develops along three axes—the proximal-distal axis (PD axis), anterior-posterior axis (AP axis), and dorsal-ventral axis (DV axis)—eventually forming an intact and well-organized limb. The false pattern of pivotal signals results in musculoskeletal deformities [1]. The PD axis, running from shoulders to fingers, is essential for the proper elongation and segmentation of the limb bud, and it is predominantly guided by the apical ectodermal ridge (AER) region located at the ectoderm covering the tip of the limb bud [2]. Cells in AER secrete fibroblast growth factor 8 (FGF8), which is triggered by FGF10 from limb bud mesenchyme, and FGF8 prompts FGF10 secretion via a positive regulatory loop [3]. The AP axis, running from digits I to V, is specified by the zone of polarizing area (ZPA) expressing sonic hedgehog (SHH) [4], and its disorder results in abnormal digit formation, such as polydactyly or oligodactyly [5]. The DV axis is arranged from the back of the hand to the palm, and is regulated by LIM homeobox transcription factor 1 beta (LMX1B) and WNT7A signals [6].

The three axes during embryonic limb development require complex transcriptional regulation [7]. For instance, the transcription of *SHH* is a complicated process due to the long distance (>1 Mb) between its promoter and enhancer. The prominent enhancer of *SHH* is located in the intron 5 of limb development membrane protein 1 (*LMBR1*), known as the ZPA regulatory sequence (*ZRS*), and interacts with the *SHH* promoter through a long-range chromatin loop [8, 9]. A similar mechanism is involved in the transcription of homeobox (*HOX*) family genes. The *HOX* family consists of four clusters, with *HOXA* and *HOXD* clusters playing vital roles in limb development. There is a dynamic switch in the expression pattern of the *HOXD* cluster, including *HOXD9*-*HOXD13*, whose regulatory elements are bimodal and flanked by two topologically associating domains (TADs) to ensure the region- and time- specific pattern of the *HOXD* cluster during embryonic limb development [10–13].

Three-dimensional chromatin structures contain compartments, TADs, and loops, in which chromatin is highly folded and self-interacted [14, 15]. TAD is one kind of three-dimensional genome structure that is separated by boundaries consisting of insulators [16], and the pivotal insulator protein of TAD formation is the zinc-finger transcription factor CCCTC binding factor (CTCF). CTCF cooperates with the multi-subunit protein complex Cohesin to shape functional boundaries [17]. Deleting or inverting CTCF binding sites results in the false formation of TAD, leading to a gene misexpression pattern. Removal of CTCF binding sites at E12.5 mouse limb bud disturbs the expression of *Sox9* and its adjacent gene *Kcnj2* [18], indicating that CTCF affects developmental gene expression. The deletion or inhibition of CTCF and Cohesin reportedly leads to alterations of intra- and inter-TADs, which also leads to gene misexpression [19–21], especially during the development of the brain and kidney [22, 23]. During limb bud development, the disturbance of CTCF binding and TAD shaping results in a moderate decrease of the gene expression of *SHH* and *HOXD* [24, 25]. However, the regulatory factors of CTCF in limb bud development are poorly understood.

hnRNPK is an RNA-binding protein (RBP) according to its structure [26], but it possesses the capacity to bind to DNA, RNA, and protein [27, 28]. As a multifunctional protein, hnRNPK participates in important physiological and pathological processes through transcriptional, post-transcriptional, and chromatin remodeling mechanisms [29, 30]. A *de-novo* loss-of-function mutation in human gene *HNRNPK* is reportedly related to Au-Kline syndrome (AKS, OMIM: 616580) [31], characterized by remarkable deformities in the limb and spine. Recently, hnRNPK was shown to promote the osteogenesis of mesenchymal stem cells (MSCs) by interacting with lncRNA-OG [32], and it also regulated osteoclastogenesis through glycogen synthase kinase-3β (GSK3β) [33]. We previously reported that a novel mutation in the *ZRS* resulted in preaxial polydactyly (PPD) type I by inducing ectopic expression of *SHH*, and we further identified hnRNPK as a mediator that enhanced the interactions between mutant *ZRS* and the *SHH* promoter in vitro [34]. Nonetheless, no in vivo experimental evidence has been reported till now to elucidate the regulatory role of hnRNPK in the limb bud development.

In this study, we investigated the function of Hnrnpk in limb bud development by specifically deleting *Hnrnpk* in mouse limb buds, and its ablation resulted in limbless forelimbs and severe deformities of hindlimbs. In terms of mechanism, we illustrated that Hnrnpk regulated the transcription of key genes involved in the three regulatory axes in limb bud development as a transcription activator. Additionally, we discovered that the ablation of Hnrnpk resulted in the global remodeling of chromatin architecture, especially TADs. Our high-throughput assays demonstrated that Hnrnpk possessed the capacity to interact with the insulator protein Ctcf to ensure proper TAD formation, which guaranteed the normal interaction between regulatory elements of genes during the development of the limb bud.

## Materials and methods

### Mice

All animal experiments were approved by Institutional Animal Care and Use Committee, Sun Yat-sen University (SYSU-IACUC-2021-000758), and the mice were kept in the Laboratory Animal Center of Sun Yat-sen University. *Floxed-Hnrnpk* mice carried a couple of *loxP* sites flanking exons 4–7 of the *Hnrnpk* gene were generated by Cyagen Biosciences. A schematic diagram was shown in Fig. 1B. Briefly, the exons 4–7 were selected as the conditional knock-out region. We engineered the target vector containing Neo cassette flanked by Rox sites and the knock-out region flanked by loxP sites. And the constitutive knockout allele was obtained after Cre-mediated recombination. *Prrx1-Cre* mice were purchased from the Jackson Laboratory (stock #005584). *Floxed-Trp53* mice were a kindly gift from Prof. Jin Liu. The *Rosa26-tdTomato* mice were purchased from Jackson Laboratory (stock #007914). We used both male and female embryos for analysis, as sex could not be clearly identified. Genotyping was conducted with the primers (*Floxed-Hnrnpk* primer forward: GTCTCTCGCTCTGTCTTTGTGGC; reverse: GGAAGGGCTCAGATTAAGTGGCAA) following the PCR reaction conditions (initial denaturation at 94 °C for 3 min, denaturation at 94 °C for 30 s, annealing at 60 °C for 30 s, extension at 72 °C for 30 s, repetition of 35 cycles, and additional extension at 72 °C for 2 min). Three or more littermate groups were examined, and representative images were shown.

**Fig. 1:**
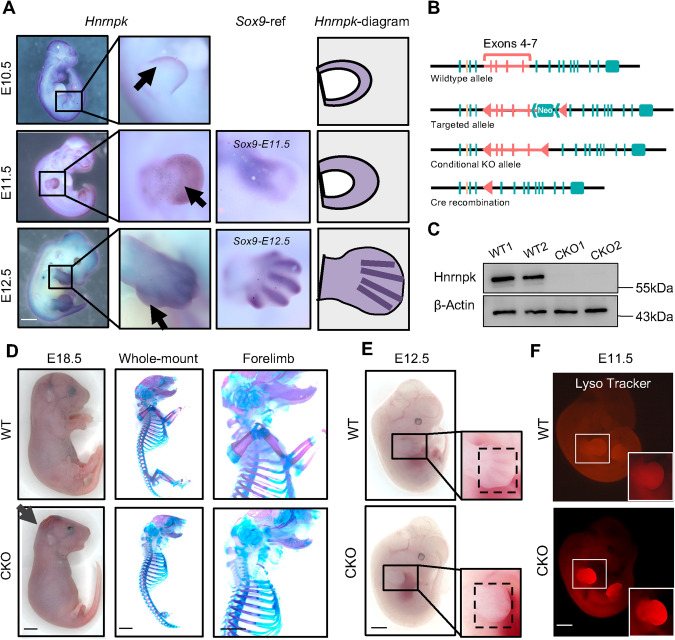
*Hnrnpk* is expressed in developing limb buds and is essential for proper limb bud formation. **A** Representative WISH images showed *Hnrnpk* (left panel) and *Sox9* (middle panel) expression at E10.5 (top), E11.5 (middle), and E12.5 (bottom) limb buds. The *Hnrnpk*-diagram (right panel) presented the range of *Hnrnpk* signals. The black arrows indicated stronger signals detected in the periphery and cartilage primordia region of the limb buds. Scale bar: 1 mm. **B** Construction protocol of *floxed-Hnrnpk* mice. Exons 4–7 of the *Hnrnpk* gene was flanked by *loxP* sites. The horizontal lines indicated chromatin, vertical lines indicated the exons of *Hnrnpk*, yellow line represented the exon of adjacent gene *Rmi1*, and triangles indicated *loxP* sites inserted. **C** The efficient knockout of Hnrnpk in limb buds was confirmed by WB using proteins from E11.5 WT and CKO limb buds. β-Actin was used as the loading control. **D** Representative images of general observation (left panel) and skeletal preparation (right panel) of E18.5 WT and CKO embryos. The black arrow indicated the hematoma on the E18.5 CKO head. Scale bar: 1 mm. **E** Representative images of general observation of E12.5 WT and CKO embryos. The dotted boxes showed regions of mesenchyme condensation. Scale bar: 1 mm. **F** Representative Lyso tracker images of E11.5 WT and CKO limb buds. The white boxes indicated the magnification of the forelimb. Scale bar: 1 mm.

### Whole-mount in situ hybridization (WISH)

WISH experiments were performed as previously described, using digoxygenin-labeled (Roche, 11277073910) antisense RNA probes, and sense RNA probes as negative control [35]. The probes of *Col2a1*, *Sox9*, *Lmx1b*, *Fgf10*, and *Hnrnpk* were transcribed from the cDNA of WT limb bud cells. To ensure the exact same developmental stages, the embryos used in the WISH experiments for each time point or each probe came from the same pregnant mice. The probe sequences were described in Table S2. The probes of *Shh* and *Fgf8* were transcribed from corresponding plasmids from Addgene (13999 and 22088).

### Primary limb bud cell culture

The isolation and culture of limb bud cell was previously reported [34]. E11.5 WT or CKO embryos were isolated, and their amniotic membrane were removed for genotyping using dissecting scissors and forceps under a stereoscopic microscope (Leica M205FA). The limb bud tissue was cut down and put into the sterile PBS and washed. Then, the limb bud tissue was digested with 0.25% trypsin for 5 min at 37 °C water baths. After centrifuged, the cell mass was resuspended and the cells were seeded and cultured at 37 °C with 5% CO_2_ in complete medium (low-glucose DMEM with L-glutamine supplemented with 1% penicillin-streptomycin solution and 10% fetal bovine serum).

### qPCR

Total RNA was extracted using TRIZOL reagent (Invitrogen), and 1000 ng of total RNA was used to synthesize cDNA with a Prime-Script RT reagent kit (TaKaRa) according to the manufacturer’s protocol. qPCR was performed on a Light Cycler 480 Real-time PCR system (Roche Light Cycler 480) using TB Green Premix Taq II (TaKaRa) and corresponding primers. Relative expression levels were calculated by the 2^−ΔΔCt^ method and *Actb* served as internal control for normalization. The primers used in qPCR were shown in Table S1.

### Immunoblotting analysis

Western blotting was performed according to standard procedures. The following antibodies were used: anti-hnRNPK (Abcam 39975, 1:5000), anti-p53 (CST 2527, 1:1000), anti-phospho-p53 (CST 9284, 1:500), anti-p21 (Abcam 109520, 1:1000), anti-Bax (CST 14796, 1:1000), anti-Bcl2 (CST 3498, 1:1000), anti-CTCF (Millipore 07-729, 1:2000), anti-H3K4me1 (Active Motif 61634, 1:1000), anti-H3K4me3 (CST 9751, 1:1000), anti-H3K27ac (Active Motif 39134, 1:1000), anti-RNA polymerase II (Santa-cruz sc-56767,1:1000), anti-β-ACTIN (Affinity AF7018, 1:2000), goat anti-rabbit IgG H&L (Abcam ab205718, 1:2000), and goat anti-mouse IgG H&L (Abcam ab205719, 1:2000). The quantification of WB was exerted using software imageJ (v 1.51). The original pictures of WB were shown in Supplementary materials Western blot.

### Skeletal preparation

The skeletal preparation was carried out as previously described [36], and then was photographed under a stereoscopic microscope (Zeiss Axio Zoom v16) in glycerol.

### Lysotracker staining

E11.5 WT and CKO embryos were stripped from the uterus and extra-embryonic membranes were removed. The embryos were then incubated in Lyso tracker (Thermo Fisher Scientific) staining solution (150 nM Lyso tracker in Hanks balanced salt solution) at 37 °C for 45 min. The embryos were fixed in 4% paraformaldehyde overnight and exposed under a stereoscopic microscope with fluorescence (Zeiss Axio Zoom v16) to detect apoptotic signals.

### Cell counting kit-8 assay (CCK-8)

Primary limb bud cells were seeded at a density of 1 × 10^4^ per well in 96-well plates and cultured for 0,1,2,3,4,5, and 6 days. CCK-8 solution (Glpbio) was added to each well and incubated for 3 h, followed by measurement of the absorbance at 450 nm using a microplate reader (TECAN sunrise).

### Flow cytometric analysis

Flow cytometric analysis assessments and data analysis were conducted using CytoFLEX (Beckman Coulter) flow cytometers and FlowJo10.8.1 software. The following antibodies were used: CD140B-PE (Biolegend 136009), CD90-PE (Biolegend 105201), and CD82-FITC (Biolegend 342102).

### Micromass culture system

*Hnrnpk*^*fl/fl*^ limb bud cells were seeded at the density of 2 × 10^7^ cells/ml. The high-density droplets were placed carefully in the center of each well in a 24-well plate. The cells were allowed to adhere at 37 °C for 1.5 h, followed by the infection of adenovirus with *GFP* or *Cre* (Shanghai Genechem). The cells were induced with chondrogenic medium (DMEM/F12 medium containing 10% fetal bovine serum and 50 μg/ml ascorbic acid). The medium was changed every other day and the staining was performed on day 6 and day 12.

### Co-immunoprecipitation and DNase/RNase digestion

Protein was extracted using a lysis buffer containing the 1% phosphatase and protease inhibitor. The protein was incubated sequentially with primary antibodies and Protein G manganic beads (Invitrogen), and the beads were then incubated in wash buffer containing DNase I (Invitrogen) or RNase A (Thermo Fisher Scientific) for 1.5 h on ice. Finally, the protein was eluted by a sample buffer and analyzed by western blotting. The following antibodies were used: anti-hnRNPK (Bethyl A300-676A-M, 1:200) and anti-CTCF (Millipore 07-729, 1:200).

### Electron microscopy imaging

E11.5 WT and CKO limb bud were isolated and fixed with 2.5% glutaraldehyde and dehydrated with gradient ethanol. The tissues were then embedded and cut into slices, stained with uranyl acetate for 15 min and lead citrate for 5 min. The slices were imaged under electron microscopy (JEM-1200EX). Three biological replicates were observed, and 4–5 cells were observed in each replicate.

### RNA-seq

Total RNA was extracted from E11.5 WT and CKO limb bud cells and the libraries were constructed using the VAHTS Stranded mRNA-seq Library Prep Kit for Illumina v2. The libraries’ quality was checked using Qubit 2100, and the concentrations were determined from the analysis profiles. Genes expression with a change fold ≥2 or ≤ −2, *p* value < 0.05 were identified as differentially expressed genes, and the GO enrichment analysis and KEGG pathway analysis were performed using DAVID [37].

### ATAC-seq

ATAC-seq was performed as previously described [38]. WT and CKO limb bud cells were harvested, and about 5 × 10^5^ cells were pretreated with DNase to remove free-floating DNA and DNA of dead cells. After centrifugation, the cells were resuspended in cold lysis buffer, followed by incubation on ice for 3 min. After lysis, 1 ml of ATAC-seq RSB was added and centrifuged. After centrifugation, nuclei were resuspended in a transposition mix containing 5 × TD buffer and Tn5 transposase. Samples were incubated for 30 min at 37 °C with shaking for transposition reactions. Reactions were cleaned up with Zymo DNA Clean and Concentrator 5 columns. DNA was resuspended in 2×HiFi PCR mix with Nextera i5 primer (N5xx) and Nextera i7 primer (N7xx) for PCR reaction. After PCR, size selection was performed with EpiTM DNA Clean Beads (Epibiotek R1809), and the supernatant was transferred to a new tube containing fresh beads to capture fragments ranging from 250 to 350 bp. Libraries were quantified with a Bioptic Qsep100 Analyzer (Bioptic Inc.) and paired-end sequenced with read lengths of 150 bp.

### ATAC-seq analysis

ATAC-seq data analysis was performed as previously reported [39]. The reads were trimmed to remove the adapter sequences and aligned to the mouse genome (mm10) using Bowtie2 [40]. Peak-calling was performed using MACS2 [41] software in ATAC-seq mode to exclude the PCR duplicates and mitochondrial reads. The ATAC-seq signal was presented using Integrative Genomics Viewer (IGV) software [42]. Peak comparison, annotation, and motif enrichment were performed using ChIPSeeker [43] and HOMER [44]. GO enrichment analysis and KEGG pathway analysis were performed using DAVID [37].

### CRISPRi/sgRNA plasmid construction

The pLV hU6-sgRNA-hUbC-dCas9-KRAB-T2a-Puro plasmid was available from Addgene (71236). Targeted sgRNAs were inserted into the plasmid using BsmBI sites. The sequences of sgRNAs were as described in Table S3.

### Vectors transduction and lentivirus/adenovirus infection

Lentivirus infection was performed according to the manufacturer’s protocol of the GeneCopoeia Lenti-Pac kit. Briefly, HEK293T cells were plated in high glucose DMEM (Gibco) with 10% FBS and 1% penicillin-streptomycin. The cells were co-transfected with 2.5 µg dCas9 plasmid and packing plasmids (pLP1, pLP2 and pLP-vsvg) using Lipofectamine 3000 (Thermo Fisher Scientific). After 8–14 h, the transfection medium was changed and the medium with lentivirus was harvested after 48 h. The lentiviral supernatant was filtered through 0.45 µm filters to eliminate residual cells and cell fragments. After the cells were attached to the dish with 70–80% confluency, the adenovirus or lentivirus was added to the non-FBS medium (10^9^ PFU/ml). The same volume medium with 10% FBS was added to the cells, and the medium was changed after 24 h. The cells were cultured for another 24 h before the next step experiments.

### Immunofluorescent staining

The limb bud tissue was isolated and fixed with 4% paraformaldehyde, dehydrated using 30% sucrose solution, and cut into frozen sections. The slides were blocked with 5% bovine serum albumin, then incubated with anti-Ki67 (CST 9192, 1:250) or anti-Lmx1b (Proteintech 18278-1, 1:500) overnight and then the species-matched Alexa Fluor 555 for 3 h. After staining with DAPI, the slides were observed under a microscope (Olympus BX63). As for TdT-mediated dUTP nick end labeling (TUNEL) assay was conducted according to the manufacturer’s instructions for the one-step TUNEL Apoptosis Assay Kit (Beyotime). Briefly, the sections of limb bud tissue was incubation with 20 μg/ml proteinase K for 30 min at 37 °C, then the TUNEL detective mixture was pipetted onto the sections, followed by incubation at 37 °C for 60 min in darkness. After staining with DAPI, the slides were observed under a microscope (Olympus BX63)

E11.5 WT limb bud cells were seeded on cover slides and fixed with 4% paraformaldehyde, followed by permeabilization with 0.5% Triton X-100. The cover slips were blocked with 5% bovine serum albumin and then incubated overnight with anti-hnRNPK (Abcam ab52600, 1:250). The cells were incubated in a secondary antibody (CST 4413, 1:1000) for 3 h. After washing with PBS, the cover slips were incubated with anti-CTCF (Millipore 07-729, 1:500) or anti-RNA polymerase II (Santa-cruz sc-56767, 1:500) overnight again and with anti-rabbit secondary antibody (Invitrogen A-21206, 1:1000) or anti-mouse secondary antibody (Invitrogen A-11001, 1:1000) for 1 h. After staining with DAPI, the cover slips were observed under a laser scanning confocal microscope (Zeiss LSM 880).

### CUT&RUN-seq

Procedure and analysis of CUT&RUN-seq was performed as previously described [45]. WT and CKO limb bud cells were harvested, counted, and centrifuged. Aliquots containing 5 × 10^5^ cells were washed and resuspended in wash buffer. Activated concanavalin A-coated magnetic beads were added to the cells, and the setup was incubated at room temperature for 15 min. The unbound supernatant was removed, and the bead-bound cells were resuspended in Dig-wash Buffer containing primary antibodies on a rotating platform overnight. Primary antibodies used were anti-hnRNPK (Bethyl A300-676A-M, 1:100), anti-CTCF (Sigma-Aldrich 07-729, 1:100), anti-H3K4me3 (Sigma-Aldrich 04-745, 1:100), and H3K4me1 (Active Motif 39635, 1:100). The cells were washed to remove unbound primary antibodies. PA/G-MNase were added and placed on the tube rotator at 4 °C for 1 h. The cells were then washed to remove unbound PA/G-MNase and resuspended in Dig-wash Buffer in wet ice to chill down. After chilling down, 100 mM of CaCl2 was added to the suspension with a gentle vortex and rotated at 4 °C for 30 min. After rotation, 2× STOP Buffer was added and incubation was continued for 30 min at 37 °C to release CUT&RUN fragments from the insoluble nuclear chromatin. For sample normalization with NG-seq, 12.5 pg of Sample Normalization Spike-in DNA (CST 40366) was added to each reaction. The supernatant containing digested chromatin was transferred to a fresh tube, and the DNA was extracted with Phenol Chloroform Extraction following the manufacturer’s protocol. The extracted DNA was processed for library generation using the QIAseq Ultralow Input Library Kit (QIAGEN), following the manufacturer’s protocol. Libraries were quantified with a Bioptic Qsep100 Analyzer (Bioptic Inc.) and paired-end sequenced with read lengths of 150 bp. After quality control, the reads were trimmed to remove the adapter sequences and aligned to the mouse genome (mm10) using Bowtie2 [40] and Spike-in was used for normalization. Peak-calling was performed using MACS2 [41] software to exclude the PCR duplicates and mitochondrial reads. Peak comparison, annotation, and motif enrichment were performed using ChIPSeeker [43] and MEME-chip [46]. GO enrichment analysis and KEGG pathway analysis were performed using DAVID [37].

### Hi-C assay

Hi-C assay was performed as previously reported [15]. About 5 × 10^5^ limb bud cells were collected from each embryo. To decrease the intra-group difference, four littermates of same genotype for each group were mixed and about 2 × 10^6^ cells were used for the Hi-C assay. Cells were cross-linked with 1% formaldehyde and then quenched with 0.125 M glycine. Cross-linked cells were lysed in lysis buffer, followed by incubation at 37 °C for 15 min. Chromatin Capture Beads were added and incubated for 10 min at room temperature. Chromatin was digested with the Hi-C restriction enzyme and the fragments were marked with a biotinylated nucleotide. The chromatin was then ligated for 4 h at 16 °C, followed by elution in reverse cross-linking buffer at 65 °C for 3 h. The DNA was treated with RNase A and proteinase K at 37 °C for 30 min and purified with 1.8× EpiTM DNA Clean Beads Ligation. The DNA was suspended in digestion buffer and subjected to enzymatic shearing to shear chromatin fragments to an average size between 200 bp and 500 bp by incubating the tube at 30 °C for 15 min. The fragments were processed for library generation using the QIAseq Ultralow Input Library Kit (QIAGEN), following the manufacturer’s protocol, and the biotinylated ligation junctions were captured with streptavidin beads after the adapter ligation. The libraries were quantified with a Bioptic Qsep100 Analyzer (Bioptic Inc.) and paired-end sequenced. After sequencing, 3.3 × 10^3^ Mbp were acquired in the WT group and 3.1 × 10^3^ Mbp in the CKO group.

### Hi-C analysis

Capture Hi-C processing FASTQ files (paired-end Illumina data) were processed with HiC-Pro [47] using Bowtie2 [40] to map short reads to the reference genome (mm10). After the mapping, filtering and deduplication steps were performed using the HiC-Pro pipeline. 74% valid interactions were recognized in the WT group and 78% in the CKO group as shown in Fig. S7A. The normalized matrices were generated at 500 kb, 200 kb, 40 kb and 10 kb resolutions. The files generated after HiC-Pro processing were converted into “hic” files using Juicebox, and the contact maps were visualized using Juicebox [48]. A/B compartments were visualized using cworld-dekker scripts. TAD Compare was used to identify differential TAD boundaries and showed changes in TAD boundaries between two datasets [49].

### Statistical analysis

Quantification was performed in at least three independent experimental groups. The statistical analysis was carried out using SPSS v13. Two-tailed Student’s *t* test was used between the two groups to determine the significance, while one-way ANOVA with Tukey’s post-hoc test was used to compare differences between multiple groups. A *p* value of less than 0.05 was considered as significant, and error bars were presented as mean ± standard deviation (SD).

## Results

### Hnrnpk is expressed in developing limb buds and is essential for proper limb formation

To explore the role of Hnrnpk in developing limb bud, we first detected *Hnrnpk* expression in E10.5 to E12.5 embryos using whole-mount in situ hybridization (WISH) and quantitative polymerase chain reaction (qPCR) (Fig. 1A and Fig. S1A, B). At E10.5, *Hnrnpk* was expressed along the distal region of the limb bud, as well as in the midline and calvarium (Fig. 1A, top). Along with limb bud outgrowth, the *Hnrnpk* signal extended proximally to the central region of the limb bud at E11.5 (Fig. 1A, middle). Meanwhile, mesenchymal cells started to condense and express *Sox9*, and cartilage primordia of digits were found in the limb bud until E12.5 (Fig. 1A, *Sox9*-ref). As shown by WISH at E12.5, *Hnrnpk* was highly expressed in a primordia-like region and in the region of limb bud cells condensed, similar to *Sox9* expression (Fig. 1A, bottom). Taken together, the results demonstrated that *Hnrnpk* was expressed at early stage of developing limb buds, and then extended proximally, indicating a potential regulatory role of Hnrnpk in limb development.

To probe the regulatory function of Hnrnpk in embryonic limb buds, we engineered limb bud-specific *Hnrnpk* knockout mice [50], given the embryonic lethality of global *Hnrnpk* knockout (*Hnrnpk*^*−/−*^) mice [51]. We generated *floxed-Hnrnpk* mice (*Hnrnpk*^*fl/fl*^) using the embryonic cell targeting technique, which contained two *loxP* sites flanking exons 4–7 (Fig. 1B and Fig. S1C). This specific region was targeted because it is highly conserved across different transcripts and species (NCBI Reference Sequence: NM_001301341.1). We crossed *Hnrnpk*^*fl/fl*^ mice to *Prrx1-Cre* mice to generate *Prrx1-Cre;Hnrnpk*^*fl/fl*^ conditional knockout (CKO) mice, in which Hnrnpk expression was ablated in the limb bud and calvarium [52]. The efficient ablation of Hnrnpk was confirmed by western blotting (WB) analysis and qPCR of limb buds from E11.5 CKO embryos (Fig. 1C and Fig. S1D).

CKO mice died shortly after delivery, so we sacrificed the pregnant mice at E18.5 right before delivery. We observed a huge hematoma and encephalocele on the heads of CKO embryos (Fig. 1D, left panel and Fig. S2A), which might have caused lethality. Whole-mount skeletal preparation showed an absolute absence of forelimb and incomplete tiny hindlimb (Fig. 1D, right panels and Fig. S2B). The whole forelimb, from scapulae to phalanges, was missing, while the hindlimb was severely malformed although three components (stylopod, zeugopod, and autopod) were still recognizable in the CKO embryos (Fig. S2B). The differential phenotype of the forelimb and hindlimb might result from the incomplete expression of *Prrx1* in hindlimb [52]. Due to *Prrx1* expression in the calvarium, the calvarium of the CKO embryos also presented impaired craniofacial bone formation (Fig. S2A, bottom). To trace the key time point at which these defects occurred, we next examined the limb growth at E11.5-E13.5. A general inspection of CKO embryos at E11.5 showed no differences compared to wild type (WT) embryos (Fig. S2C). However, we hardly observed mesenchyme condensation in CKO embryos at E12.5 (Fig. 1E), which was the pivotal developmental window of digits. Until E13.5, CKO embryos presented absolutely absent forelimb skeletal elements (Fig. S2D).

Early in limb bud development, mesenchymal cells exhibit significant proliferation and partial apoptosis to form digits and joints properly [53]. To address whether cell death contributed to the limb deformities, we detected the apoptosis using a Lyso tracker. Excessive apoptosis was observed in the CKO embryos at E11.5 compared to less physiological apoptosis in WT embryos (Fig. 1F). Additionally, cultured primary limb bud cells and Ki67 immunostaining of E11.5 CKO embryos showed significant suppression of proliferation (Fig. S2E–G), and the TUNEL immunostaining of E11.5 CKO limb bud showed significant apoptosis (Fig. S2G). The results indicated that ablation of Hnrnpk in the limb bud resulted in impaired proliferation and excessive apoptosis of the limb bud mesenchymal cells.

Taken together, we demonstrated that Hnrnpk ablation in the limb bud led to the damaged survival and functioning of limb bud cells, and eventually resulted in the occurrence of limbless forelimbs and severe deformities in hindlimbs.

### Hnrnpk is required for the concordant regulation of master factors during embryonic limb bud development

Normal limb bud growth relies on the concordant regulation of master factors, including SOX9, SHH, FGF8/10, LMX1B, and HOXD. Sox9 is expressed by differentiating chondrocytes at E11.5 and is considered as a marker of chondrogenesis. Based on WISH analysis, we found that CKO embryos exhibited dispersed, misaligned, and decreased *Sox9* expression at E11.5 and E12.5 in the forelimb (Fig. 2A). Similarly, the expression pattern of *Col2a1*, which is the predominant matrix in primordia, was misaligned at E11.5 and almost undetectable at E12.5 in CKO forelimb (Fig. S3A). To reveal whether Hnrnpk deficiency impaired the differentiation potential of limb bud mesenchymal cells, primary limb bud cells from E11.5 *Hnrnpk*^*fl/fl*^ embryos were isolated, subjected to micromass culture, and infected with adenovirus containing GFP (*Ad-GFP*) or Cre (*Ad-Cre*). The infected limb bud cells were then induced differentiated using a differentiation medium, followed by Alcian Blue staining at day 6 and Alizarin Red staining at day 12 (Fig. S3B). Hnrnpk was effectively knocked out after infection with *Ad-Cre* (Fig. S3C). The size of Alcian Blue-positive area decreased significantly after Hnrnpk ablated by *Ad-Cre*, whereas the Alizarin Red staining showed no significant differences between *Ad-GFP* and *Ad-Cre* (Fig. S3D). These results suggested that Hnrnpk deficiency impaired the chondrogenic potential of limb bud cells.

**Fig. 2:**
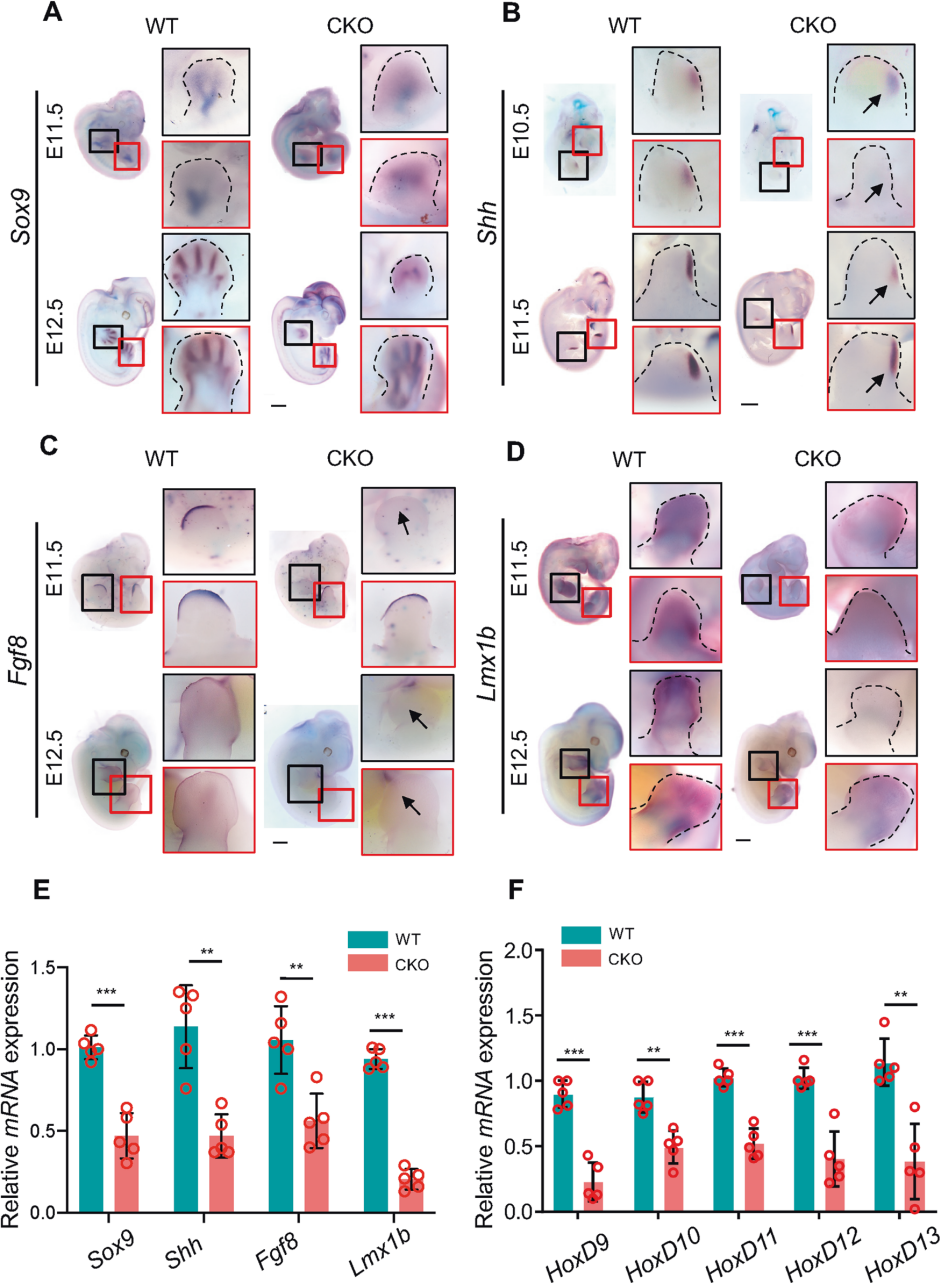
The regulatory axes of embryonic limb bud development are disturbed by Hnrnpk ablation. **A** Representative WISH images showed that *Sox9* failed to pattern along with the digits at E11.5 (top) and E12.5 (bottom) in CKO embryos compared to WT. The black boxes indicated the forelimbs, and the red boxes indicated the hindlimbs. Dotted lines indicated the limb buds. The magnification of limb buds was rotated to the same direction. Scale bar: 1 mm. **B** Representative WISH images showed the expression pattern and decreased signal intensity of *Shh* at E10.5 (top) and E11.5 (bottom) in CKO embryos compared to WT. The black boxes indicated the forelimbs, and the red boxes indicated the hindlimbs. Dotted lines indicated the limb buds. The arrows indicated the postaxial region of the limb buds. The magnification of limb buds was rotated to the same direction. Scale bar: 1 mm. **C** Representative WISH images showed vanished signals of *Fgf8* at the AER region at E11.5 (top) and E12.5 (bottom) in CKO embryos compared to WT. The black boxes indicated the forelimbs, and the red boxes indicated the hindlimbs. The arrows indicated the AER region. The magnification of limb buds was rotated to the same direction. Scale bar: 1 mm. **D** Representative WISH images showed decreased signal intensity of *Lmx1b* at the dorsal region of limb buds at E11.5 (top) and E12.5 (bottom) in CKO embryos compared to WT. The black boxes indicated the forelimbs, and the red boxes indicated the hindlimbs. Dotted lines indicated the limb buds. The magnification of limb buds was rotated to the same direction. Scale bar: 1 mm. **E** qPCR results confirmed the decreased expression of *Sox9*, *Shh*, *Fgf8*, and *Lmx1b* at E11.5 in CKO limb buds compared to WT. *N* = 5 biological replicates. **F** qPCR results showed that *HoxD9-13* were downregulated at E11.5 in CKO limb bud compared to WT. *N* = 5 biological replicates. The *p* value was calculated by two-tailed unpaired Student’s *t* test. Data were shown as mean ± SD. **p < 0.01, ***p < 0.001.

SHH is secreted by the ZPA region and regulates the proper formation of digits, which is the AP axis of limb development. Hnrnpk knockout resulted in weaker *Shh* expression at E10.5 and E11.5 in CKO limb buds, and no ectopic *Shh* expression was detected (Fig. 2B). *FGF8* is specifically expressed in the AER region and formed a positive regulatory loop with mesenchyme expressed *FGF10* to stimulate the elongation of limb bud, which is the PD axis of limb development [2]. Thus, we examined *Fgf8* expression by WISH and found that it was strictly expressed in the AER region, whereas the signals in the forelimb at E11.5 and both limb bud at E12.5 were hardly detected in the CKO embryos (Fig. 2C). Due to the absence of *Prrx1-Cre* recombinase activities in the AER region [54], where *Fgf8* is specifically expressed, Hnrnpk knockout driven by *Prrx1-Cre* would not directly affect *Fgf8* expression. However, except maintained via the Shh signal, Fgf8 is mainly triggered by Fgf10 expressed in limb bud mesenchyme, and we also detected decreased expression of *Fgf10* in CKO limb buds (Fig. S3E). As for the DV axis of limb development, Lmx1b is a master transcription factor expressed in the dorsal mesenchyme for the development of dorsal limb structures [55]. In the CKO embryos at E11.5 and E12.5, *Lmx1b* expression was much weaker in the dorsal limb bud, especially in the forelimb, compared to the WT embryos (Fig. 2D and Fig. S3F). The downregulation of key factors for the three axes and chondrogenesis were also confirmed by qPCR analysis using E11.5 CKO limb bud compared to WT (Fig. 2E). Lastly, the HOXD family is known to be sequentially activated in a rostrocaudal pattern, to guarantee accurate limb growth and polarity formation [13]. The expression of the *HoxD* family at E11.5 in CKO limb buds, including *HoxD9-13*, was significantly reduced (Fig. 2F), as indicated by qPCR analysis. Thus, our results demonstrated that Hnrnpk was required for the concordant and precise expression of vital molecules during embryonic limb bud development.

### Co-deletion of *Trp53* in CKO limb bud cells rescues apoptosis but not limb bud impaired development

In order to figure out the molecular mechanism underlying Hnrnpk regulating limb bud development, we collected the limb buds from WT and CKO embryos at E11.5 for RNA-sequencing (RNA-seq, three biological replicates) to examine genome-wide gene expression changes in CKO limb buds. 

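RNA from E11.5 limb buds was sequenced from 3 WT and 3 CKO biological replicates, with libraries made by a stranded mRNA kit. In the CKO embryos, the Prrx1-Cre recombinase, which is active in limb bud mesenchyme, deletes the floxed *Hnrnpk* alleles. The authors deposited 1 table of FPKM, the number of fragments on a gene scaled to the gene's length and to the size of the library, for 22040 protein-coding genes. The paper's text names neither the aligner nor the counting or the annotation used for RNA-seq. It names a test for comparisons of 2 groups in general, without saying whether this was applied to RNA-seq. Of the Ensembl gene identifiers in the table, 99.5% were found in GENCODE vM21, the mouse annotation on GRCm38. Multiplied by the merged exon length of this annotation, between 94.8% and 95.5% of the low values of each library came out as whole reads, so the depth was taken from the values. The reads on the listed genes numbered 17219131, 23165031 and 20869696 in WT replicates 1, 2 and 3, and 17140883, 21190298 and 24624438 in CKO replicates 1, 2 and 3. In CKO replicates 2 and 3 they exceeded the library sizes by which the values had been divided, 19146568 and 23848042, so the authors' FPKM are scaled between libraries. The median ratio of a library's values to the geometric mean over libraries lay between 0.983 and 1.01. A gene of 2000 bases at an FPKM of 0.5 rested on 18.0 reads in the shallowest library. From these FPKM, CKO was compared with WT by limma with a mean-variance trend on log2(FPKM + 0.1), for the 12305 genes with a mean FPKM of at least 0.5. A log2 fold change on this scale understates the change of genes with low FPKM. *p* values were adjusted over all genes tested by the Benjamini-Hochberg method. An exact two-sided permutation test of 3 libraries against 3 cannot give a *p* value under 0.1.

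*Hnrnpk* (ENSMUSG00000021546, chromosome 13 of GRCm38 from 58391142 to 58403343) had an FPKM of 191 ± 5.00 (SD, n = 3) in WT and 135 ± 7.48 (SD, n = 3) in CKO limb buds. Its log2 fold change was -0.50 (standard error 0.13, limma unadjusted *p* = 0.0045, limma adjusted *p* = 0.334). It was lower in all 3 CKO libraries than in every WT library (exact permutation *p* = 0.1). With 1 library left out at a time, the log2 fold change stayed between -0.54 and -0.46. The *Hnrnpk* exons share 330 bases with those of another gene on the opposite strand, and the paper's text does not name whether the counting used the strand. The recombinase removes exons 4 to 7 alone, so an FPKM over the whole gene does not measure their loss. By western blot and qPCR of E11.5 limb buds, the paper reports that the ablation was efficient.

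The first principal component of the tested genes held 52.6% of the variance and separated replicate 1 of both groups from replicates 2 and 3, and the second held 26.0% and separated WT from CKO. Transcripts of 7 globin genes, which come from red blood cells, made up between 11.7% of the summed FPKM in CKO replicate 1 and 32.4% in CKO replicate 2. The embryonic globin gene *Hbb-y*, named after its values were seen, had the highest FPKM in each of the 6 libraries.

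**Figure D1:**
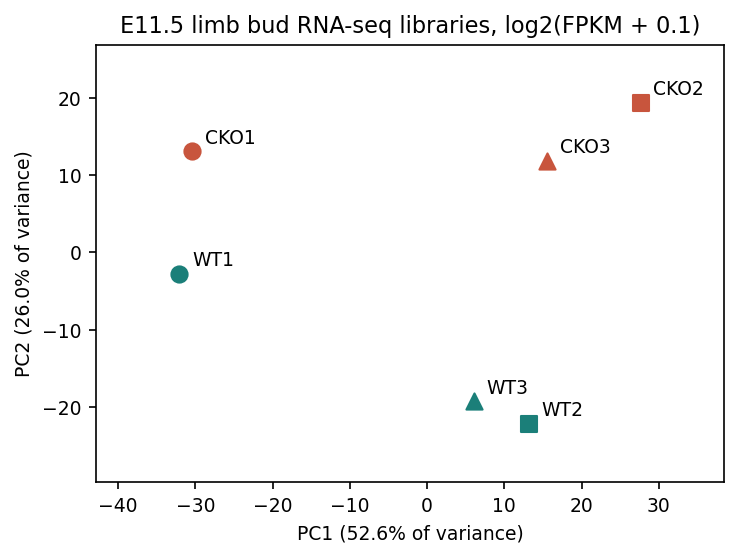
Principal components of the 6 E11.5 limb bud libraries, computed on log2(FPKM + 0.1) of the 12305 tested genes. The horizontal axis is the first component (52.6% of the variance) and the vertical axis the second (26.0%), with green points for WT, red points for CKO, and circles, squares and triangles for replicates 1, 2 and 3. Both replicate 1 libraries lie at the left, and the 3 CKO libraries lie above the 3 WT libraries.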

After mapping and annotation, 257 genes with a fold change >2 or <0.5 and a *p* value < 0.05 were filtered as differentially expressed genes compared to WT, consisting of 115 upregulated genes and 142 downregulated genes in CKO (Fig. 3A). 

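With a fold change over 2 or under 0.5 and an unadjusted *p* value under 0.05, 82 of the tested genes were differentially expressed, of which 52 were upregulated and 30 downregulated in CKO limb buds. Of these 82 genes, 35 (42.7%) had a mean FPKM under 1. Of all 12305 tested genes, 1783 (14.5%) had no overlap between the 3 CKO and the 3 WT values. Chance gives such a separation in 10% of genes if all libraries are alike apart from genotype. Replicate 1 lay apart from the others in both groups, so the 10% is not an exact reference here. After limma's adjustment over all genes, 7 upregulated genes and 1 downregulated gene had an adjusted *p* value under 0.05, while 1022 genes had an unadjusted *p* value under 0.05. Across all tested genes, the log2 fold change was above 0 for 6264 and below 0 for 6041.

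The replicate number entered as a block in the limma model, which compares CKO and WT within each number, moved the adjusted counts most among the settings that keep all 6 libraries and the FPKM. It gave 139 upregulated and 207 downregulated genes with an adjusted *p* value under 0.05, among them all 8 genes of the model without the block. Within replicates 2 and 3 alone, a comparison chosen after the data were seen, 877 genes were upregulated and 986 downregulated at this threshold, whereas replicate 1 has a single library per group and gives no test. The adjusted counts also rested on single libraries. Without WT replicate 3, CKO replicate 2 or CKO replicate 3, 1 upregulated gene and 0 downregulated genes passed the adjusted threshold, with 515, 714 and 582 genes at an unadjusted *p* value under 0.05. Without WT replicate 2, 3 genes were upregulated and 0 downregulated, with 577 genes at an unadjusted *p* value under 0.05. Without CKO replicate 1, 10 were upregulated and 13 downregulated. Under the fold change threshold with the unadjusted *p* value, 61 genes were upregulated and 80 downregulated without WT replicate 1, and 112 were upregulated and 58 downregulated without CKO replicate 1.

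*Cntln* (ENSMUSG00000038070, chromosome 4 of GRCm38 from 84884309 to 85131921), the downregulated gene past the adjusted threshold, had an FPKM of 5.51 ± 0.533 (SD, n = 3) in WT and 1.85 ± 0.292 (SD, n = 3) in CKO. Its log2 fold change was -1.53 (standard error 0.16, limma adjusted *p* = 0.0242), and with 1 library left out at a time its adjusted *p* value ranged from 0.0105 to 0.192. *Zfp365* (ENSMUSG00000037855, chromosome 10 from 67886103 to 67912662) rose from 0.553 ± 0.0537 to 2.24 ± 0.102 (SD, n = 3 each), a log2 fold change of 1.84 (standard error 0.16, limma adjusted *p* = 0.0101). Its adjusted *p* value ranged from 0.0294 to 0.141 with 1 library left out at a time. The FPKM of *Zfp365* rested on 56 to 71 reads in WT and 213 to 264 reads in CKO.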

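Apoptosis, cartilage and collagen fibril genes were read from lists written from general knowledge and not from an ontology, and limma's fry tested each list as a whole. The *p* values of fry were adjusted over 7 lists that also cover the p53 pathway, the *HoxD* and *HoxA* clusters and the limb genes of Fig. S5C. Of 29 apoptosis genes, 28 were tested, with a median log2 fold change of 0.05 in CKO against WT, 15 genes higher and 13 lower (fry, adjusted *p* = 0.235). The median was -0.0046 without WT replicate 3 and -0.02 without CKO replicate 3. None of these 28 genes passed an adjusted *p* value of 0.05 over all genes and 5 had an unadjusted *p* value under 0.05, against 4 when adjusted over the list alone. With the replicate block, 4 passed over all genes, *Bax*, *Bbc3*, *Pmaip1* and *Tnfrsf10b*, of which the last 3 are named after their values were seen, and 6 passed over the list alone. The apoptosis list shares 7 genes with the p53 list, and its 22 tested genes outside that list had a median of -0.03, with 9 higher in CKO.

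Cartilage genes had a median log2 fold change of -0.36, with 17 of the 20 tested lower in CKO (fry, adjusted *p* = 0.235). Collagen fibril genes had a median of -0.26, with 18 of the 21 tested lower (fry, adjusted *p* = 0.235). No gene of either list passed the threshold adjusted over all genes or adjusted over the list alone, and 2 cartilage and 3 collagen genes had an unadjusted *p* value under 0.05. With the replicate block, 1 gene that is in both lists passed over all genes (*Col11a2*, named after its values were seen), and 7 cartilage and 2 collagen fibril genes passed over the list alone. These lists share 3 genes. Between the libraries numbered 1, cartilage genes were higher in CKO by a median of 0.10, whereas they were lower between the libraries numbered 2 (-0.52) and 3 (-0.51). For collagen fibril genes the medians by number were 0.07, -0.33 and -0.44. Without WT replicate 1, both lists passed the fry test, cartilage genes with a median of -0.53 (adjusted *p* = 0.0086) and collagen fibril genes with -0.35 (adjusted *p* = 0.0024). Over all alternatives, the adjusted *p* value ran from 0.0037 to 0.492 for cartilage genes and from 9.8e-04 to 0.492 for collagen fibril genes. A whole-list exact permutation test of the mean gave *p* = 0.4 for either list and *p* = 0.2 for apoptosis genes.

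**Figure D2:**
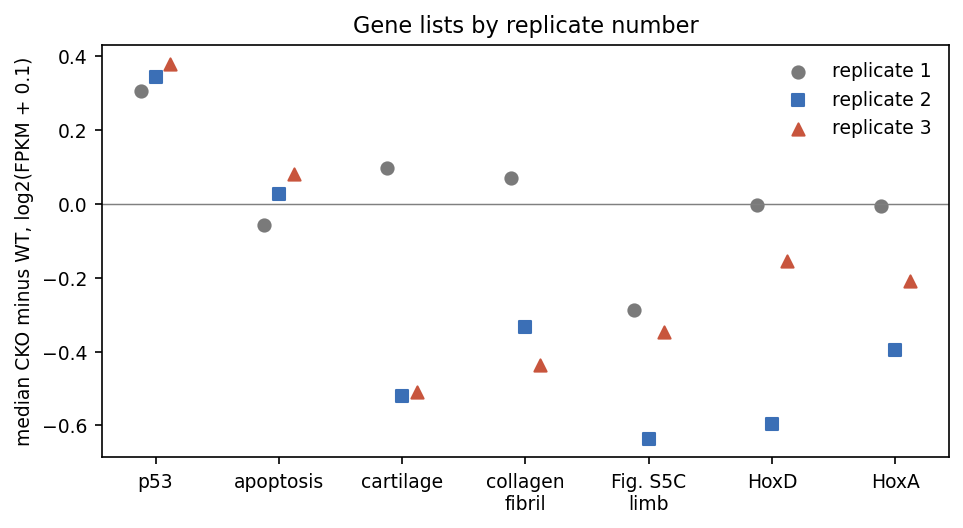
Median difference between CKO and WT limb buds on the log2(FPKM + 0.1) scale (vertical axis) for the tested genes of 7 lists (horizontal axis). Each point compares the CKO and the WT library of 1 replicate number, with a circle for replicate 1, a square for replicate 2 and a triangle for replicate 3. The cartilage medians lie between -0.52 and 0.10, and the collagen fibril medians between -0.44 and 0.07.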

The differentially expressed genes were subjected to Gene Ontology Biological Processes (GO-BP) analysis, which revealed that genes involved in organism development and cell differentiation were significantly downregulated, whereas genes associated with cell death were significantly upregulated (Fig. 3B), consistent with the findings described above.

**Fig. 3:**
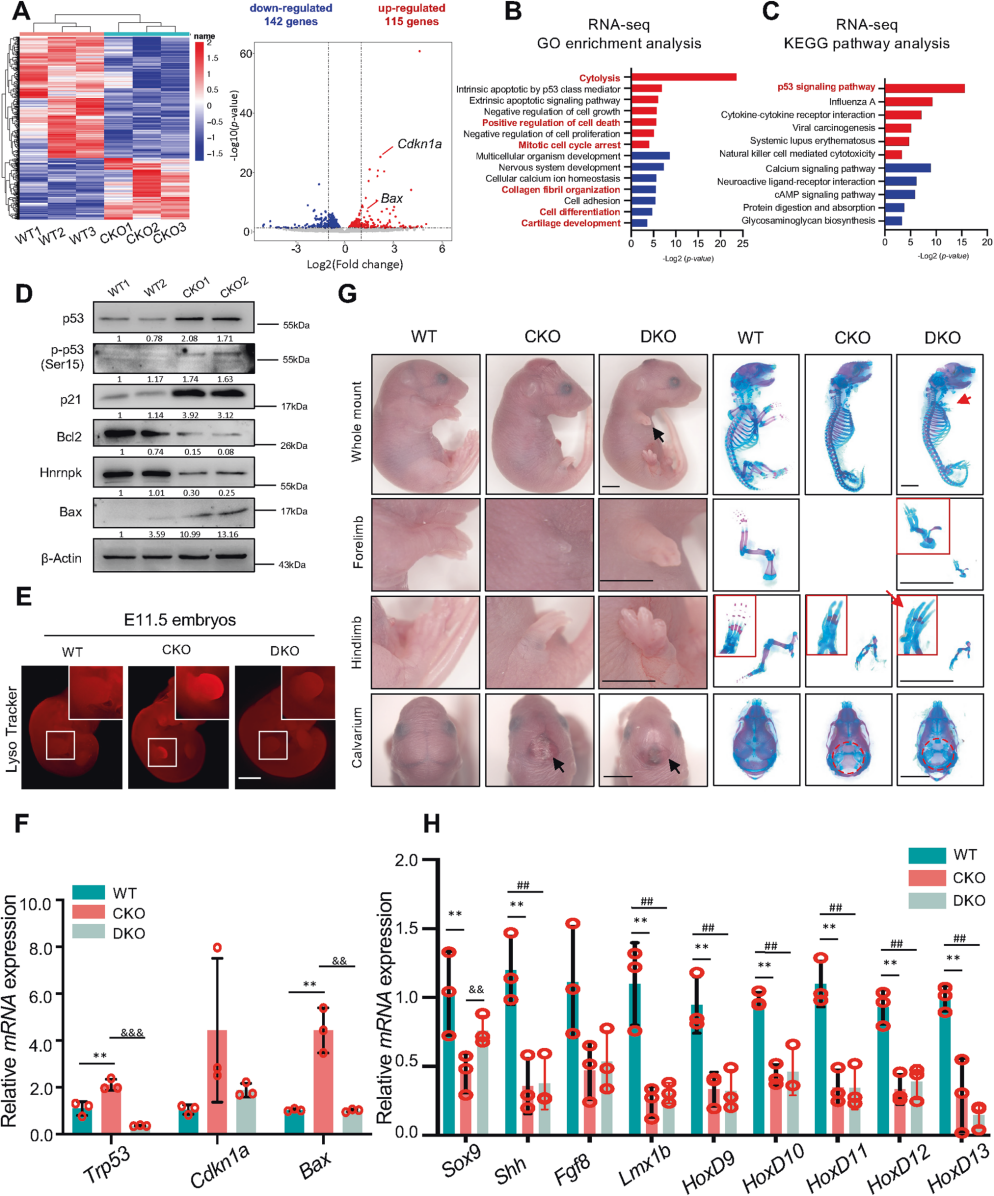
Knocking out *Trp53* in CKO mice is incapable of rescuing the phenotype. **A** Heatmap and volcano plot of RNA-seq using E11.5 WT and CKO limb buds. Three biological replicates were included. GO enrichment analysis (**B**) and KEGG pathway analysis (**C**) of differentially expressed genes (*p* value < 0.05) with fold change >2 of < 0.5. The items highlighted were the items we focus on. **D** Protein level of genes involved in the p53 signaling pathway, including p53, phosphate p53, p21, Bcl2, Hnrnpk, and Bax at E11.5 in WT and CKO limb buds. β-Actin as the loading control. Densitometry results were expressed as fold change in protein levels compared with WT1 after normalized to β-Actin. **E** Representative images of Lyso tracker staining of E11.5 WT, CKO, and DKO embryos. The white boxes indicated the magnification of the forelimbs. Scale bar: 1 mm. **F** qPCR results indicated the elevated RNA expression of *Trp53*, *Cdkn1a*, and *Bax* at E11.5 in CKO limb bud were reversed at E11.5 in DKO limb bud. *N* = 3 biological replicates. **G** Representative general observation and skeletal preparation of E18.5 WT, CKO, and DKO mice. The red boxes represented the magnification of the figure to show the details. The black arrows indicated the abnormal forelimbs and calvarium in DKO embryos. The red arrows indicated the partial recovery detected in DKO embryos. The red dotted circles indicated the missing calvarium. Scale bar: 1 mm. **H** qPCR results confirmed that decreased expression of *Shh*, *Fgf8*, *Lmx1b*, and *HoxD9-13* at E11.5 in CKO limb buds still existed at E11.5 in DKO limb bud. *N* = 3 biological replicates. The *p* value was calculated by one-way ANOVA with Tukey’s post-hoc test. Data were shown as mean ± SD. Statistical analysis was performed in WT and CKO embryos (indicated as **p < 0.01), or CKO and DKO embryos (indicated as ^&&^ *p* < 0.01, ^&&&^ *p* < 0.001), or WT and DKO embryos (indicated as ^##^ *p* < 0.01).

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapping showed that the activity of p53 signaling pathway was significantly upregulated (Fig. 3C). 

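Of 40 p53 pathway genes and p53 targets listed from general knowledge, 36 were tested, and 29 of them were higher in CKO limb buds, with a median log2 fold change of 0.35. As a list they passed limma's fry test (adjusted *p* = 8.1e-05), with medians of 0.31, 0.34 and 0.38 between the libraries numbered 1, 2 and 3. An exact permutation test of the list's mean gave *p* = 0.1, the smallest that 3 libraries against 3 allow. Over all alternatives the median lay between 0.30 and 0.42 and the adjusted *p* value between 5.8e-15 and 0.0030. In the list, 6 genes had an adjusted *p* value under 0.05 over all genes and 14 when adjusted over the list alone, and with the replicate block the counts were 15 and 22.

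*Cdkn1a* (ENSMUSG00000023067, chromosome 17 of GRCm38 from 29090976 to 29100727) had an FPKM of 5.54 ± 1.08 (SD, n = 3) in WT and 25.4 ± 3.51 (SD, n = 3) in CKO, a log2 fold change of 2.19 (standard error 0.18, limma adjusted *p* = 0.0101). The *Cdkn1a* exons share 273 bases with an annotated transcript on the opposite strand. *Eda2r*, a receptor gene on chromosome X from 97333840 to 97377216 (ENSMUSG00000034457), rose from 0.246 ± 0.0688 to 5.94 ± 1.25 (SD, n = 3 each), which rested on 26 to 34 reads in WT and 501 to 833 reads in CKO. Its log2 fold change was 4.12 (standard error 0.23, limma adjusted *p* = 0.0016), the largest rise among the genes past the adjusted threshold. *Ccng1* (ENSMUSG00000020326) had 10.8 ± 1.03 in WT and 58.4 ± 20.4 in CKO, a log2 fold change of 2.36 (standard error 0.25, limma adjusted *p* = 0.0274). *Phlda3* (ENSMUSG00000041801) had 4.41 ± 0.723 and 18.3 ± 2.83, a log2 fold change of 2.03 (standard error 0.17). *Zmat3* and *Sesn2*, the remaining genes of the list past the adjusted threshold, had log2 fold changes of 1.50 and 1.45. All 6 genes were higher in every CKO library than in every WT library. With 1 library left out at a time, *Eda2r* kept an adjusted *p* value of at most 0.0328. For *Cdkn1a* it was 0.117 without WT replicate 3, 0.0785 without CKO replicate 2 and 0.117 without CKO replicate 3, while its log2 fold change stayed between 2.04 and 2.32. *Ccng1* lost its call in 5 of these 6 fits (adjusted *p* from 9.6e-04 to 0.199) and with no filter (0.0523), *Zmat3* and *Sesn2* in 4 each (up to 0.141) and *Phlda3* in 3 (up to 0.117), with no change of direction.

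*Bax* (ENSMUSG00000003873) had an FPKM of 23.3 ± 4.14 (SD, n = 3) in WT and 38.9 ± 7.43 (SD, n = 3) in CKO, a log2 fold change of 0.73 (standard error 0.19, limma adjusted *p* = 0.345, and 0.0040 with the replicate block). The *Bax* exons share 192 bases with another annotated gene on the same strand. Over all alternatives its adjusted *p* value ran from 8.2e-05 to 1.00. From the KEGG mapping of the differentially expressed genes, the paper states that p53 signaling was more active in CKO limb buds. By western blot it also reports more p53, phosphorylated p53, p21 and Bax protein there. By qPCR it reports higher *Trp53*, *Cdkn1a* and *Bax*, which were reversed when *Trp53* was deleted as well.

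**Figure D3:**
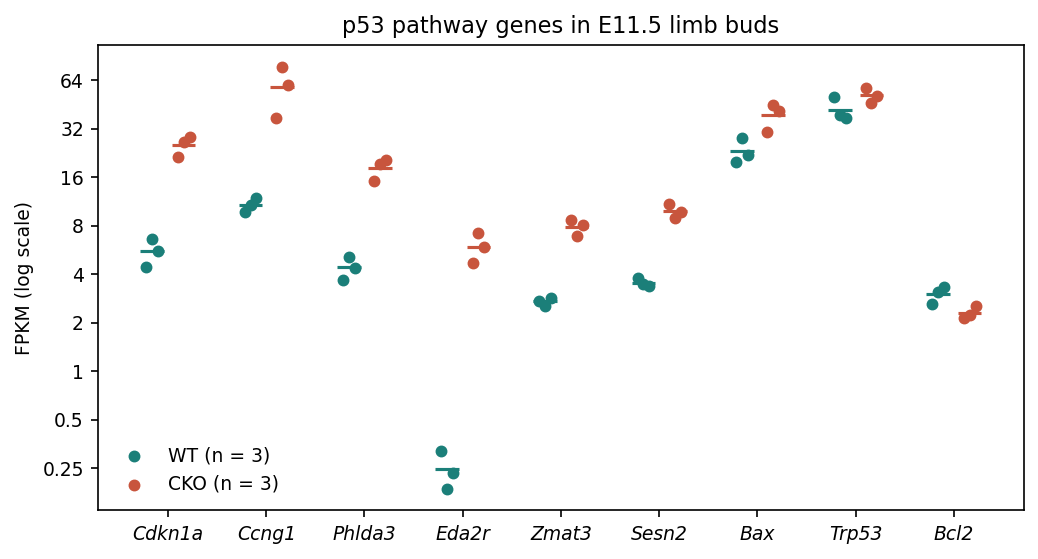
FPKM of 9 p53 pathway genes (horizontal axis) in E11.5 limb buds, on a log vertical axis. Points are the 3 WT (green) and 3 CKO (red) libraries and horizontal lines their means, as in *Cdkn1a* with means of 5.54 and 25.4.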

Increased p53 signal activity reportedly resulted in restriction of proliferation and excessive apoptosis, and eventually in skeletal deformity [56, 57]. To explore whether the phenotype observed in this study was caused by increased p53 signal activity, we initially confirmed the increased protein levels of p53, phosphorylated p53 (p-p53), and its downstream target genes, including Cdkn1a (also known as p21), and Bax. The anti-apoptotic factor Bcl2 was downregulated at E11.5 in CKO limb buds (Fig. 3D). We then knocked out *Trp53* (encoding p53 in mice) in CKO mice by mating them with *floxed-Trp53* mice to generate double knock-out mice (*Prrx1-Cre;Hnrnpk*^*fl/fl*^*;Trp53*^*fl/fl*^, DKO) (Fig. S4A). Knocking out *Trp53* in limb bud cells did not cause any developmental abnormality as previously reported [58], and the *Prrx1-Cre;Hnrnpk*^*fl/fl*^*;Trp53*^*fl/+*^ embryos showed no difference compared to the CKO embryos (Fig. S4B). However, the apoptotic signal in CKO embryos diminished significantly in DKO (Fig. 3E), and the activity of the p53 signaling pathway was reversed significantly in DKO embryos limb buds compared to CKO embryos (Fig. 3F), which indicated that the excessive apoptosis due to excessive p53 signaling pathway was significantly reversed. Although a small residue of forelimb skeletal elements was observed at E18.5, the DKO embryos were still exhibited severe deformity similar with CKO embryos (Fig. 3G). Except the expression of *Sox9* was partially rescued, the expression of other genes involved in limb bud development were still decreased at E11.5 in DKO limb buds compared to WT embryos and was undistinguishable from that of CKO embryos (Fig. 3H). Therefore, co-deletion of *Trp53* was incapable of rescuing the phenotype in CKO embryos, which also suggested that the excessive apoptosis caused by increased p53 signaling pathway was not the primary reason for the phenotype.

### Hnrnpk maintains gene expression in limb bud mainly through the transcriptional mechanism

To further explore the function of Hnrnpk at the transcriptional level, a genome-wide approach to determine the chromatin accessibility, assay for transposase-accessible chromatin using sequencing (ATAC-seq) was performed in WT and CKO limb bud cells (three biological replicates, data were merged). ATAC-seq showed that both the number of total peaks and peaks centered around the transcriptional start sites (TSS) decreased in the CKO limb buds (Fig. 4A and Fig. S5A, B). To illustrate transcriptional repression in absence of Hnrnpk, 8,744 unique peaks identified from WT embryos were subjected to GO enrichment analysis. Genes involved in the terms including embryonic limb morphogenesis, skeletal system development, and cartilage development were significantly enriched (Fig. 4B). Similar to the phenotype, the accessibility of promoters of genes involved in multiple aspects of limb bud development was repressed in the CKO limb bud (Fig. 4B) with decreased gene expression (Fig. S5C). 

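Fig. S5C names 11 genes, of which 9 passed the filter on low values, and the comparison was made in the RNA-seq libraries alone. Their median log2 fold change in CKO was -0.43, and 8 of the 9 were lower (fry, adjusted *p* = 0.204). None had a limma adjusted *p* value under 0.05 over all genes and 3 had an unadjusted one, against 2 when adjusted over the list alone. With the replicate block, 3 passed over all genes and 4 over the list alone. Between the libraries numbered 1, 2 and 3, the medians were -0.29, -0.64 and -0.35. An exact permutation test of the list's mean gave *p* = 0.2. Without CKO replicate 1 the median was -0.66 and the list passed the fry test (adjusted *p* = 0.0362). Over all alternatives the adjusted *p* value ran from 0.0012 to 0.492.

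*Tbx5* (ENSMUSG00000018263, chromosome 5 of GRCm38 from 119832668 to 119885219) had an FPKM of 19.5 ± 0.649 (SD, n = 3) in WT and 10.7 ± 4.13 (SD, n = 3) in CKO limb buds. Its log2 fold change was -0.93 (standard error 0.24, limma adjusted *p* = 0.358), and all 3 CKO values lay below all WT values. With the replicate block, the adjusted *p* value was 0.0073, and without CKO replicate 1 it was 0.0338 at a log2 fold change of -1.21. It ran from 7.1e-08 to 1.00 over all alternatives. *Lmx1b* (ENSMUSG00000038765, chromosome 2 from 33560965 to 33640511) had 27.9 ± 5.68 in WT and 21.1 ± 6.56 in CKO, a log2 fold change of -0.43 (standard error 0.24, limma adjusted *p* = 0.705).

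The other 9 genes belong to *HoxD*, which lies on chromosome 2 between 74668310 and 74765142. *Hoxd8* (ENSMUSG00000027102) had 7.47 ± 0.584 in WT and 4.42 ± 0.847 in CKO (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.16, limma adjusted *p* = 0.247, and 0.0050 with the replicate block). *Hoxd9* (ENSMUSG00000043342) had a log2 fold change of -0.55 (standard error 0.21, limma adjusted *p* = 0.553, and 0.0278 with the block). Over all alternatives these adjusted *p* values ran from 3.8e-05 to 0.876 for *Hoxd8* and from 0.0016 to 1.00 for *Hoxd9*. *Hoxd4*, *Hoxd10*, *Hoxd11* and *Hoxd12* had log2 fold changes of -0.54, -0.24, -0.27 and -0.14, each within the spread between replicates. *Hoxd13* had 97.5 ± 37.2 in WT and 106 ± 13.9 in CKO, a log2 fold change of 0.20 (standard error 0.30), which was -0.17 without WT replicate 1. *Hoxd1* and *Hoxd3* had a mean FPKM under 0.5 and were not tested. For *Hoxd1* the reads numbered 5 to 10 in WT and 1 to 5 in CKO, and for *Hoxd3* 13 to 23 and 4 to 6. *Hoxd3* and *Hoxd4* share 388 exon bases with each other, and 2225 and 1154 with another protein-coding gene on the same strand. Each also shares 347 with an antisense transcript. *Hoxd10* and *Hoxd11* share 104 and 455 with a transcript that spans both. The values of all these genes are therefore less certain.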

Interestingly, the expression and chromatin accessibility of another paralogous group gene, *HoxA*, which is also vital during limb bud development [59], showed no significant change in the CKO limb bud (Fig. S5D, E).

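All 11 *HoxA* genes, on chromosome 6 of GRCm38, passed the filter on low values. Their median log2 fold change in CKO limb buds was -0.27, and 9 were lower (fry, adjusted *p* = 0.323). None had a limma adjusted *p* value under 0.05, over all genes or adjusted over the list alone, and 2 had an unadjusted *p* value under 0.05. With the replicate block, 2 passed by either adjustment. An exact permutation test of the list's mean gave *p* = 0.4. *Hoxa9* (ENSMUSG00000038227) had an FPKM of 24.5 ± 1.99 (SD, n = 3) in WT and 15.7 ± 3.69 (SD, n = 3) in CKO, a log2 fold change of -0.65 (standard error 0.18, limma adjusted *p* = 0.358, and 0.0094 with the replicate block). *Hoxa7* (ENSMUSG00000038236), whose exons share 586 bases with an antisense transcript, had a log2 fold change of -0.59 (standard error 0.21, limma adjusted *p* = 0.547, and 0.0307 with the block). Over all alternatives these adjusted *p* values ran from 6.1e-05 to 1.00 for *Hoxa9* and from 6.0e-04 to 1.00 for *Hoxa7*. *Hoxa9*, *Hoxa7* and *Hoxa10* (-0.27) were lower in every CKO library than in every WT library. *Hoxa13* had 25.3 ± 5.90 in WT and 32.4 ± 1.93 in CKO, a log2 fold change of 0.38 (standard error 0.18). *Hoxa2*, *Hoxa3*, *Hoxa4*, *Hoxa5*, *Hoxa6* and *Hoxa11* had log2 fold changes from -0.46 (*Hoxa4*) to -0.07 (*Hoxa11*), and with 1 library left out at a time those of *Hoxa3* (-0.35 to 0.06), *Hoxa6* (-0.69 to 0.37) and *Hoxa11* (-0.11 to 0.02) took either sign. Antisense or read-through transcripts also overlap *Hoxa2*, *Hoxa3*, *Hoxa4* and *Hoxa11*.

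The tested *HoxD* genes had a median log2 fold change of -0.27, with 6 of 7 lower (fry, adjusted *p* = 0.204). None passed limma's adjusted threshold over all genes, 2 had an unadjusted *p* value under 0.05, and 1 passed when adjusted over the list alone, against 2 by either adjustment with the replicate block. By the number of the libraries, the medians were -0.0024, -0.60 and -0.16 for *HoxD* and -0.0058, -0.40 and -0.21 for *HoxA*. Without CKO replicate 1 the *HoxD* median was -0.56 (fry, adjusted *p* = 0.0362), and without that library the *HoxA* list did not pass. Over all alternatives, the adjusted *p* value ran from 0.0107 to 0.492 for *HoxD* and from 0.0432 to 0.712 for *HoxA*. Whether *HoxD* fell further than *HoxA* was tested within each library, as the mean log2(FPKM + 0.1) of the *HoxD* genes minus that of the *HoxA* genes. This difference was 0.90 ± 0.18 (SD, n = 3) in WT and 0.78 ± 0.08 (SD, n = 3) in CKO. It fell by 0.12, less than the spread between WT replicates (exact two-sided permutation test, *p* = 0.4). That test takes no account of the replicate numbers. By number, the difference was 0.69 in WT and 0.70 in CKO replicate 1, 1.04 and 0.79 in replicate 2, and 0.96 and 0.86 in replicate 3. The filter on low values bears on this comparison. With no filter, which adds *Hoxd1* (1 to 10 reads per library) and *Hoxd3* (4 to 23 reads), the *HoxD* median was -0.54 and the *HoxA* median -0.27, neither list passed the fry test, and the difference fell by 0.22 (exact permutation test, *p* = 0.1, the smallest possible). With a mean FPKM of at least 1 it fell by 0.04 (exact permutation test, *p* = 0.7).

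**Figure D4:**
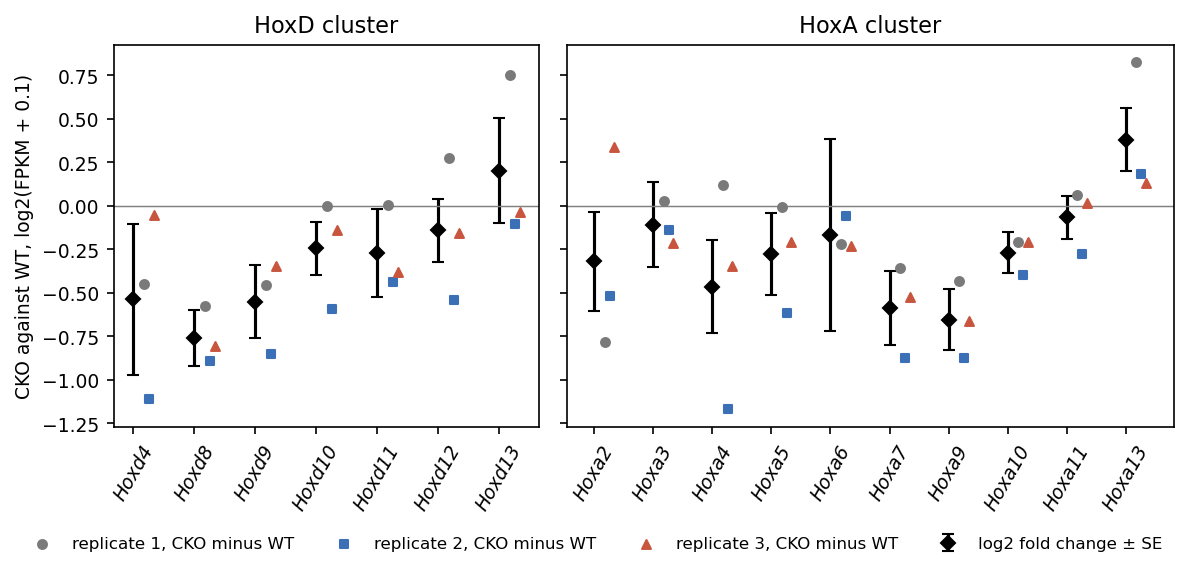
Change of *HoxD* and *HoxA* genes (horizontal axes) in CKO against WT limb buds on the log2(FPKM + 0.1) scale (vertical axis). Diamonds are the log2 fold changes with their standard errors, and circles, squares and triangles the differences between the CKO and WT libraries numbered 1, 2 and 3. *Hoxd8* (-0.76), *Hoxa7* (-0.59) and *Hoxa9* (-0.65) lie below 0 for each number, and *Hoxd13* (0.20) lies above 0 for number 1 alone.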

**Fig. 4:**
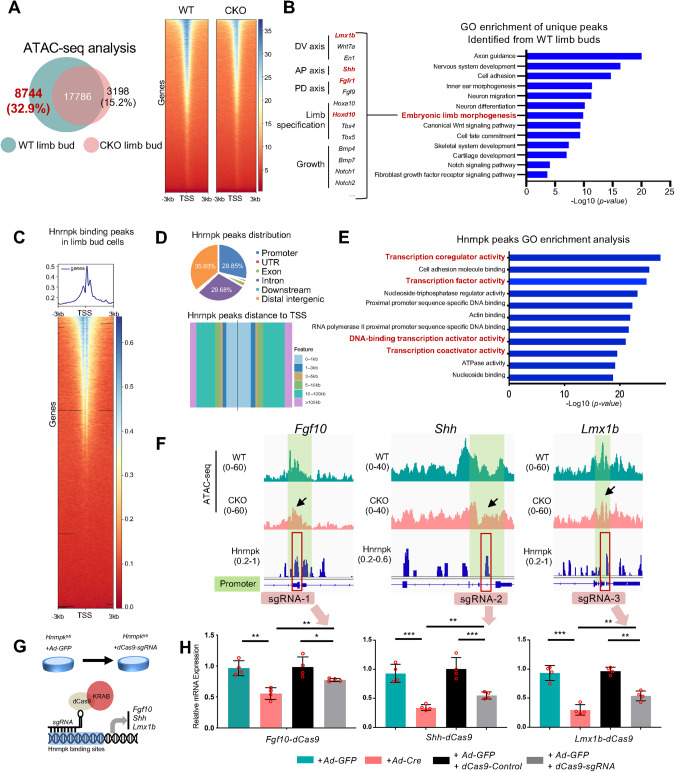
Hnrnpk maintains the regulation of regulatory axes in a transcriptional manner. **A** The number of peaks detected at E11.5 in WT and CKO limb buds by ATAC-seq, and signal intensities of peaks near transcriptional start sites (TSS). *N* = 3 biological replicates, replicates were merged. **B** GO enrichment analysis of genes upon the unique ATAC-seq peaks near TSS identified from WT limb buds compared to CKO. The items highlighted were the items we focus on. The genes involved in embryonic limb morphogenesis were shown on left. **C** Profile and heatmap of Hnrnpk CUT&RUN-seq performed with E11.5 WT limb buds. **D** The distribution and distances to the TSS of Hnrnpk binding peaks in the WT limb buds. **E** GO enrichment analysis of the Hnrnpk binding peaks in the WT limb bud. The items highlighted were the items we focus on. **F** ATAC-seq peaks and Hnrnpk binding at the TSS of *Fgf10-* (left panel)*, Shh-* (middle panel), and *Lmx1b*- (right panel) loci in WT and CKO limb buds. The green lines indicated the promoter regions. The red boxes indicated the target of the designed sgRNA. **G** Schematic diagram of constructing CRISPR/dCas9-KRAB vector. **H** qPCR results of the *Fgf10* (left panel), *Shh* (middle panel), and *Lmx1b* (right panel) in groups transfected *Hnrnpk*^*fl/fl*^ limb bud cells with *dCas9-control* or *dCas9-sgRNA* compared to *Hnrnpk*^*fl/fl*^ limb bud cells infected with *Ad-GFP* or *Ad-Cre*. *N* = 4 biological replicates. The *p* value was calculated by one-way ANOVA with Tukey’s post-hoc test. Data were shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

Subsequently, to map genome-wide chromatin binding of Hnrnpk in limb buds, the cleavage under targets & release using nuclease with sequencing (CUT&RUN-seq) [45] was employed using Hnrnpk antibody in WT limb bud cells at E11.5 (Fig. 4C). Overall, 28.85% of the Hnrnpk-binding peaks located at promoters (Fig. 4D) and GO term mapping indicated that the Hnrnpk-binding peaks were highly related to transcription regulation, including transcription coregulator (Fig. 4E), suggesting a transcriptional regulatory role of Hnrnpk in mice limb buds. The motif analysis indicated that Hnrnpk exhibited binding preference for multi-cytosine-patch (Fig. S5G), which similar to its binding preference in RNA [60]. Combining ATAC-seq with CUT&RUN-seq results, we found that the accessibility of *Fgf10*, *Shh*, and *Lmx1b* promoter regions decreased significantly in CKO limb buds, and prominent Hnrnpk-binding peaks were visible in these regions (Fig. 4F). To test whether Hnrnpk regulated the transcription of *Fgf10*, *Shh*, and *Lmx1b*, the binding of Hnrnpk in their promoter regions were functionally inhibited by placing a nuclease-deficient(d) Cas9-Krüppel associated box (KRAB) fusion protein (dCas9-KRAB) over a narrow range (~300 bp) of corresponding Hnrnpk-binding sites using guide RNAs via a lentivirus (Fig. 4G and Fig. S5H). Targeting dCas9-KRAB to promoters recruits the H3K9 methyltransferase SET domain bifurcated histone lysine methyltransferase 1 (SETDB1), which increases local H3K9me3 binding and represses target gene expression [61]. Primary limb bud cells were cultured and infected with *Ad-GFP, Ad-Cre*, lentivirus-dCas9 (*dCas9-Control*), or lentivirus-dCas9-sgRNA (*dCas9-sgRNA*), followed by qPCR analysis. As expected, the expression of *Fgf10*, *Shh*, and *Lmx1b* in limb bud cells was significantly reduced by Hnrnpk knockout (*Ad-Cre*) or Hnrnpk-binding site blockade (*dCas9-sgRNA*) (Fig. 4H), confirming that Hnrnpk transcriptionally maintained the proper expression of these master factors during limb bud development. Nevertheless, the expression decreases induced by *dCas9-sgRNA* were always significantly lower than those caused by *Ad-Cre* (Fig. 4H, pink and gray columns), suggesting that other mechanisms underlying Hnrnpk regulating the expression of *Fgf10*, *Shh*, and *Lmx1b* existed.

### Hnrnpk ablation weakens interactions between promoters and enhancers

Previous studies have indicated that a three-dimensional chromatin structure helps the spatial approach of the distal enhancer to the proximal promoter within one TAD [24, 62, 63]. Thus, we proposed that Hnrnpk might regulate the expression of *Shh*, *Fgf10*, *Lmx1b*, and *HoxD* partially via a three-dimensional genome approach, in addition to direct interactions with promoter regions. To this end, we mapped the binding of H3K4me3 (indicating activated promoters) and H3K4me1 (indicating enhancers and promoters) at E11.5 in WT and CKO limb buds using CUT&RUN-seq. Consistent with the results described earlier, the binding intensity of H3K4me3 in TSS on the whole genome decreased significantly (Fig. S6A), which proved the repressive transcription activities in CKO limb bud cells. As with the transcriptional repression in the CKO limb buds, the intensities of the H3K4me3-binding peaks significantly decreased in the *Shh* promoter region in the CKO limb buds (Fig. 5A). Interestingly, the binding intensities of H3K4me1 in intron 5 of *Lmbr1* (containing *ZRS*) were impaired, and the chromatin accessibility of this region was reduced, as indicated by ATAC-seq in the CKO limb buds (Fig. 5A). These results indicated the impaired function of enhancers in the absence of Hnrnpk during embryonic limb growth.

**Fig. 5:**
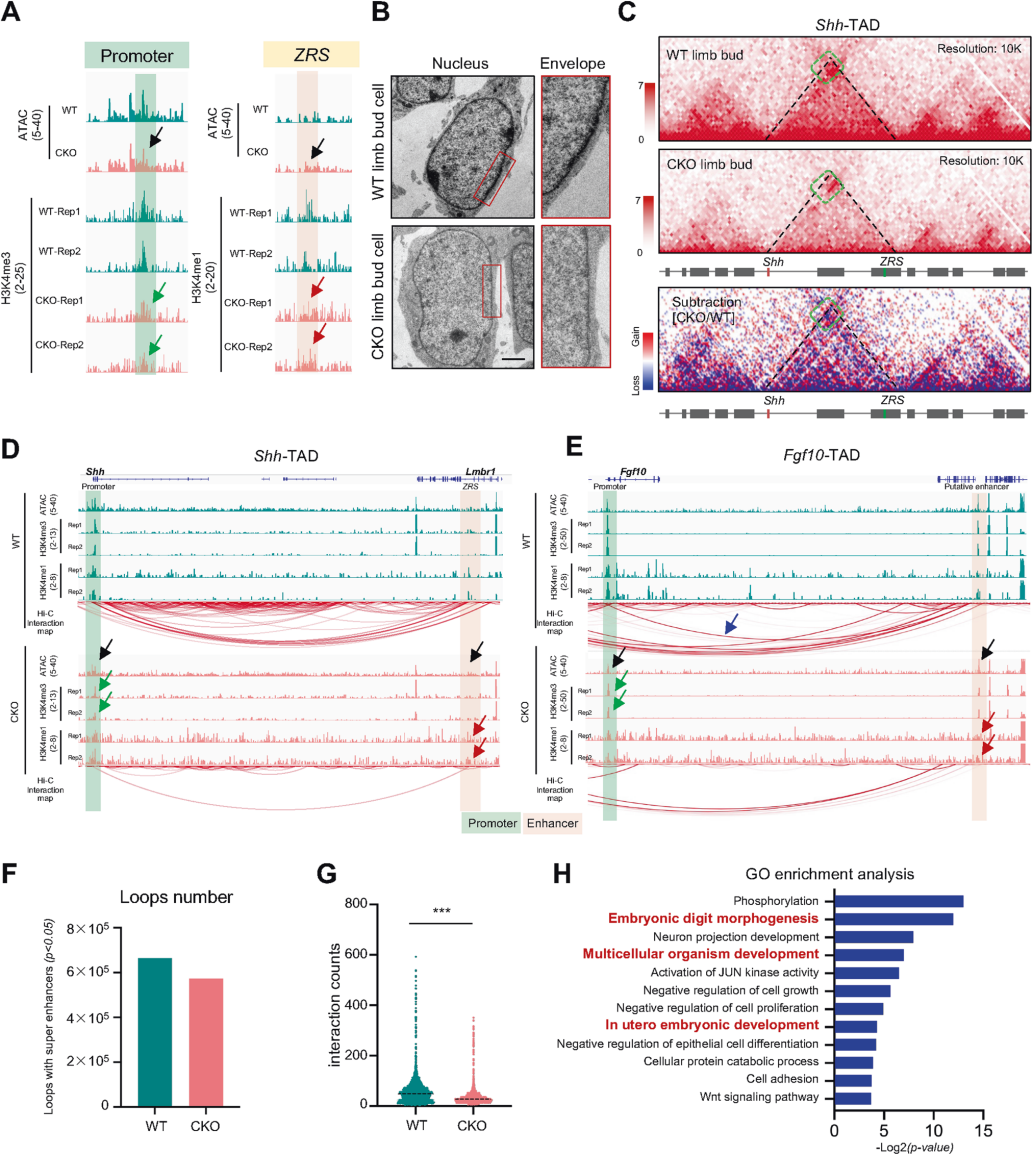
Hnrnpk ablation weakens the interactions between promoters and enhancers. **A** Genome browser tracks of ATAC-seq data, H3K4me3 and H3K4me1 CUT&RUN-seq data at *Shh* promoter and *Shh* enhancer *ZRS* at E11.5 in WT and CKO limb buds. The black arrows indicated decreased ATAC peaks. The green arrows indicated decreased H3K4me3 peaks in the promoter regions of the CKO groups. The red arrows indicated decreased H3K4me1 peaks in the enhancer regions of the CKO groups. **B** Representative electron microscope images of E11.5 WT and CKO limb bud. The red boxes indicated the magnification of the nuclear envelope. Scale bar: 2 μm. **C** Hi-C heatmap at *Shh-*TAD. The green boxes indicated the contact heatmap between *Shh* and *ZRS* at E11.5 in WT and CKO limb bud cells. **D**, **E** ATAC-seq data, H3K4me3, and H3K4me1 CUT&RUN-seq data, and Hi-C interaction map at *Shh-* (**D**) and *Fgf10-* (**E**) TADs. The black arrows indicated decreased ATAC peaks in the CKO groups. The green arrows indicated decreased H3K4me3 peaks in the promoter regions of the CKO groups. The red arrows indicated decreased H3K4me1 peaks in the enhancer regions of the CKO groups. The blue arrow indicated the interaction between *Fgf10* and its putative enhancer. **F** Quantity of loops detected at E11.5 in WT and CKO limb bud. **G** Average loop interaction intensity at E11.5 in WT and CKO limb buds. **H** GO enrichment analysis of target genes of loop interaction intensity decreased more than 2 folds (Log_2_FC < −1) detected at E11.5 in CKO limb buds compared to WT. The *p* value was calculated by two-tailed unpaired Student’s *t* test. Data were shown as mean ± SD. ***p < 0.001.

To study the mechanism, we tested the expression of H3K4me1, H3K4me3, and H3K27ac (indicating enhancers and promoters) but no significant change detected in CKO limb bud compared to WT (Fig. S6B), and except H3K4me3, the direct interaction between Hnrnpk and H3K4me1 or H3K27ac was also weak (Fig. S6C). We also compared the overlap of binding between Hnrnpk and H3K4me1, H3K4me3, and H3K27ac (GSE151487) [64], and the results showed that the overlap between Hnrnpk and H3K4me1/H3K27ac was less significant than H3K4me3 (Fig. S6D), suggesting that Hnrnpk did not affect the function of enhancers directly.

Interactions between cis-regulatory elements, especially long-distance interactions, depend on the proper chromatin three-dimensional structure. Therefore, we explored the chromatin structure using electron microscope imaging to determine the reason for the impaired function between cis-regulatory elements. The nuclear envelope of the CKO limb bud cells was more diffused and looser than that of the WT limb bud cells (Fig. 5B), suggesting that some changes of chromatin architecture occurred. To confirm the changes in chromatin architecture, we isolated the E11.5 limb bud cells and mapped the interaction using Hi-C assay (Fig. S7A). Hi-C data provided the information on the three-dimensional chromatin architecture. We compared the interactions between WT and CKO among *Shh-*TAD, and the decreased interactions between *Shh* and *ZRS* were detected in CKO limb bud cells (Fig. 5C, green boxes). From the viewpoint of *Shh* locus, we further assessed the intensity of loops, the physical association between distal enhancer and target promoter [65]. We found decreased intensity of the loop connecting *Shh* promoter and *ZRS* in CKO limb bud cells, indicating the interactions between *Shh* promoter and *ZRS* were damaged (Fig. 5D). Similar changes were observed in the *Fgf10*-locus (Fig. 5E) and *HoxD*-locus (Fig. S7B). Totally, in the whole genome, there was 18.2% of TADs changed significantly in CKO (Fig. S7C). We also found that the number of loops with super enhancers of CKO limb bud cells decreased significantly comparing with loops of WT limb bud cells (Fig. 5F), and average interaction intensity also decreased (Fig. 5G). We then selected the loops whose interaction intensity decreased more than twofold and subjected them to GO enrichment analysis. We found that the terms including embryonic digit morphogenesis, organism development, and embryonic development were significantly enriched (Fig. 5H), which indicated that some genes involved in limb bud development were repressed due to the weakened interaction between promoters and enhancers. Thus, our data demonstrated that ablation of Hnrnpk resulted in significant changes in chromatin structure and, subsequently, interactions between regulatory elements.

### Hnrnpk ablation weakens the binding strength of Ctcf at TAD boundaries

To explore the reason for the change in chromatin structure, we performed motif analysis using WT unique peaks detected in ATAC-seq, and the results showed that CTCF and CTCF-like (Boris) were enriched most significantly (Fig. S8). CTCF is a kind of insulator protein regulating the chromatin architecture. Considering the chromatin structure changes in CKO limb bud cells and the large proportion (35.93%) of Hnrnpk binding sites located in distal intergenic regions (Fig. 4D), we proposed that Hnrnpk might play a role in coordinating with Ctcf to regulate chromatin remodeling during embryonic limb development. To test our hypothesis, we performed co-immunoprecipitation (co-IP) assays using primary limb bud cells and found that Hnrnpk bound to Ctcf, which was independent of DNA or RNA (Fig. 6A). The extensive expression of Hnrnpk in limb bud cell nucleus was further verified with a laser scan confocal microscope. Dual staining with Ctcf revealed that the signal of Hnrnpk significantly overlapped with Ctcf in the nucleus (Fig. 6B). Functionally, 26.8% of Hnrnpk-binding peaks overlapped with Ctcf-binding peaks in WT limb buds at E11.5 according to the CUT&RUN-seq results (Fig. 6C), and Hnrnpk peaks were significantly enriched for Ctcf (Fig. 6D, E).

**Fig. 6:**
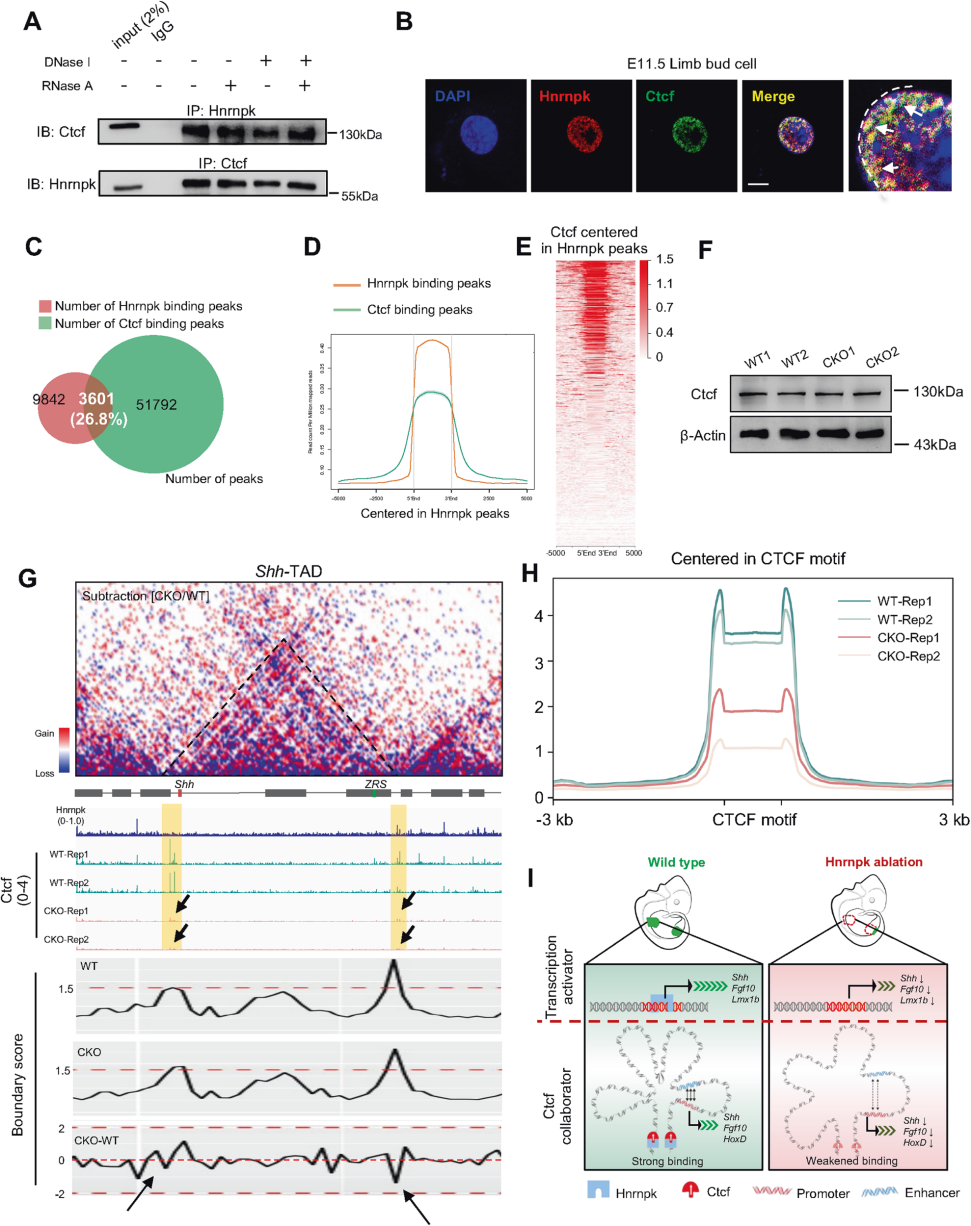
Hnrnpk weakens the binding strength of Ctcf at TAD boundaries. **A** Co-Immunoprecipitation (co-IP) assay between Hnrnpk and Ctcf at E11.5 in WT limb bud after treatment with PBS, DNase I, RNase A, or both. **B** Subcellular location of Hnrnpk and Ctcf at E11.5 in primary WT limb bud cell. The white arrows indicated the overlapped Hnrnpk and Ctcf signals in the nucleus. The white dotted line indicated the margin of nucleus. Scale bar: 10 μm. **C** The Hnrnpk- and Ctcf- binding peaks at E11.5 in WT limb buds and their overlap. The ratio indicated the proportion of overlapped peaks in the total peaks of Hnrnpk. **D**, **E** The binding profile of Ctcf centered in Hnrnpk binding peaks. **F** Protein level of Ctcf at E11.5 in WT and CKO limb buds. β-Actin was used as the loading control. **G** Hi-C contact map (upper) and genome browser tracks of Hnrnpk and Ctcf CUT&RUN-seq data (bottom) at *Shh*-TAD. The black arrows indicated the decreased binding strength of Ctcf at E11.5 in CKO limb bud. The yellow lines indicated the boundaries at both sides of *Shh-*TAD. **H** The Ctcf binding peaks centered in CTCF-motif at E11.5 in WT and CKO limb buds. **I** A proposed model illustrated the role of Hnrnpk as a transcription activator and insulator protein collaborator, which regulated the transcription of key regulatory genes during embryonic limb bud development.

To illustrate whether the changes in the three-dimensional chromatin architecture were associated with the functional changes of Ctcf in the CKO limb bud, we first examined the expression of Ctcf after ablating Hnrnpk, but no significant difference was detected (Fig. 6F). Then, we mapped the binding sites of Ctcf in WT and CKO limb bud cells to detect the binding strength of Ctcf and combined the outcome with the binding map of Hnrnpk. The results showed that Hnrnpk bound to the boundary regions of *Shh*-TAD, and the binding strength of Ctcf at the boundaries of *Shh*-TAD also decreased remarkably in the absence of Hnrnpk, resulting in a decrease in the boundary score of TAD (Fig. 6G). Similar changes in TAD and its boundaries were found in *Fgf10*-TAD (Fig. S9A). The *HoxD*-locus is located between two adjacent TADs: the centromeric domain (C-DOM) and the telomeric domain (T-DOM). In E11.5 limb bud cells, *HoxD12-13* mainly interacted with C-DOM, while *HoxD9-11* interacted with both C-DOM and T-DOM [13, 66, 67]. We also detected the decreased interactions in both TADs and decreased Ctcf binding strength at their boundaries in CKO limb bud cells (Fig. S9B). Unexpectedly, the *Lmx1b-*TAD of CKO limb bud cells did not display obvious changes, especially no changes in Ctcf binding strength, which might be explained by the slight interactions within this *Lmx1b-*TAD at E11.5 (Fig. S9C). Compared to the Ctcf binding map in WT limb buds, a significant decreased in Ctcf binding strength around CTCF-motif was detected in CKO limb buds (Fig. 6H and Fig. S9D, E). Taken together, our data demonstrated that Hnrnpk ablation in limb bud cells reduced the Ctcf binding strength to TAD boundaries and impaired the interactions inside TAD.

## Discussion

In this study, we demonstrated that specific ablation of Hnrnpk in the limb bud led to severe developmental defects, exhibiting limbless forelimbs and severe deformities of hindlimbs with oligodactyly. The phenotype involved the abnormal development of three axes. We previously reported that increased binding of hnRNPK to the mutant *ZRS* resulted in ectopic and overexpression of *SHH* and occurrence of PPD-I [34]. Nonetheless, the model did not illustrate how hnRNPK helps *ZRS* approach the *SHH* promoter spatially. Here, we found that Hnrnpk ablation led to reduced chromatin accessibility in both *Shh* promoter and enhancer, which further resulted in decreased *Shh* expression. Of note, *Shh* knockout embryos (*Shh*^*−/−*^) had four limbs with recognizable humerus/femur bones [68, 69], which was less severe than that of Hnrnpk CKO mice, suggesting that Hnrnpk ablation damaged limb bud development beyond the AP axis. In addition to the disruption of the AP axis, Hnrnpk ablation also disturbed the PD axis and DV axis. Only disruption of the PD axis by *Fgf10* knockout resulted in limb truncation with rudimentary scapulae and pelvis remaining [70], whereas no scapulae were observed in absence of Hnrnpk. The partial loss of hindlimb in CKO embryos might result from the incomplete ablation of Hnrnpk by *Prrx1-Cre* [52]. Thus, the ablation of Hnrnpk resulted in the overall disruption of all three regulatory axes, suggesting a fundamental regulatory role of Hnrnpk in the early-stage limb bud. Additionally, it has been reported that hnRNPK functions as a co-activator of p53 under DNA damage and knocking down hnRNPK decreases the activity of the p53 signaling pathway [71]. Different from the previous study, we detected increased activity of the p53 signaling pathway and the upregulated expression of its downstream target genes. The results indicated that the elevated activity of the p53 signal might be a secondary change due to the functional failure of limb bud cells, rather than a primary change after knocking out Hnrnpk.

The RNA-seq and ATAC-seq results exhibited widespread downregulation of developmental genes expression and chromatin accessibility. In this study, we mapped the Hnrnpk binding in limb bud cell and the peaks were detected in promoter regions, while more significant binding was detected in both up and down stream of TSS than TSS. We speculated that the bimodal signal of Hnrnpk around TSS was relevant to its function coupling with RNA polymerase II (RNA POL II), which was widely reported before in multiple cell types [29, 71, 72], and we also detected the same phenomenon in limb bud cell (Fig. S10A, B). RNA POL II possessed the character of promoter-proximal pausing, which eluded detection by conventional ChIP due to its experimental principle [73]. CUT&RUN was more precise with higher resolution so that the bimodal signal was detected in CUT&RUN data of RNA POL II [74]. Thus, the similar bimodal signal we detected in Hnrnpk CUT&RUN might be due to its functional coupling with RNA POL II. However, only 28.85% of the Hnrnpk-binding peaks were located in the promoter regions, and a remarkable proportion (35.93%) were located in the distal intergenic regions. These results suggested that Hnrnpk exceeded the role of a transcription factor in regulating early-stage limb bud development. A loose chromatin structure was detected by electron microscope in CKO limb bud cells, which indicated that Hnrnpk participated in regulating chromatin architecture. Using Hi-C assay, we detected global remodeling of chromatin architecture, with a significantly decreased intensity of loop between *Shh* promoter and *ZRS*. Similar changes were also detected between the *HoxD* promoters and the enhancers. Although hnRNPK was supposedly associated with chromatin remodeling during the progression of prostate cancer [75, 76], and for the first time, our results showed direct evidence that the three-dimensional chromatin architecture was disrupted in the absence of Hnrnpk in the limb bud.

Similar to the changes in *Shh-*locus and *HoxD*-locus, decreased interactions between the *Fgf10* promoter and its putative enhancer were also detected in the *Fgf10*-locus. In limb bud cells at E11.5, *Shh* possessed *ZRS* as its certain distal enhancer [63], and at this stage, *HoxD* possessed multiple distal enhancers, referred to as Conserved sequences B (CsB) and Prox [77, 78] in C-DOM and Conserved noncoding sequences 39 and 65 (CNS 39 and 65) in T-DOM [67] (Fig. S7B). However, the distal enhancer of *Fgf10* in mice limb bud has not yet been identified. A few enhancers of mice limb buds had been reported, but most of them were located around the promoter of *Fgf10* [79]. There was a distal enhancer located at 233 kb downstream from the promoter of *Fgf10* in chick limb buds [80], although our data did not show enhancer activity at this location, which might result from differences in species or developmental stages. Interestingly, we detected a putative enhancer located 700 kb downstream from the promoter and their strong interactions (Fig. 5E, blue arrow). Thus, our data suggested that there might be a distal enhancer of *Fgf10* in mice limb buds, which deserved further authentication.

Among the chromatin structures, TAD is crucial for orchestrating different functional units [16], which are regulated by pivotal insulator protein CTCF [81]. Previous studies have demonstrated that the disturbance of CTCF binding in *Shh-*TAD resulted in up to 50% decreased expression of *Shh* [24]. Similarly, deleting CTCF binding sites around the *HoxD* cluster also resulted in the decreased expression of some *HoxD* genes [25]. In our study, we found that Hnrnpk was located mainly in limb bud cell nuclei and bound to Ctcf, independent of DNA or RNA. Functionally, decreased Ctcf binding strength at boundaries flanking the TADs of *Shh*, *Fgf10*, and *HoxD* in CKO limb bud cells was indicated, confirming that Hnrnpk maintained a three-dimensional chromatin architecture by regulating Ctcf. Similarly, another component of the hnRNP family, hnRNPU, was previously identified as a regulator of TAD formation, but the results showed that ablation of hnRNPU impaired the binding strength of RAD21, instead of CTCF [82]. In summary, our study revealed the novel role of Hnrnpk as a collaborator of the insulator protein Ctcf.

Interestingly, during the embryonic limb bud development, the function as an insulator protein that CTCF acted was dispensable, even though a moderate decrease of genes expression was detected when the isolation was disturbed [83]. Thus, in our study, the phenotype of Hnrnpk null mice was caused by a superimposed mechanism of decreased transcription and decreased chromatin interaction.

However, the mechanism by which Hnrnpk regulated Ctcf binding strength was still unknown. Notably, RNAs have been proven to be involved in three-dimensional chromatin architecture regulation [84], and RNA binding region deletion mutant CTCF reduces its binding strength at boundaries and fail to shape TADs [85]. Long noncoding RNA *Colorectal Cancer Associated Transcript 1-long* (*CCAT1-L*) reportedly interacts with CTCF in the *MYC* locus and regulates chromatin conformation in colorectal cancer cells [86], and recently, a study demonstrated that hnRNPK interacted with *CCAT1-5L* RNA and regulated the formation of a super-enhancer complex, using RNA in situ conformation sequencing (RIC-seq) [72]. In our study, Hnrnpk bound to Ctcf independent of RNA, and the ablation of Hnrnpk did not affect the expression of Ctcf. However, the manner how Hnrnpk ablation impaired the Ctcf binding strength at the boundaries has not yet been determined. Non-coding RNAs might be involved in and regulate the complex of hnRNPK and CTCF at TAD boundaries, which deserved further study.

Figure 6I summarized our findings, showing that Hnrnpk was essential for limb bud development by regulating vital gene expression, and that its ablation resulted in limbless and other skeletal deformities. In terms of mechanism, we demonstrated that a dual regulatory role for Hnrnpk during embryonic limb development. For the first time, we revealed the novel role of Hnrnpk as an insulator protein collaborator in regulating global three-dimensional chromatin architecture, beyond a transcription activator. Ablation of Hnrnpk resulted in decreased binding strength of Ctcf at chromatin boundaries, leading to the loose TADs.

### Supplementary information

Supplementary materials

Supplementary materials Western blot

## Data Availability

The RNA-seq data, ATAC-seq data, CUT&RUN-seq data, and Hi-C data have been uploaded to GEO database with the number GSE186411.

# Supplementary material for: Hnrnpk is essential for embryonic limb bud development as a transcription activator and a collaborator of insulator protein Ctcf
**Source:** Cell Death Differ. 2023 Aug 22;30(10):2293–308. doi: 10.1038/s41418-023-01207-z
**Supplement:** Supplementary file 1 — Supplementary materials

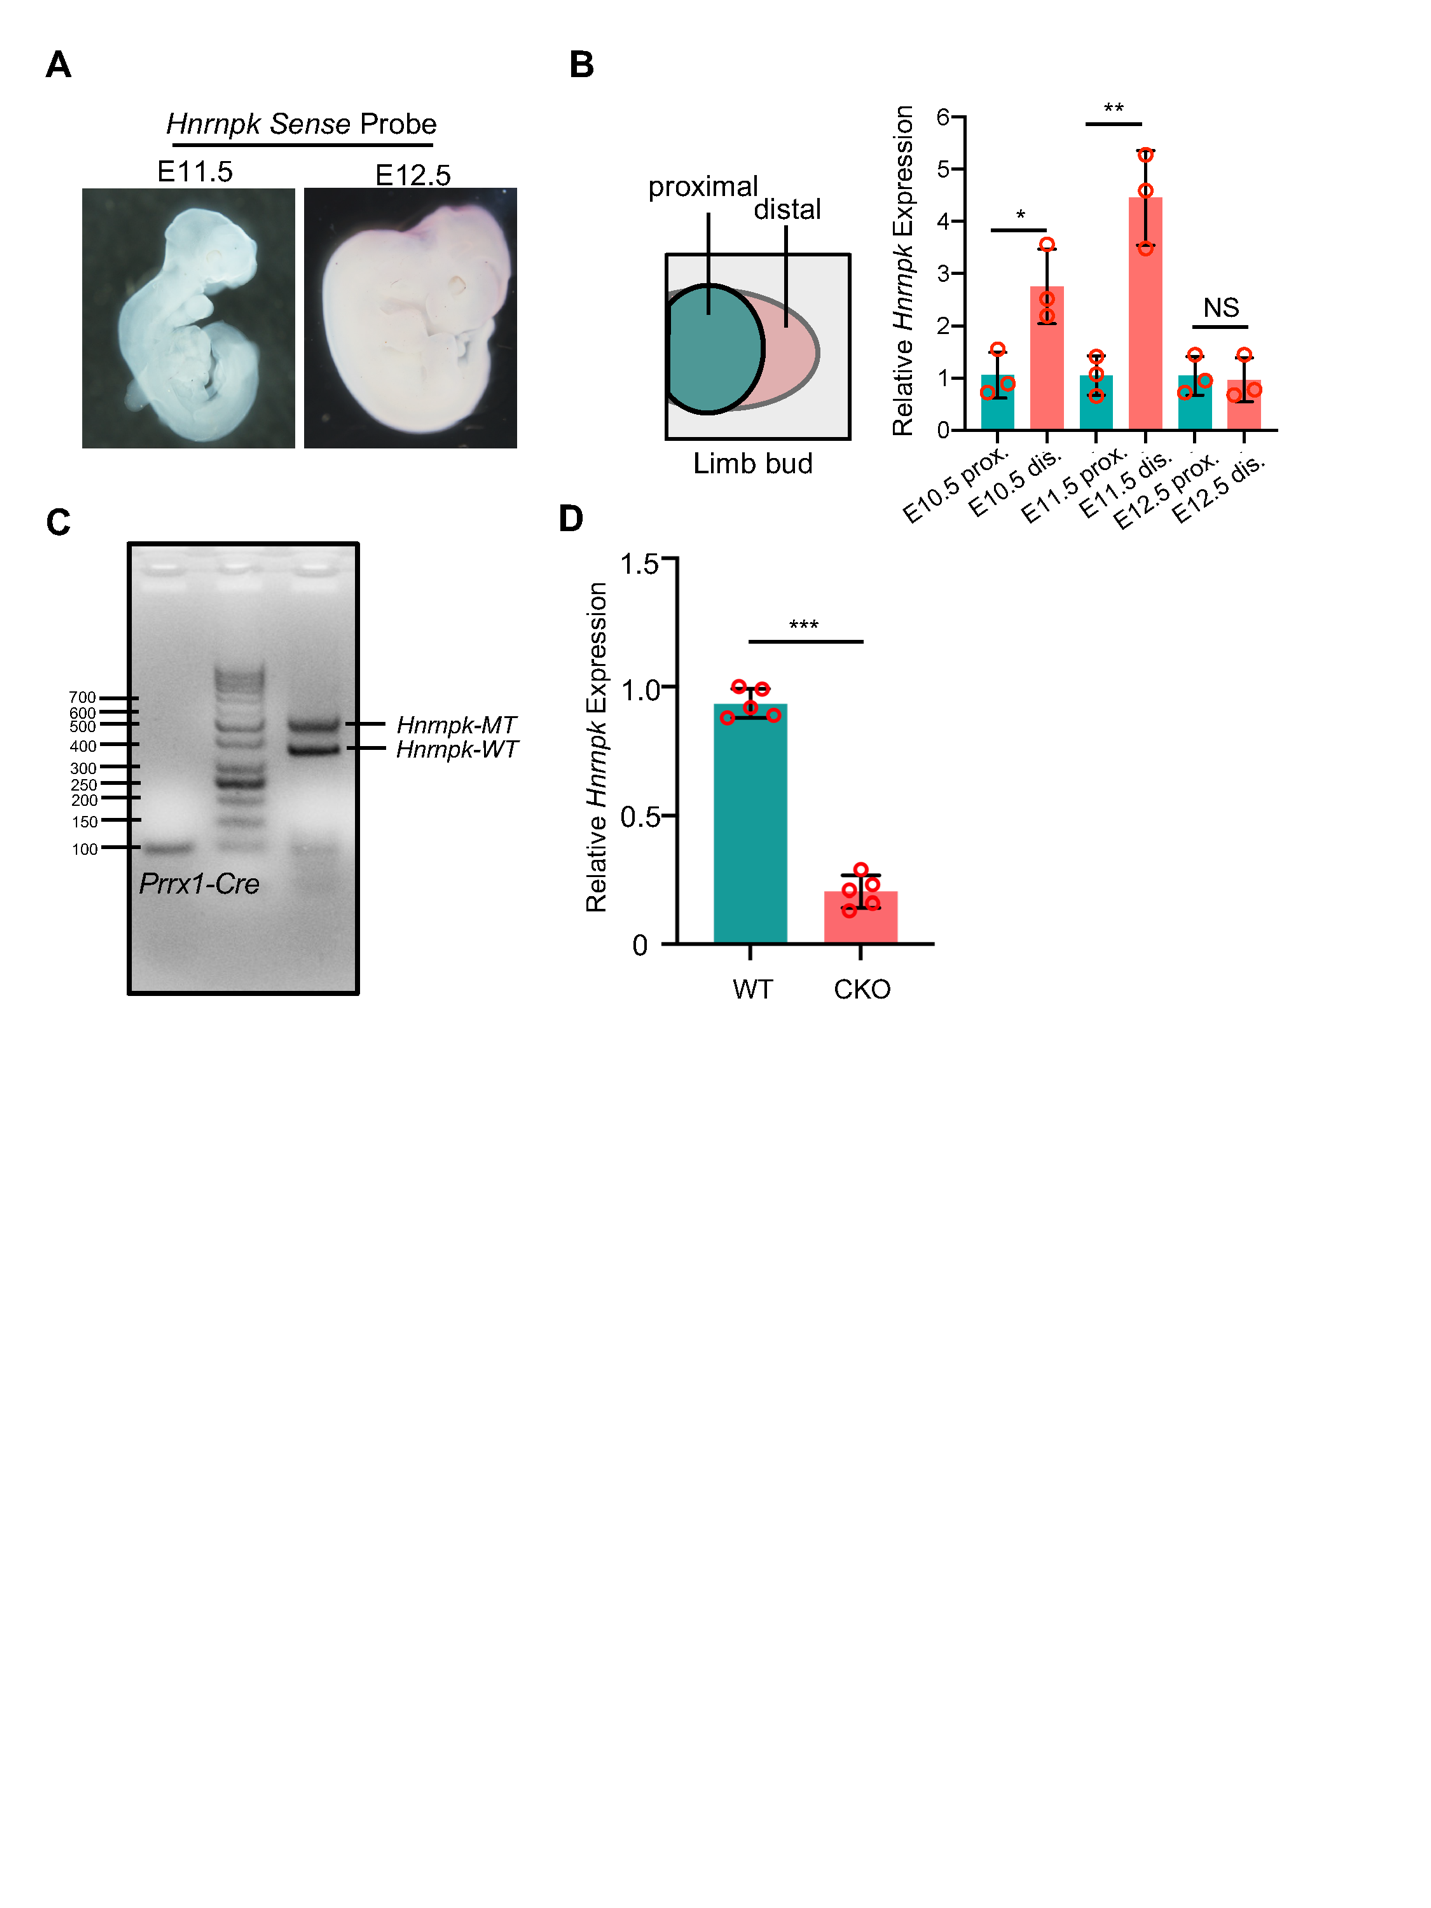

**Fig. S1. *Hnrnpk* is expressed extensively in the developing limb buds.**

A. WISH using *Hnrnpk­* sense probe as the negative control. Scale bar: 1 mm.

B. qPCR results of proximal and distal part of limb bud at E10.5, E11.5, and E12.5. Prox.,proximal. Dis., distal. *N* = 3 biological replicates.

C. Gel images showed the genotypes of *Prrx1-Cre* and *Hnrnpk-loxP*. *Hnrnpk-WT:* 360bp; *Hnrnpk-MT:* 473bp; *Prrx1-Cre:* 100bp.

D. qPCR results verified the efficient knockdown of *Hnrnpk* at E11.5 in CKO limb buds compared to WT. *N* = 5 biological replicates.

The *p*-value was calculated by two-tailed unpaired Student’s *t*-test. Data were shown as mean ± SD. **p* < 0.05, ***p* < 0.01, ****p* < 0.001. NS, not significant.

**
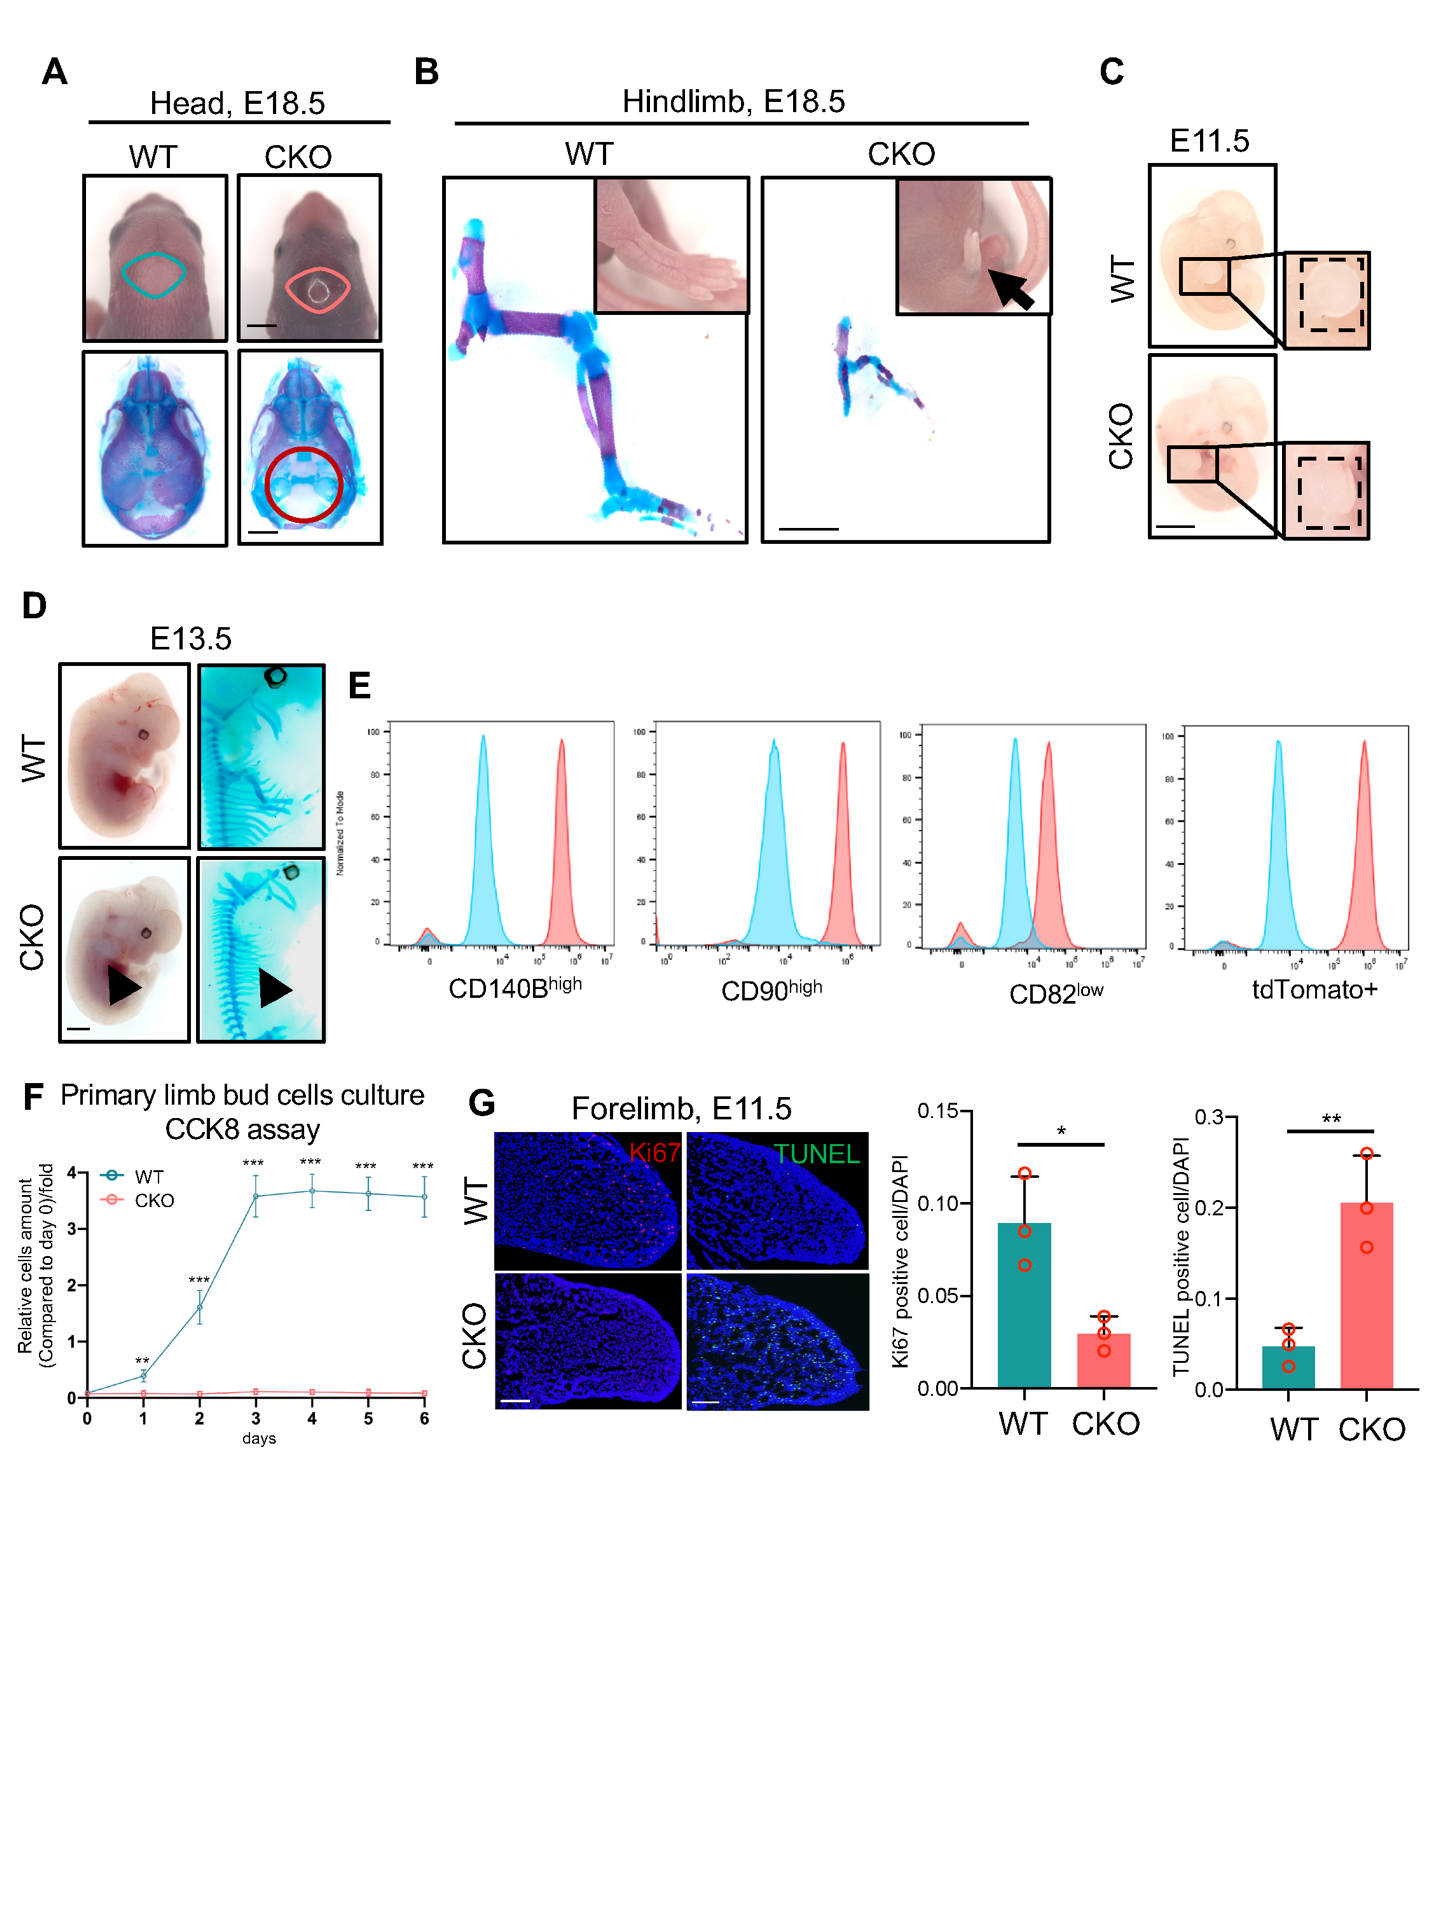
**

**Fig. S2. Loss of Hnrnpk results in limb deformities and skull defects.**

A. Representative images of the heads of E18.5 WT and CKO embryos. The calvarium outline was indicated by the green line for WT and the pink line for CKO (upper). Skeletal preparation showed the severe craniofacial bone formation defects in the CKO embryos. The missing calvarium was indicated by the red circle (bottom). Scale bar: 1 mm.

B. Representative general observation and skeletal preparation images of E18.5 WT and CKO hindlimbs. Arrow indicated the oligodactyly in hindlimb of the CKO embryos. Scale bar: 1 mm.

C. Representative general observation images of E11.5 WT and CKO embryos. Scale bar: 1 mm.

D. Representative general observation (left panel) and skeletal preparation (right panel) images of E13.5 WT and CKO embryos. The arrows indicated the residual soft tissue and the total absence of skeletal element in CKO embryo forelimb. Scale bar: 1 mm.

E. The flow cytometric analysis of primary limb bud cells.

F. The proliferative curve of the primary limb bud cells was depicted using CCK8 assay. *N* = 4 biological replicates.

G. Representative immunofluorescent staining images using Ki67 antibody and TUNEL assay at E11.5 in WT and CKO forelimbs and their quantifications. *N* = 3 biological replicates. Scale bar: 100μm.

The *p*-value was calculated by two-tailed unpaired Student’s *t*-test. Data were shown as mean ± SD. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

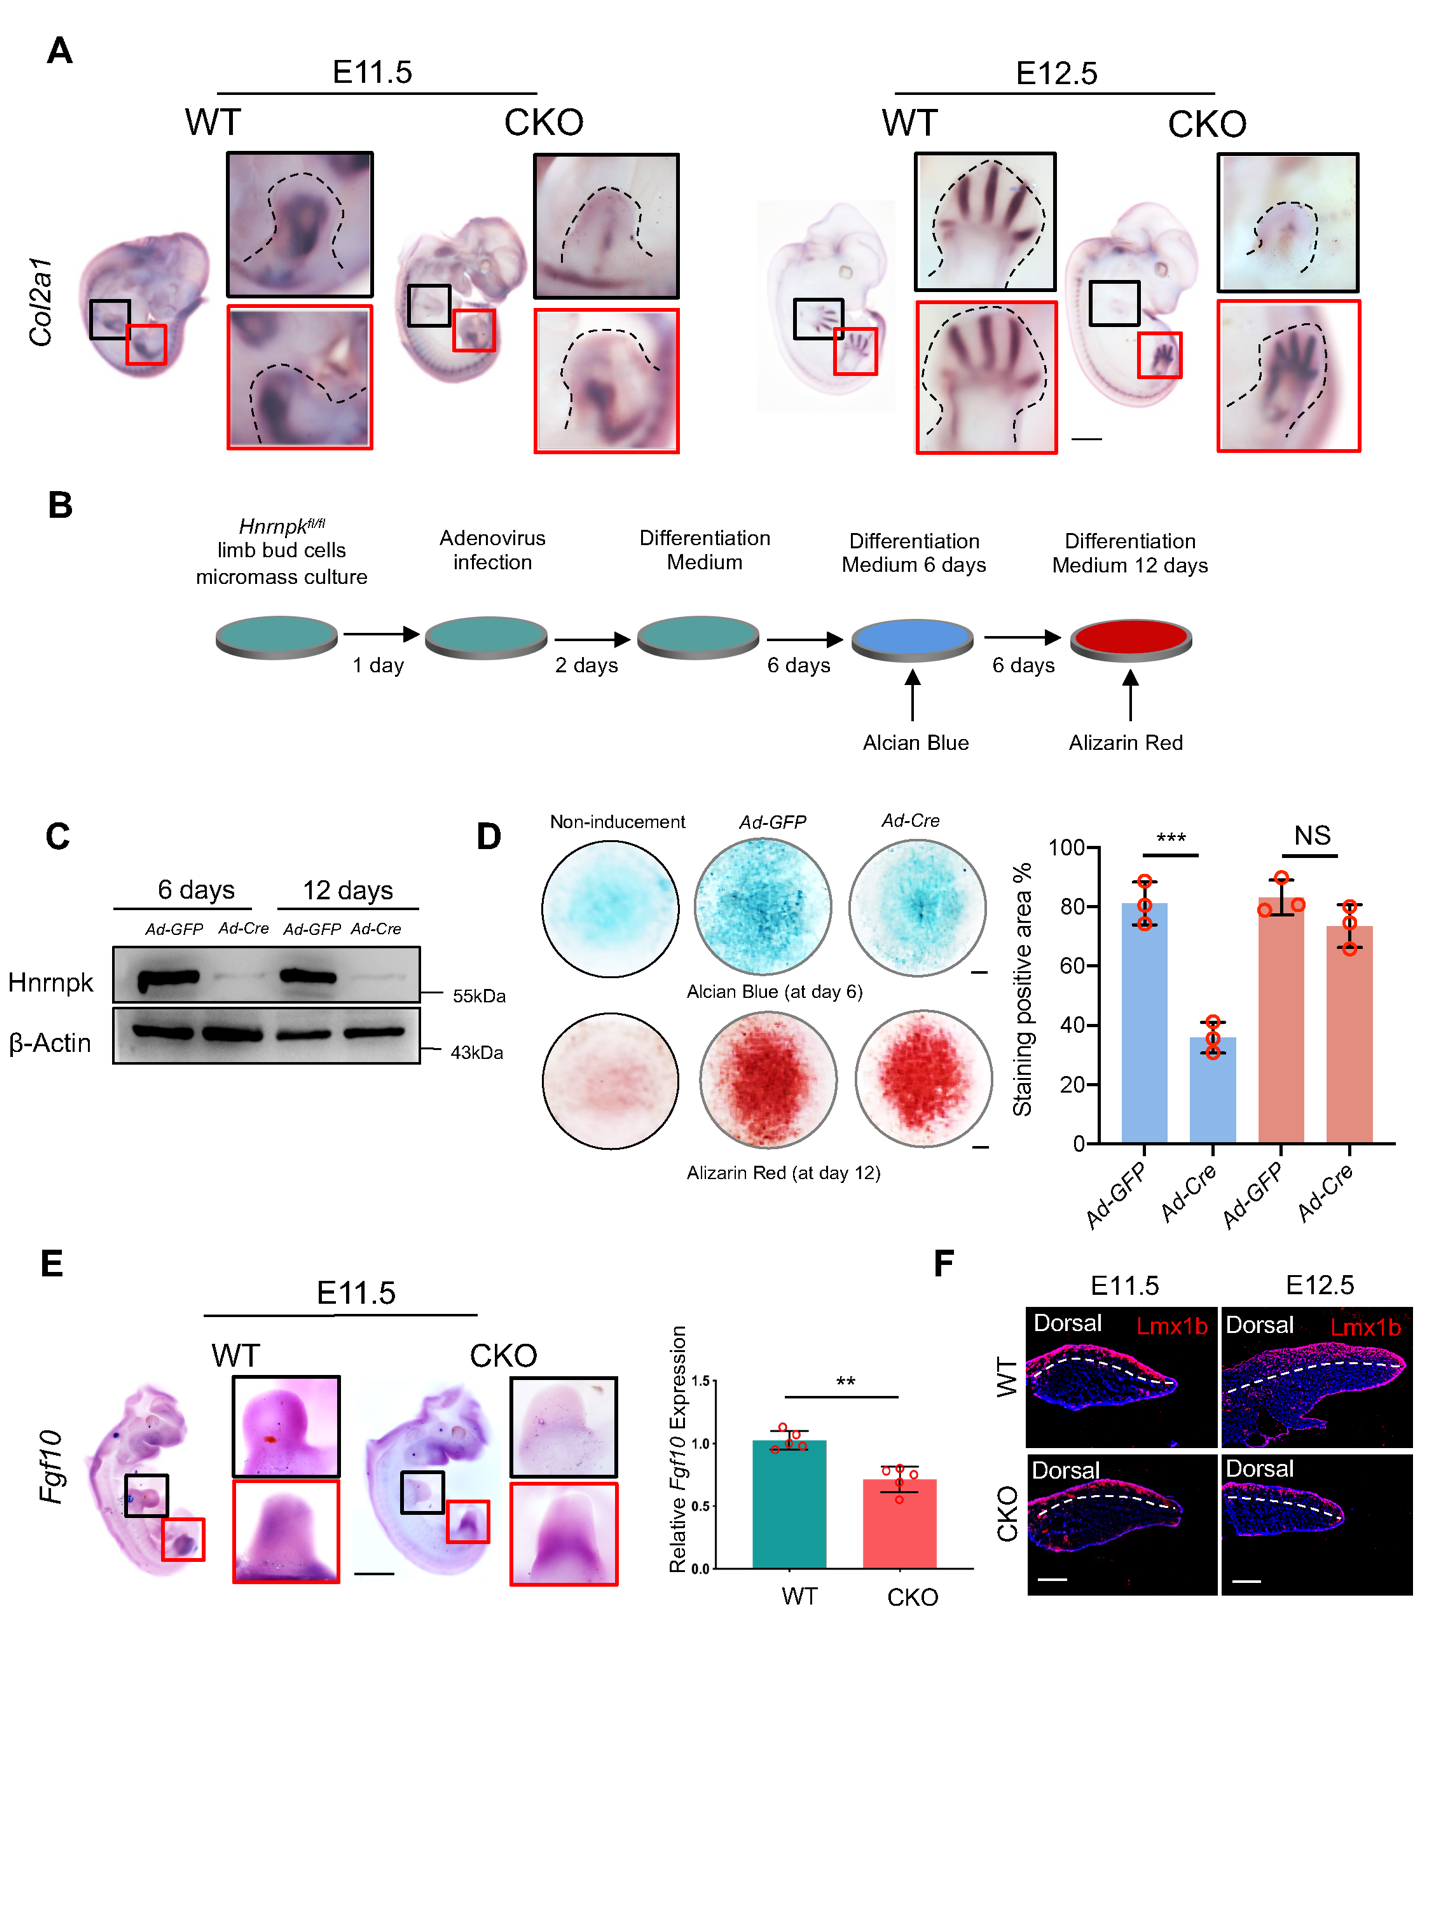

**Fig. S3. Loss of Hnrnpk damages the chondrogenic potential of the limb bud cells.**

A. Representative WISH images showed the weaker *Col2a1* signals at E11.5 in CKO limb bud compared to WT and the shrunken signals at E12.5 in CKO limb bud. The black boxes indicated the forelimbs, and the red boxes indicated the hindlimbs. Dotted line indicated the limb bud. Scale bar: 1 mm.

B. Diagram of the Alcian Blue staining and Alizarin Red staining after micromass culture of *Hnrnpk^fl/fl^* limb bud cells infected with *Ad-GFP* or *Ad-Cre*.

C. WB indicated the efficient knock down at day 6 and day 12 in *Hnrnpk^fl/fl^* limb bud cells infected with *Ad-Cre*.

D. Representative images of the Alcian Blue staining (upper) at day 6 and the Alizarin Red staining (bottom) at day 12 and their quantifications. *N* = 3 biological replicates. Scale bar: 500 μm.

E. Representative WISH images (left panel) and qPCR results (right panel) showed that *Fgf10* was significantly decreased at E11.5 in CKO limb buds. The black boxes indicated the forelimbs, and the red boxes indicated the hindlimbs. *N* = 5 biological replicates. Scale bar: 1 mm.

F. Representative immunofluorescent staining images using Lmx1b antibody at E11.5 and E12.5 in WT and CKO forelimbs. The upper part of images was the dorsal limb bud and the lower part was ventral limb bud. Scale bar: 100 μm.

The *p*-value was calculated by two-tailed unpaired Student’s *t*-test. Data were shown as mean ± SD. ***p* < 0.01, ****p* < 0.001. NS, not significant.

**
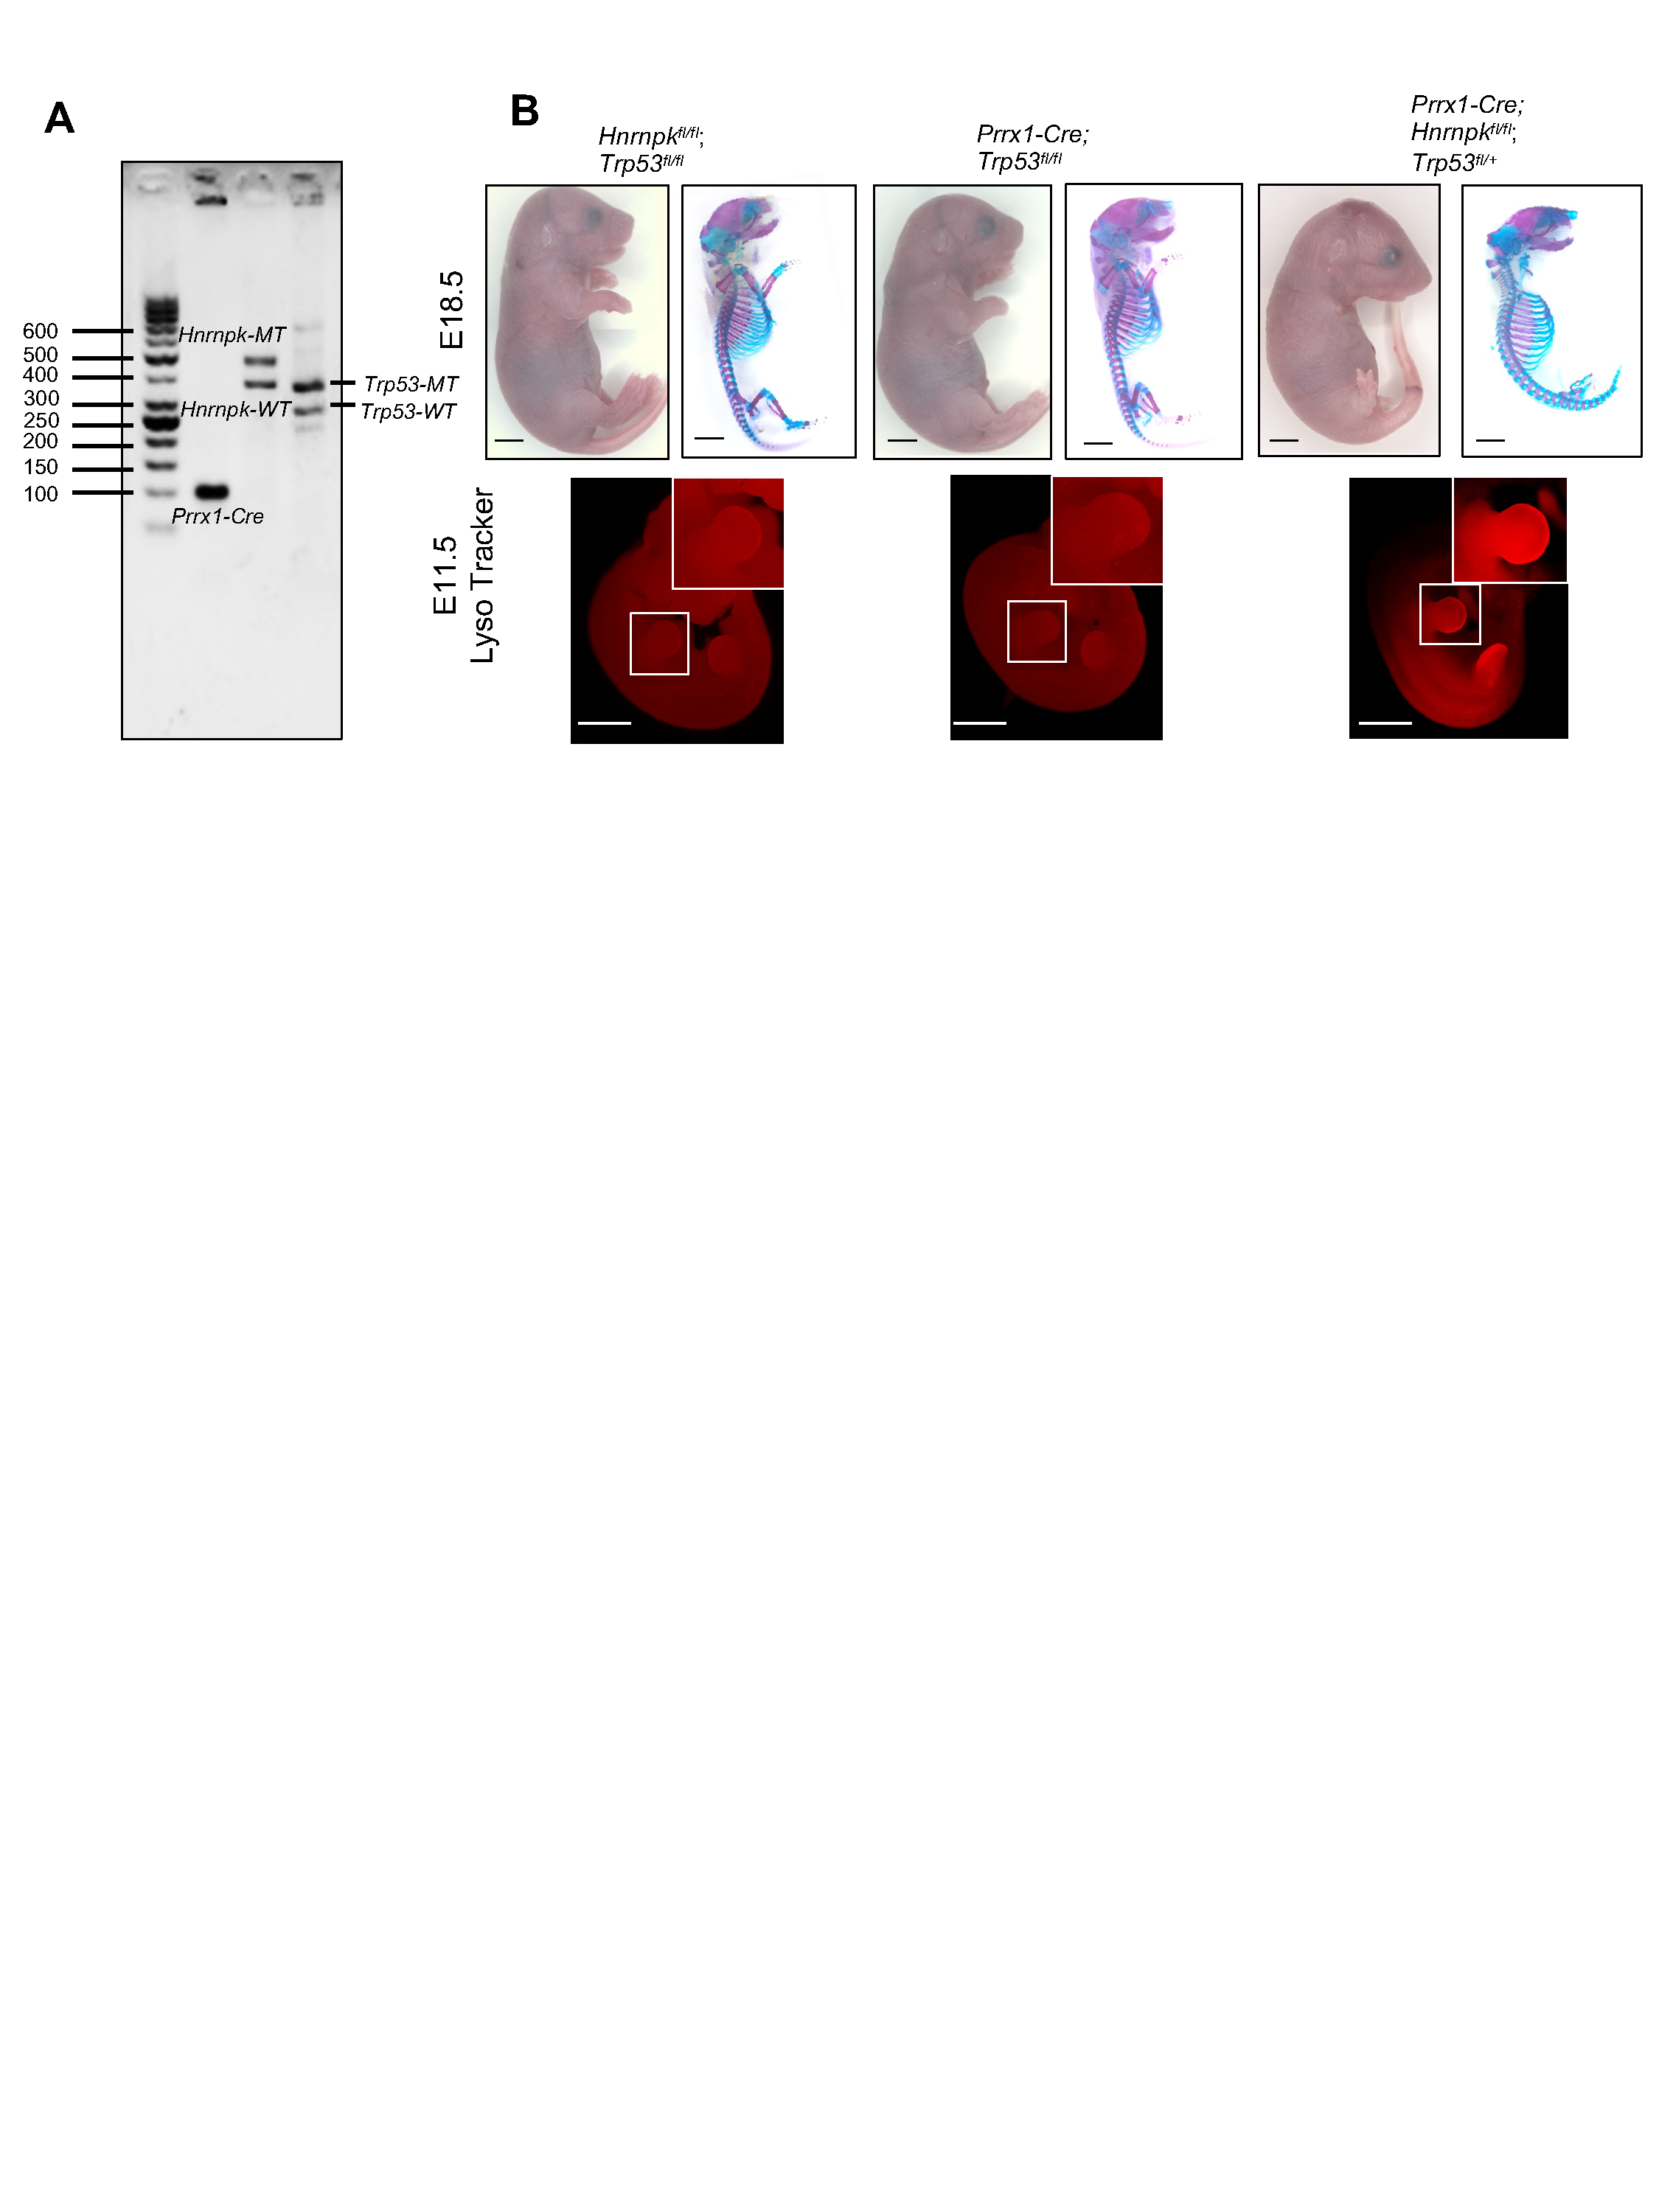
**

**Fig. S4. Activation of the p53 signaling pathway is secondary to failed limb bud development.**

A. Gel images showed the genotypes of *Prrx1-Cre*, *Hnrnpk-loxP*, and *Trp53-loxP*. *Hnrnpk-WT*: 360bp; *Hnrnpk-MT*: 473bp; *Prrx1-Cre*: 100bp; *Trp53-WT*: 270bp; *Trp53-MT*: 360bp.

B. Representative general observation and skeletal preparation of E18.5 (upper) and the Lyso tracker staining of E11.5 (bottom) in *Hnrnpk^fl/fl^;Trp53^fl/fl^*, *Prrx1-Cre;Trp53^fl/fl^* , and *Prrx1-Cre;Hnrnpk^fl/fl^;Trp53^fl/+^* embryos. Scale bar: 1 mm.

**
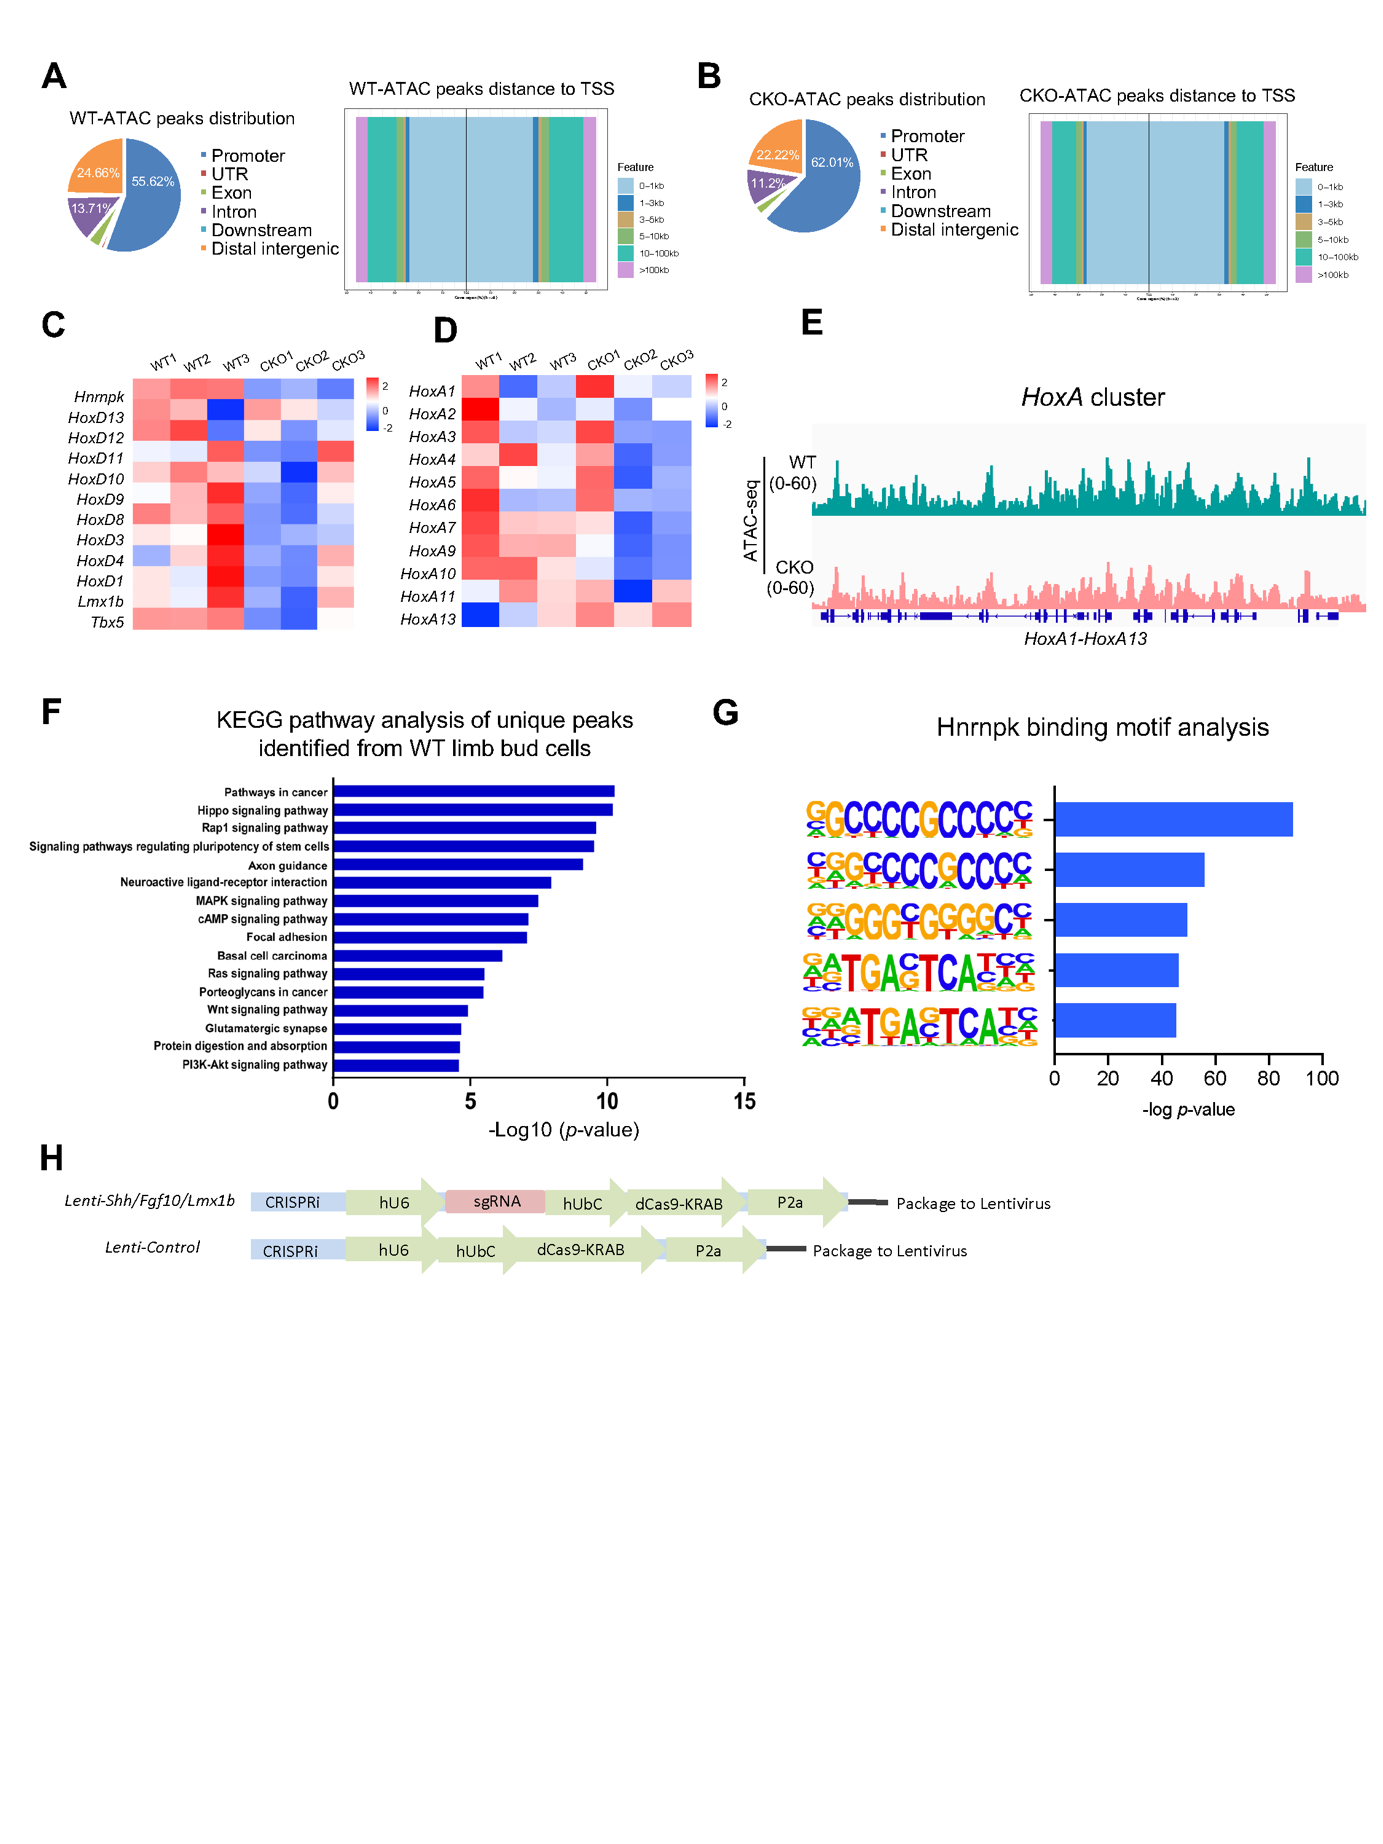
**

**Fig. S5 Hnrnpk regulates genes expression as transcription activator.**

A-B. The distribution of ATAC peaks of WT (A) and CKO (B) limb bud cells.

C. Decreased expression of genes involving limb bud developments according to the RNA-seq results. *N* = 3 biological replicates.

D. The gene expression of the *HoxA* cluster showed no significant difference according to RNA-seq results. *N* = 3 biological replicates.

E. Genome browser tracks of ATAC-seq data at the *HoxA*-locus in WT and CKO limb bud cells.

F. KEGG pathway analysis of the unique ATAC-seq peaks near TSS identified from WT limb buds compared to CKO.

G. Motif analysis of Hnrnpk binding peaks identified from WT limb bud cells.

H. Linearized maps of the CRISPR/dCas9-KRAB plasmid.

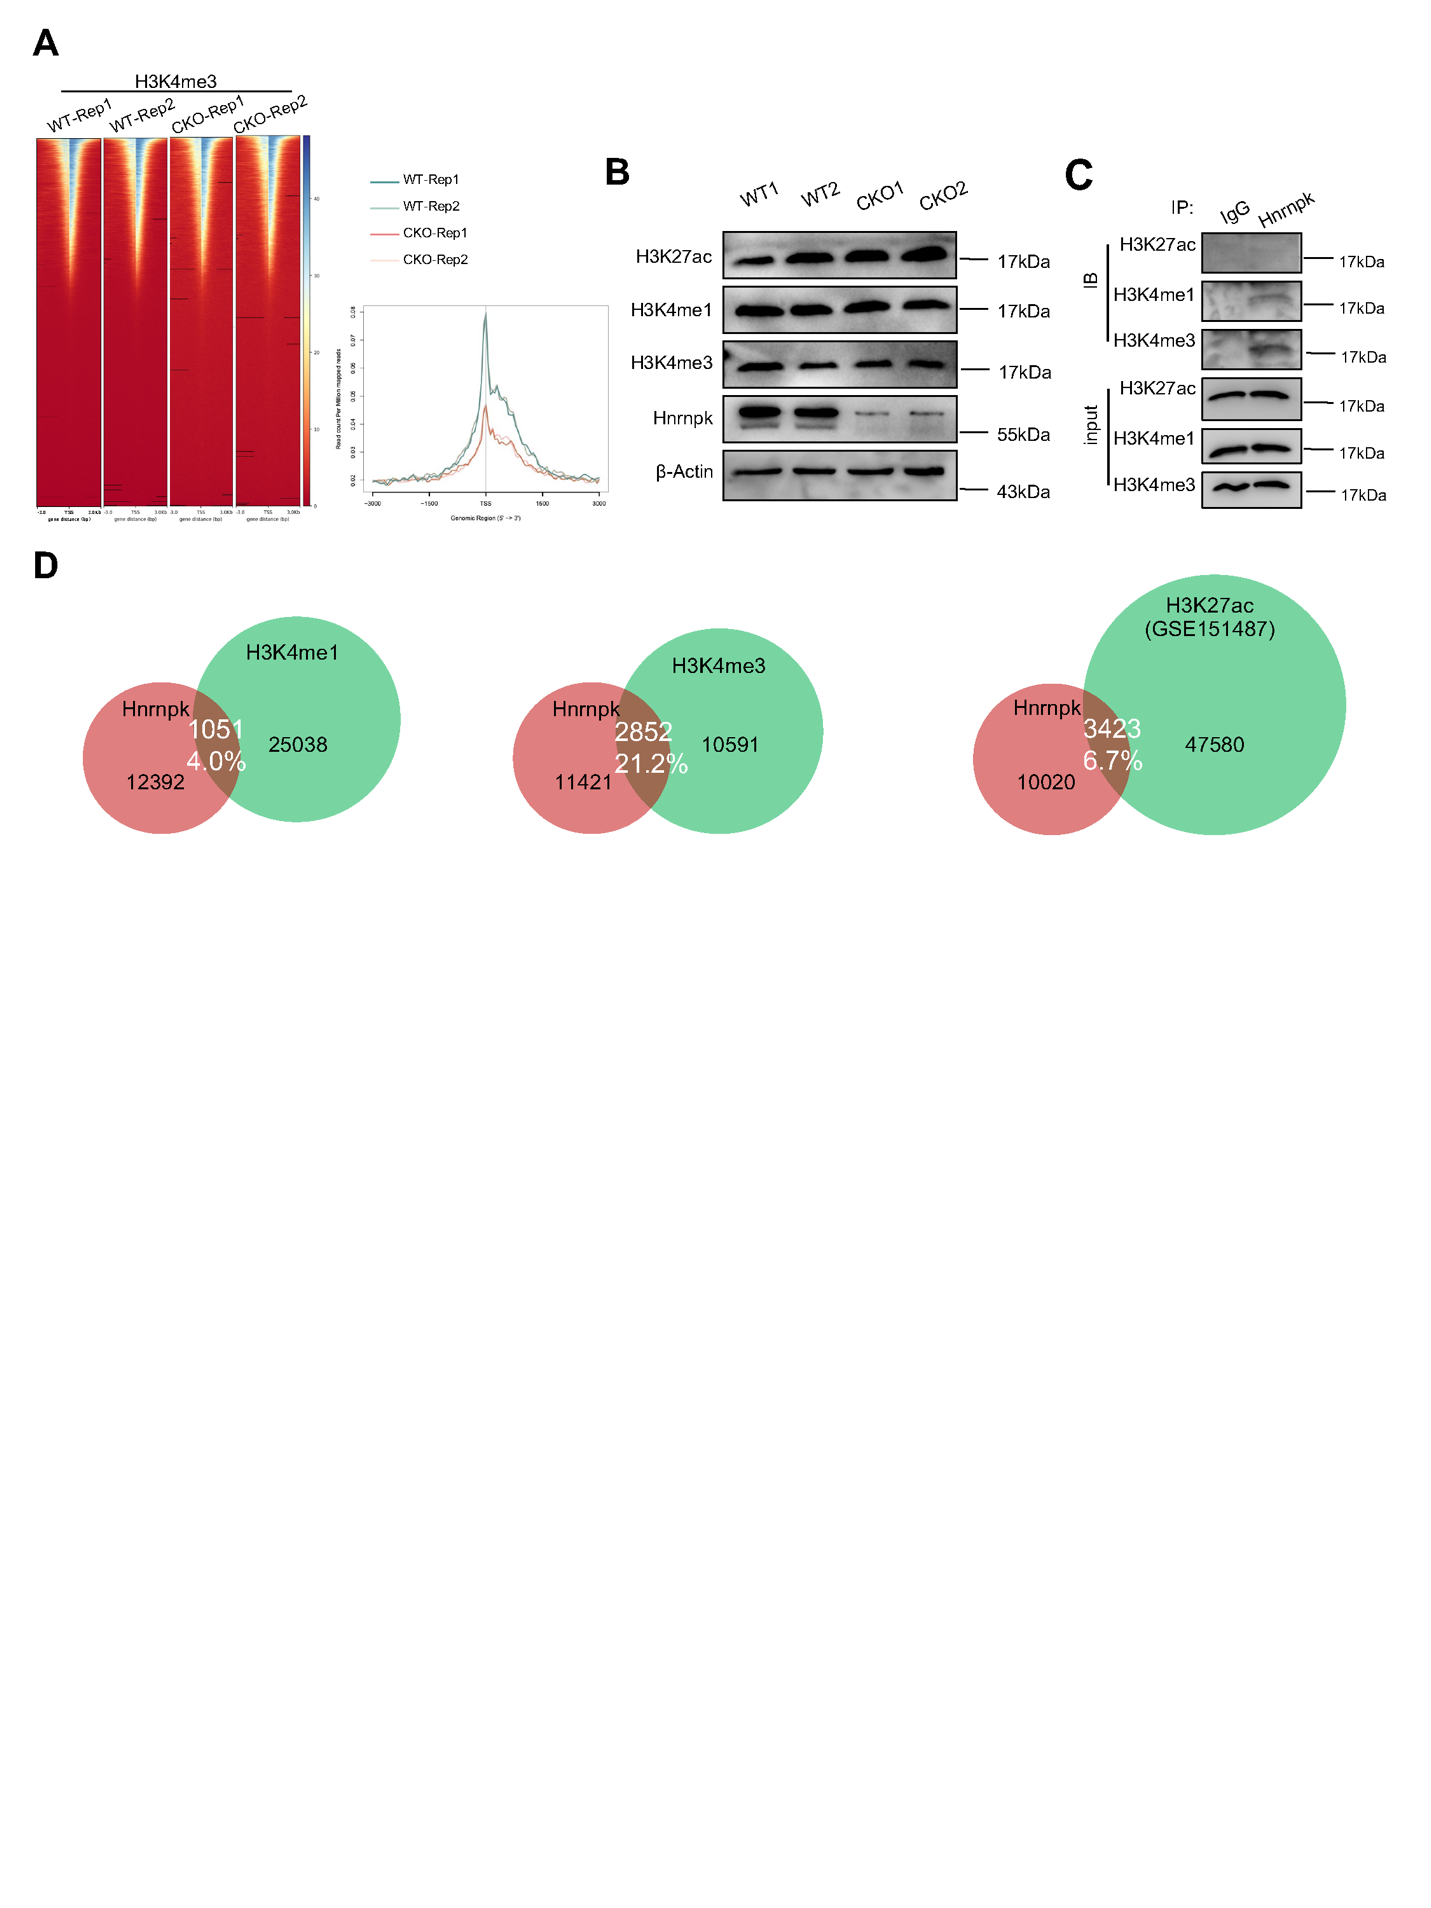

**Fig. S6. Hnrnpk ablation results in damaged function of enhancer.**

A. The heatmap and profile of H3K4me3 binding peaks at E11.5 in WT and CKO limb buds.

B. The expression of H3K27ac, H3K4me1, and H3K4me3 at E11.5 in WT and CKO limb buds.

C. IP assay between Hnrnpk and H3K27ac, H3K4me1, or H3K4me3 at E11.5 in WT limb buds.

D. The quantity and ratio of overlapping peaks between Hnrnpk binding peaks and H3K4me1, H3K4me3, or H3K27ac at E11.5 WT limb bud cells.

**
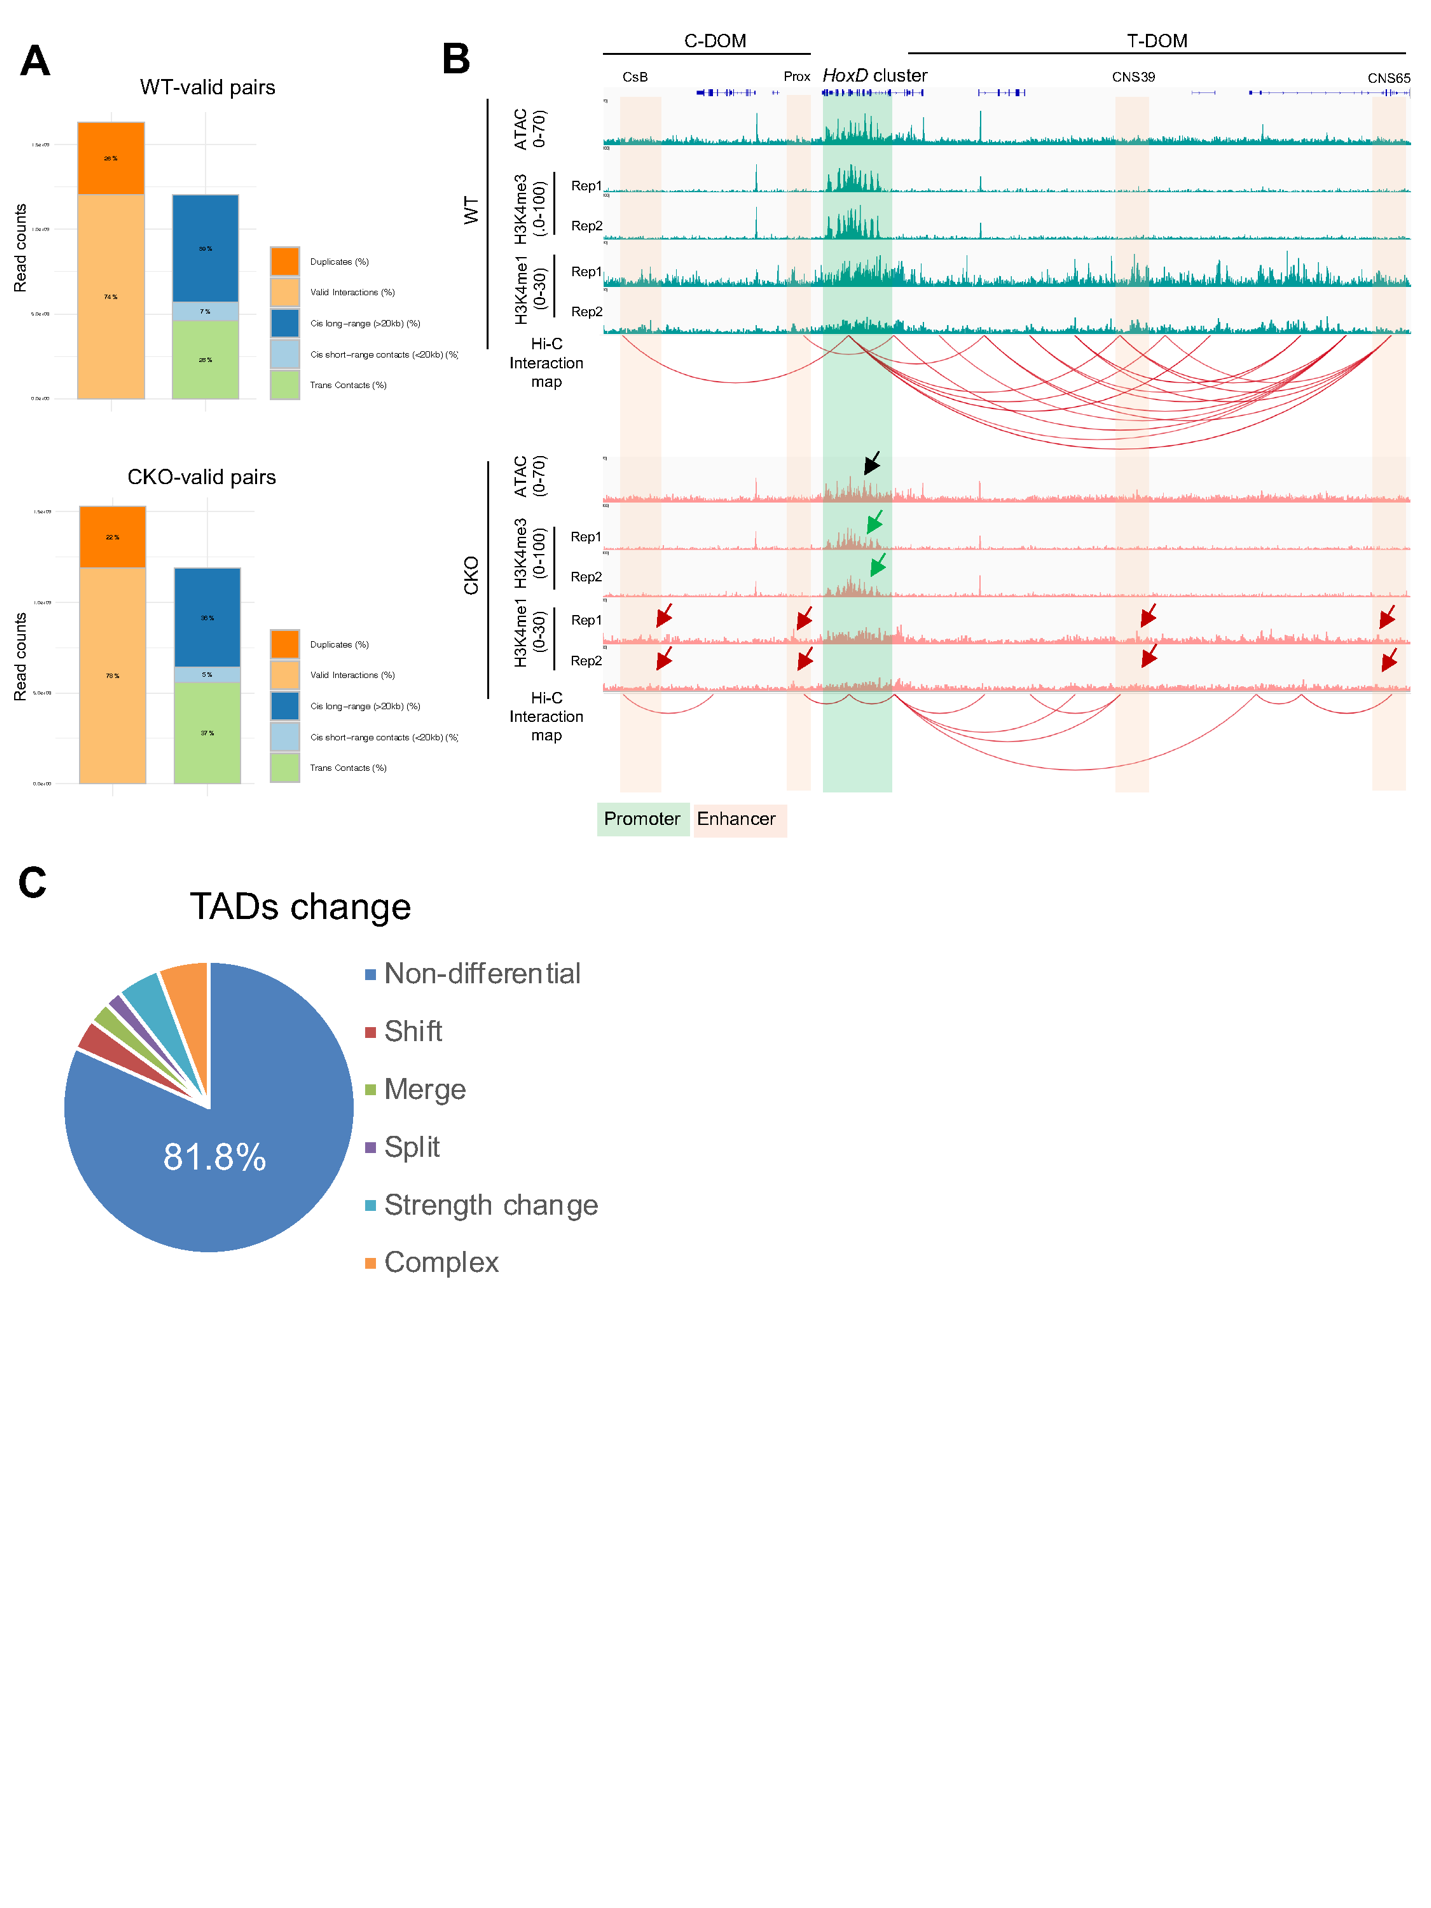
**

**Fig. S7. Hnrnpk ablation results in the change of chromatin architecture.**

A. Valid pairs identified at E11.5 in WT and CKO limb bud cells.

B. Genome browser tracks of ATAC-seq data, H3K4me3, H3K4me1 CUT&RUN-seq data, and Hi-C interaction map at the *HoxD*-locus in WT and CKO limb bud cells. The black arrows indicated the decreased ATAC peaks in promoter regions of the CKO groups. The green arrows indicated the decreased H3K4me3 peaks in promoter regions of the CKO groups. The red arrows indicated the decreased H3K4me1 peaks in the enhancer regions of CKO groups. C-DOM: Centromeric domain. T-DOM: Telomeric domain.

C. The change of types, quantity, and ratio of TADs in CKO limb bud cells compared to WT limb bud cells.

**
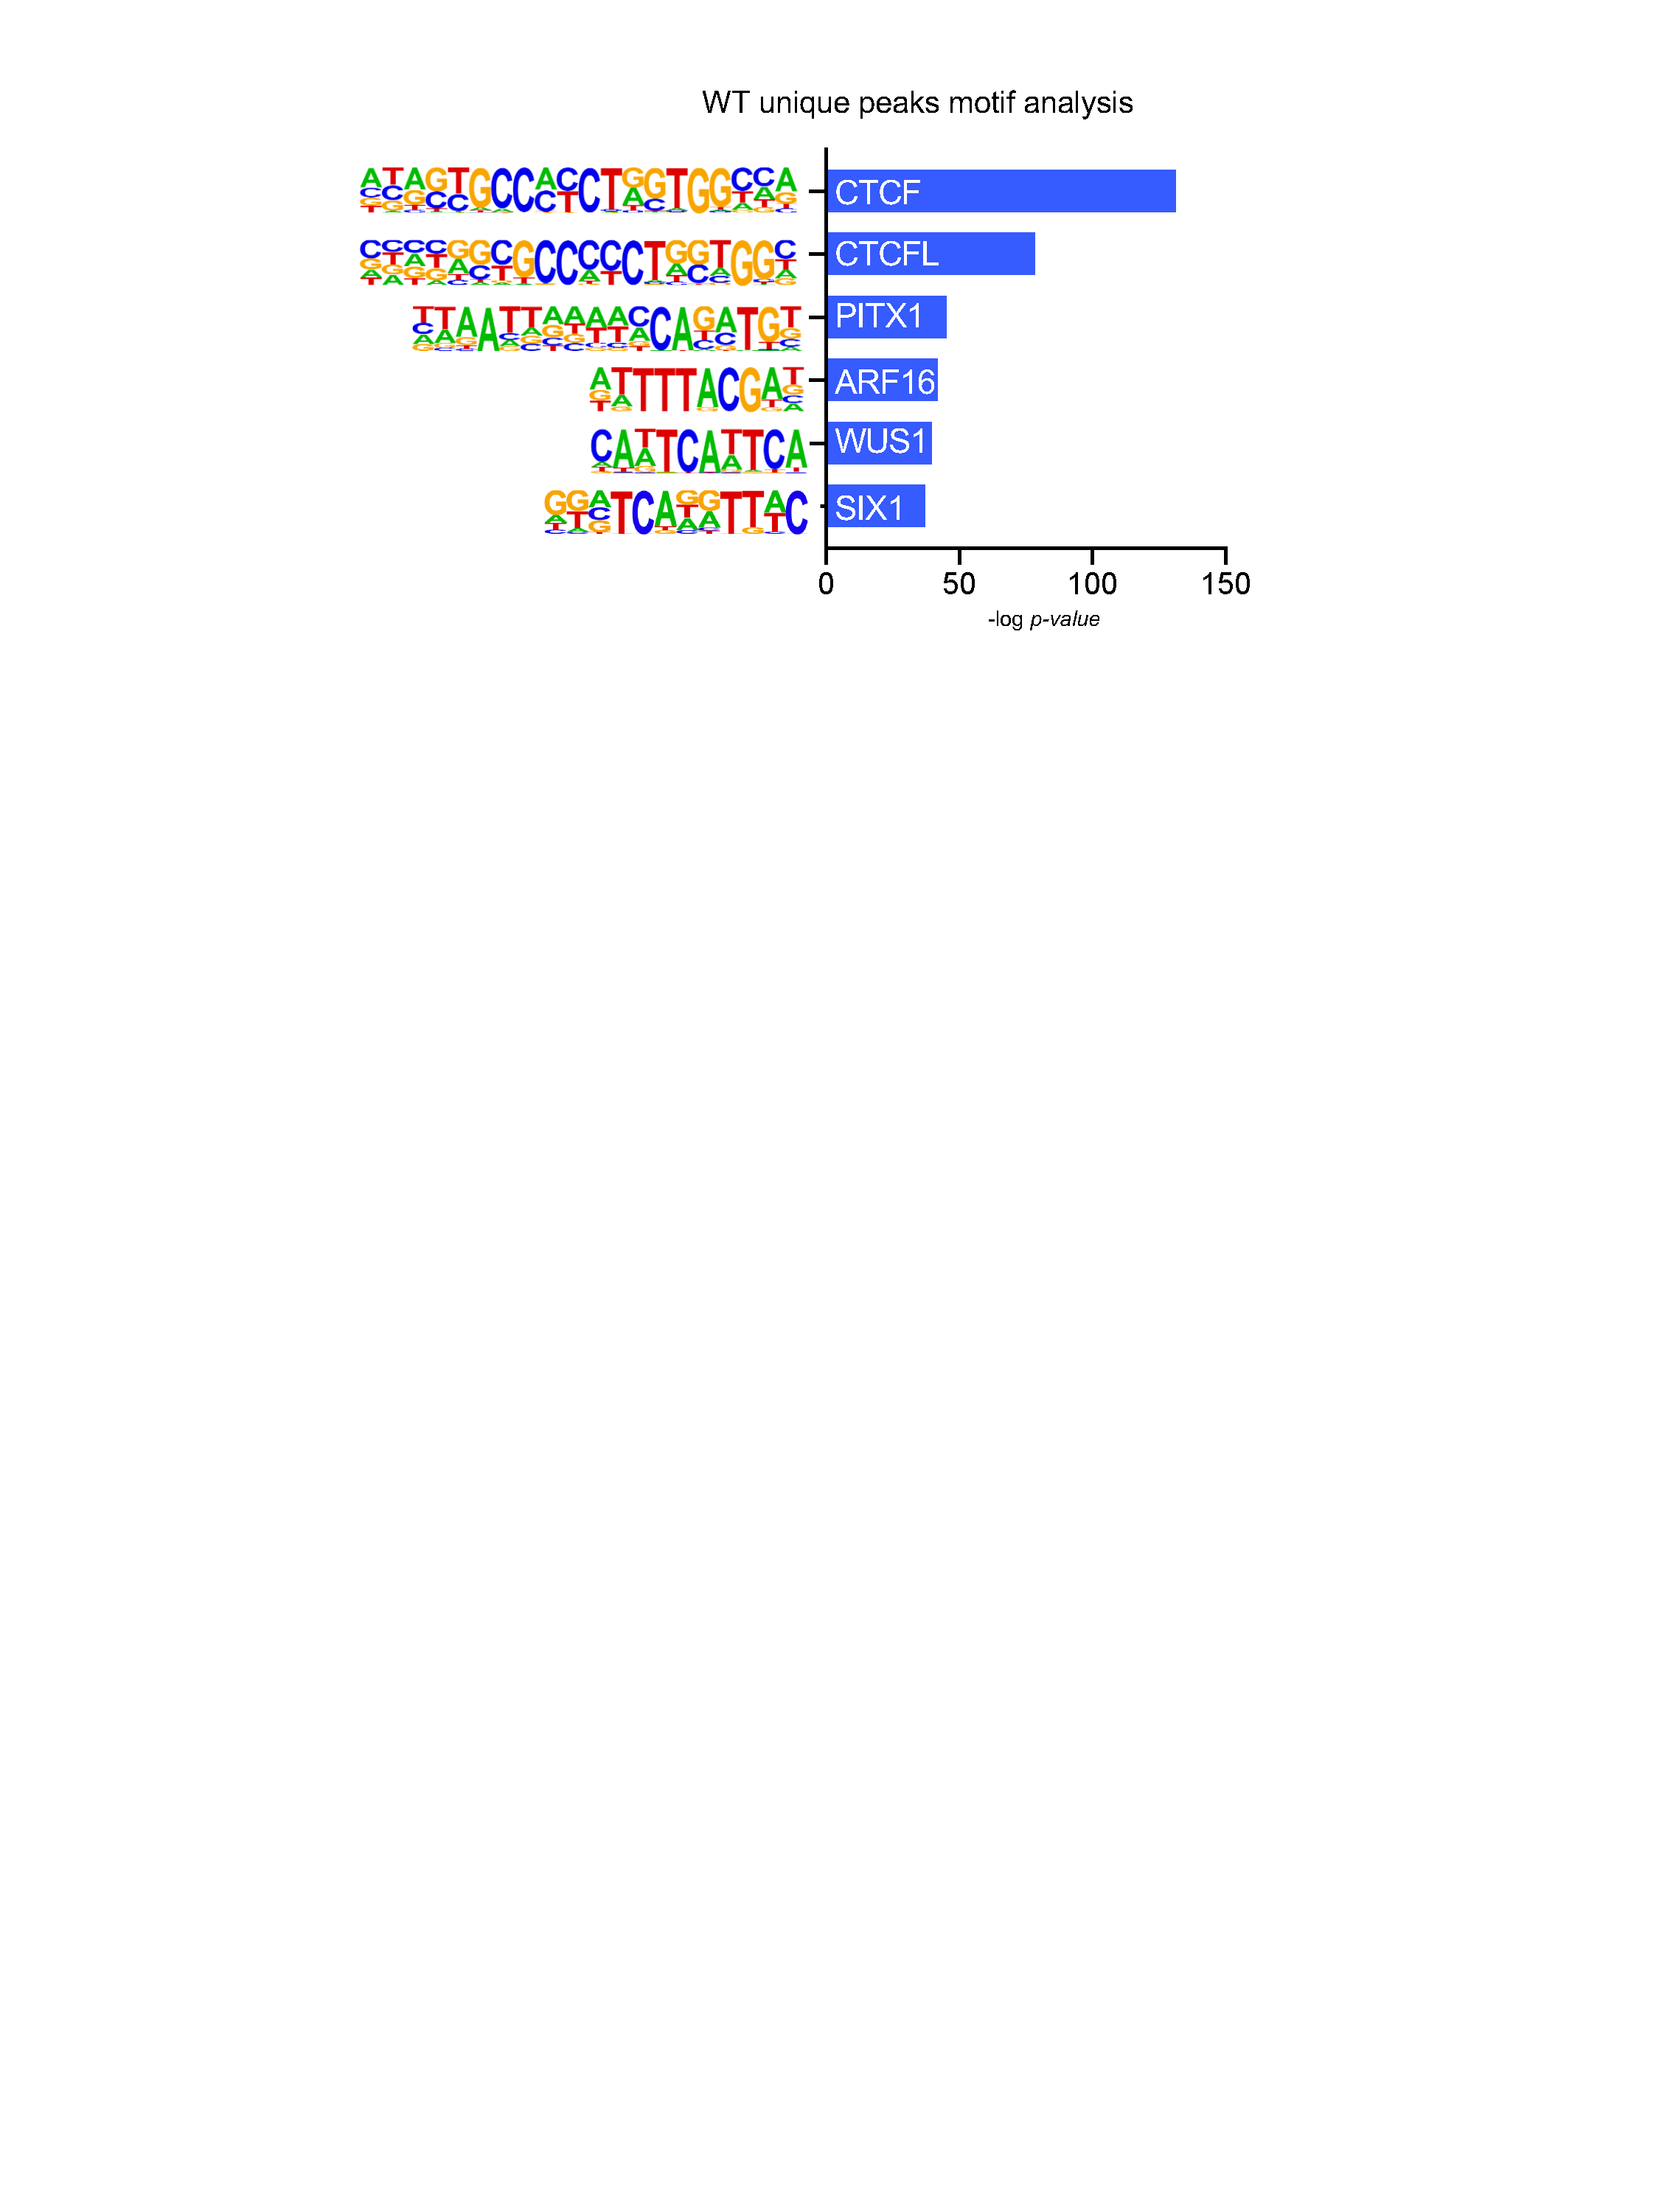
Fig. S8. Hnrnpk regulates chromatin architecture formation via cooperating with Ctcf.** Motif analysis using WT unique peaks detected in ATAC-seq.

**
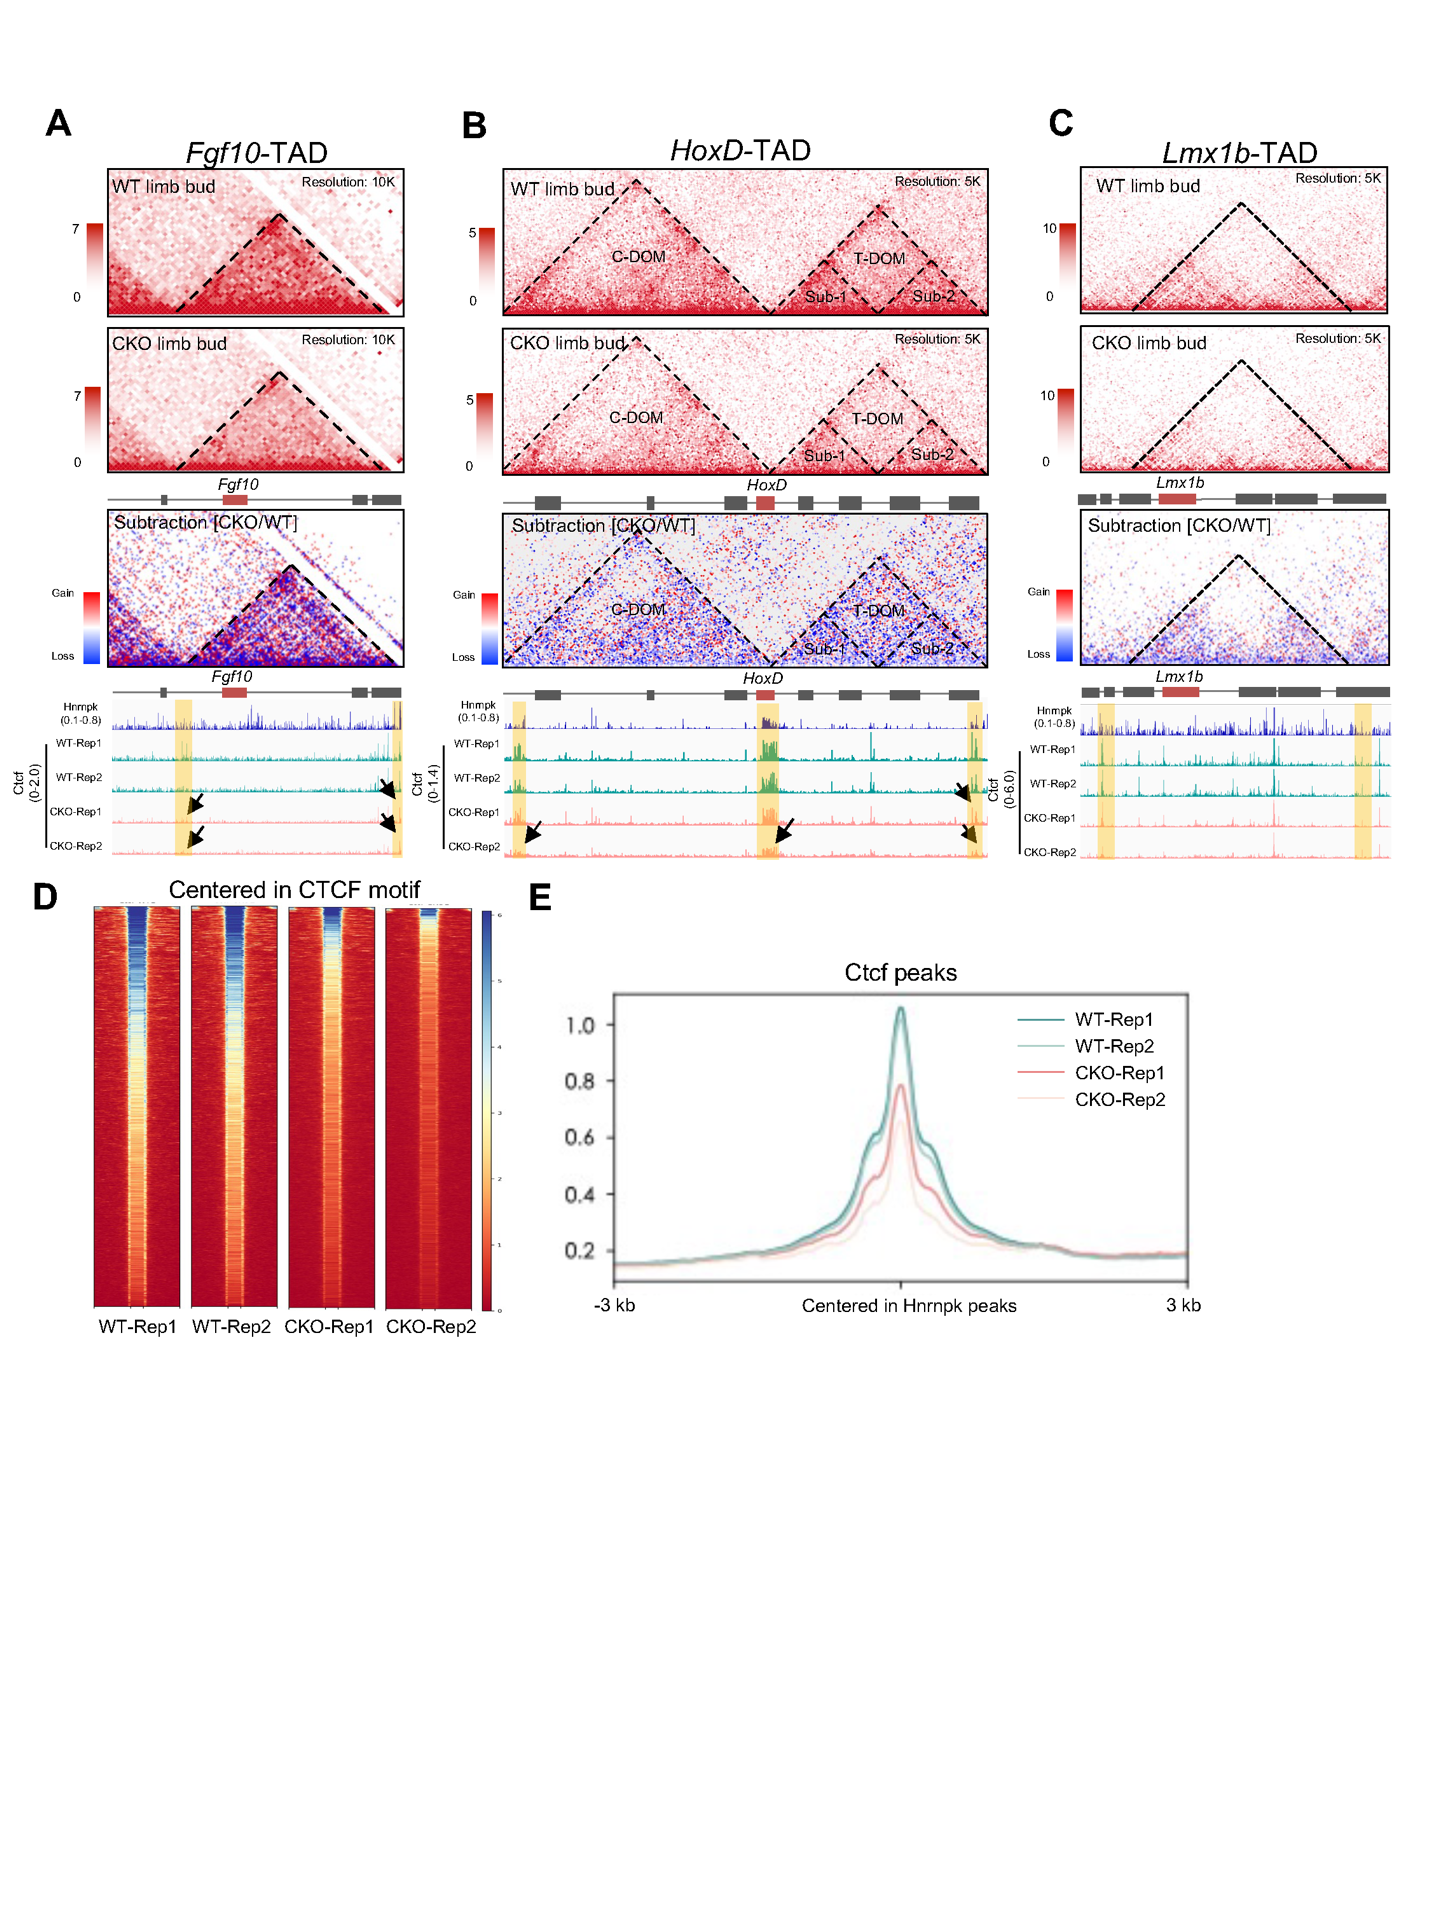
**

**Fig. S9. Hnrnpk cooperates with Ctcf to regulate TAD formation.**

A-C. Hi-C contact map (upper) and genome browser tracks of Hnrnpk and Ctcf CUT&RUN-seq data (bottom) at *Fgf10-* (A), *HoxD-* (B), and *Lmx1b-* (C) TADs. The black arrows indicated the decreased binding strength of Ctcf in boundaries. Yellow line indicated boundaries of TADs. C-DOM: Centromeric domain. T-DOM: Telomeric domain.

D. CUT&RUN-seq signal intensities of Ctcf around CTCF motif at E11.5 in WT and CKO limb buds.

E. The binding profile of Ctcf of WT and CKO limb bud centered in Hnrnpk binding peaks.

**
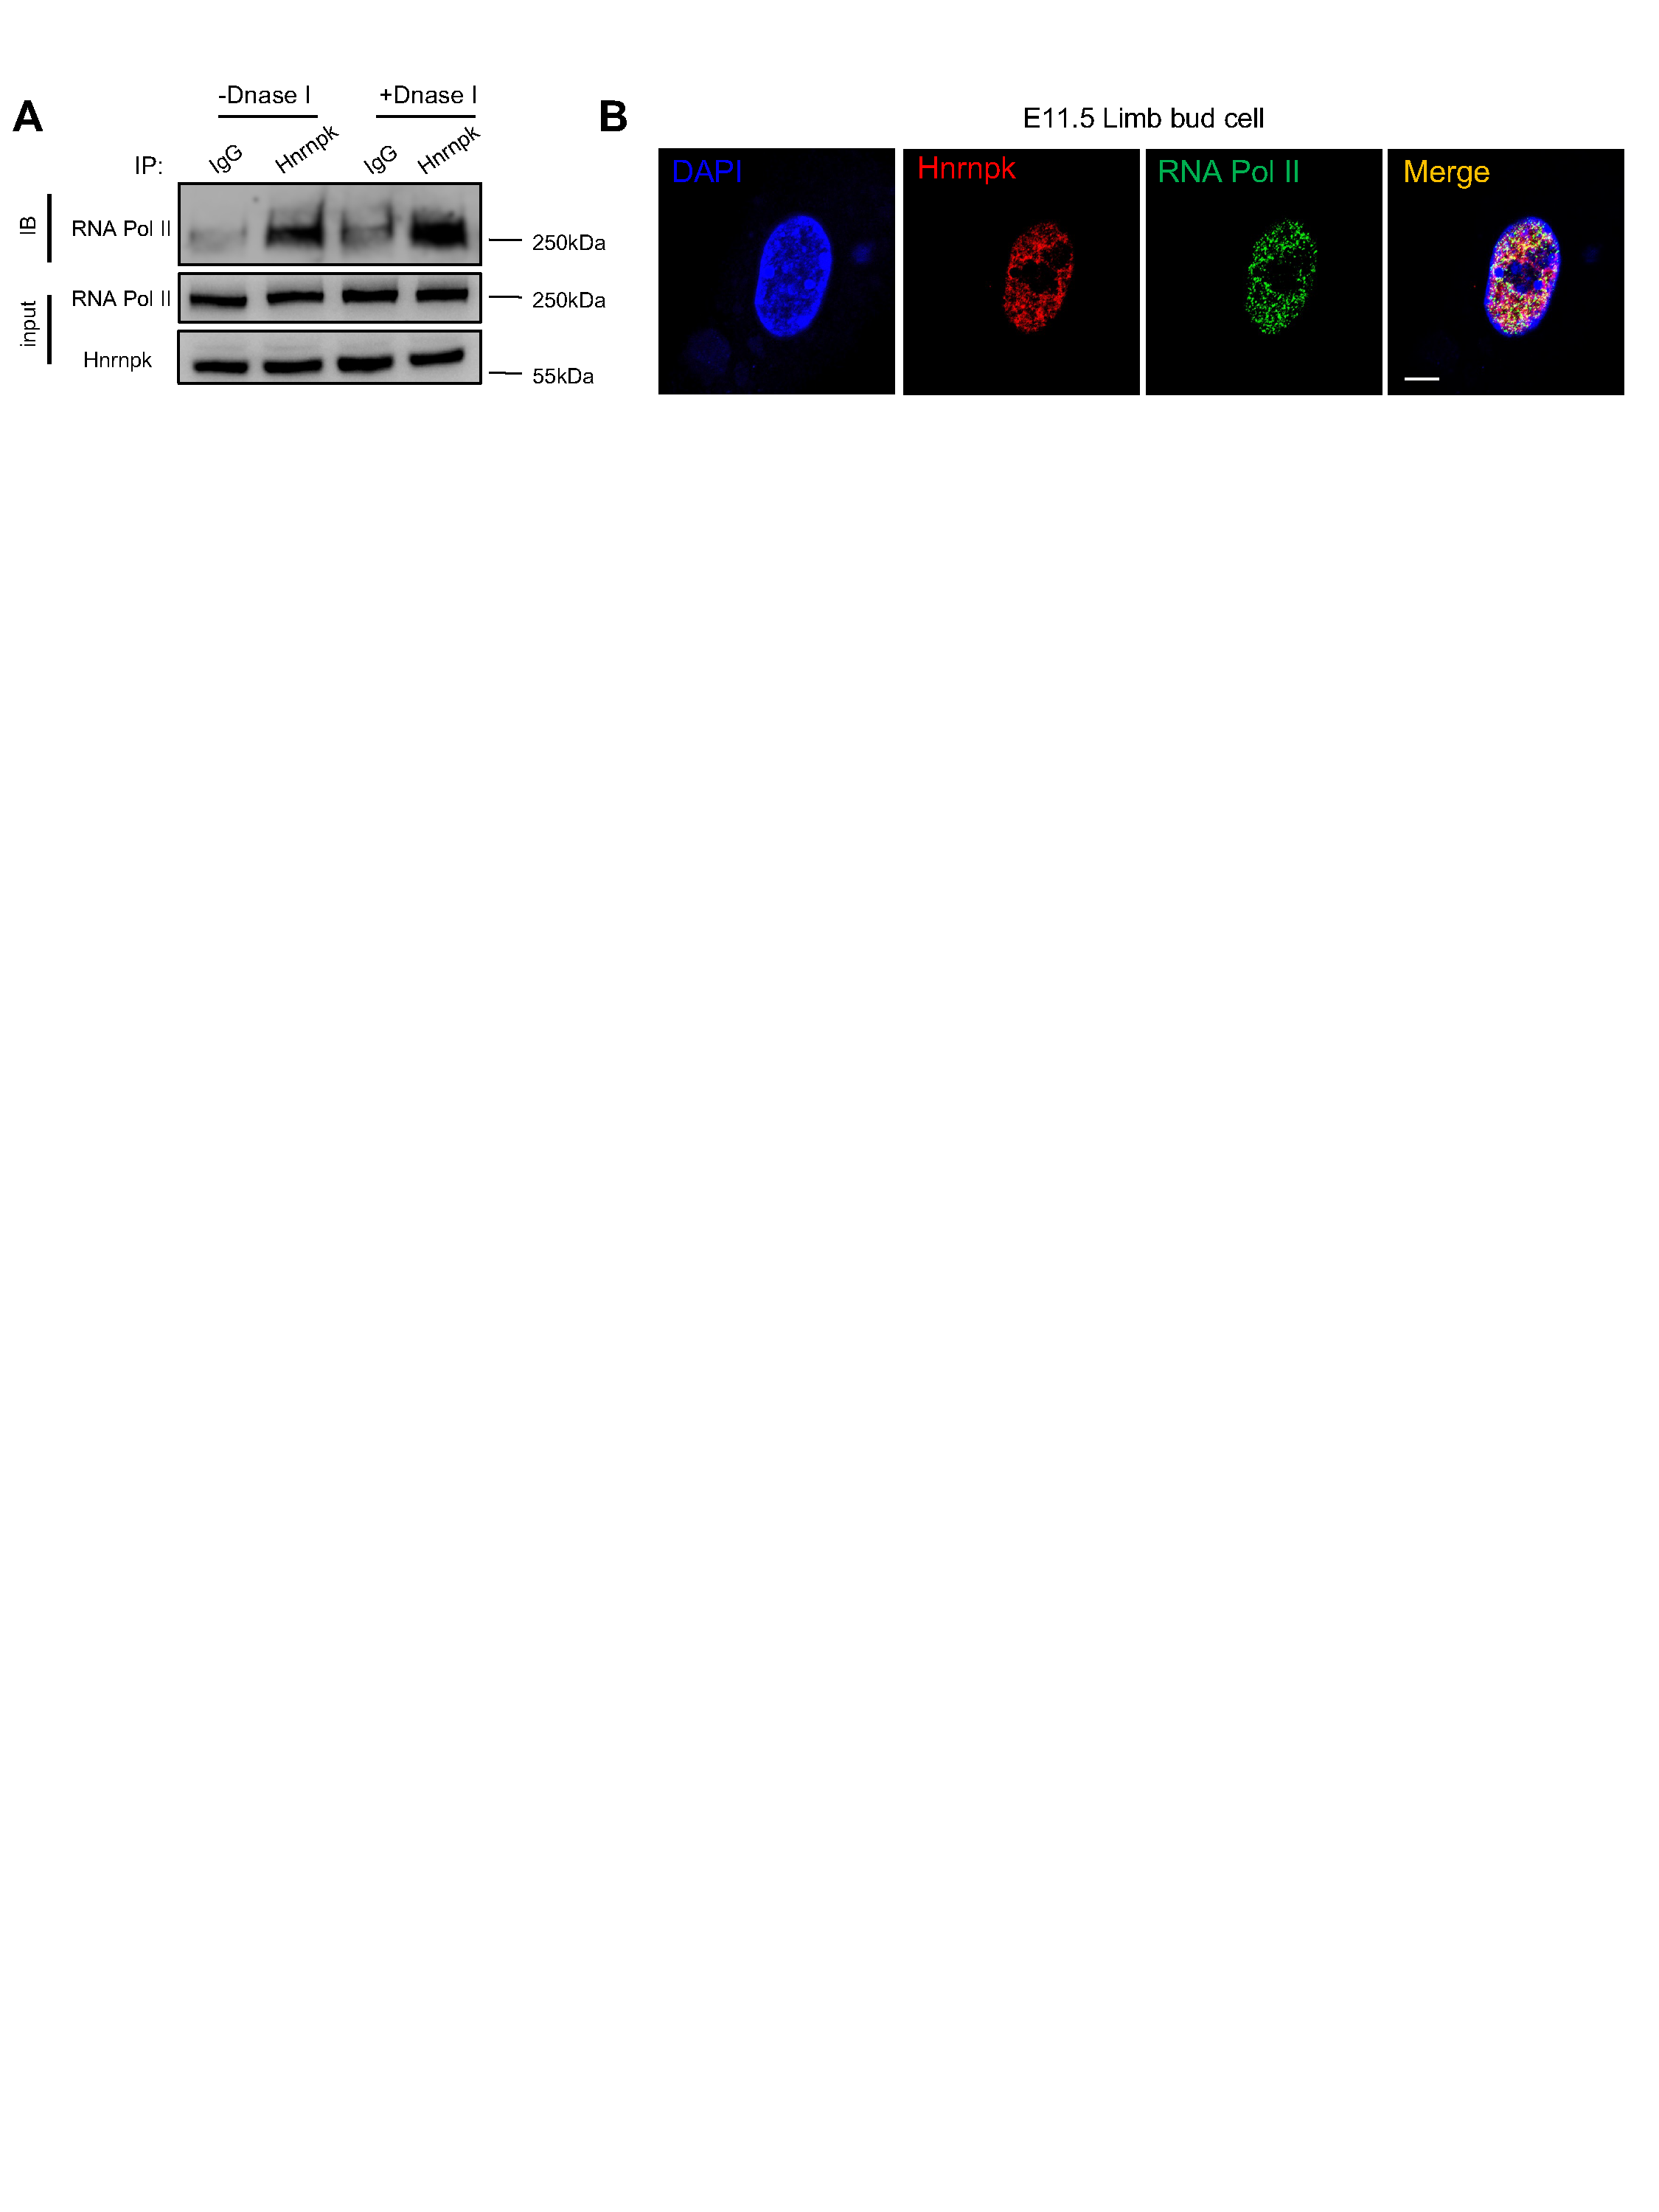
Fig. S10. Hnrnpk** **interacts with RPII in limb bud cells.**

A. IP assay between Hnrnpk and RPII at E11.5 in WT limb bud after treatment with PBS or DNase I.

B. Subcellular location of Hnrnpk and RPII at E11.5 in primary WT limb bud cell. Scale bar: 10 μm.

**Table S1.** Primer sequences for qPCR.

| Sequence for qPCR | | |
| --- | --- | --- |
| Gene | Direction | Sequence (5'-3') |
| *Actb* | forward | GGCTGTATTCCCCTCCATCG |
|  | reversed | CCAGTTGGTAACAATGCCATGT |
| *Hnrnpk* | forward | CCGTACAGACTACAATGCCAG |
|  | reversed | GCCCTCTTCCAAGGTAGGGAT |
| *Shh* | forward | AAAGCTGACCCCTTTAGCCTA |
|  | reversed | TTCGGAGTTTCTTGTGATCTTCC |
| *Fgf8* | forward | AGGGGAAGCTAATTGCCAAGA |
|  | reversed | CCTTGCGGGTAAAGGCCAT |
| *Lmx1b* | forward | TTCCTGATGCGAGTCAACGAG |
|  | reversed | TCCGATCCCGGAAGTAGCAG |
| *Fgf10* | forward | TTTGGTGTCTTCGTTCCCTGT |
|  | reversed | TAGCTCCGCACATGCCTTC |
| *HoxD9* | forward | GCACCCTCAGCAACTACTACG |
|  | reversed | AAAACTACACGAGGCGAACTC |
| *HoxD10* | forward | ACCTATGGAATGCAAACCTGTG |
|  | reversed | TCTGTCCAACTGTCTACTTGAGG |
| *HoxD11* | forward | AAAAGACTCCAACTCTCTCGGA |
|  | reversed | AGACGGTCCCTGTTCAGTTTC |
| *HoxD12* | forward | CTATGTGGGCTCGCTTCTGAA |
|  | reversed | GGCTCTCAGGTTGGAAAAGTAG |
| *HoxD13* | forward | TACCACTTCGGCAACGGTTAC |
|  | reversed | CCCGACACGTCCATGTACTTC |
| *Trp53* | forward | CTCTCCCCCGCAAAAGAAAAA |
|  | reversed | CGGAACATCTCGAAGCGTTTA |
| *Cdkn1a* | forward | CCTGGTGATGTCCGACCTG |
|  | reversed | CCATGAGCGCATCGCAATC |
| *Bax* | forward | TGAAGACAGGGGCCTTTTTG |
|  | reversed | AATTCGCCGGAGACACTCG |

**Table S2.** DNA sequences for constructing WISH probes from cDNA.

| Sequence for WISH | | |
| --- | --- | --- |
| Gene | Direction | Sequence (5'-3') |
| *Lmx1b* | forward | TGAAGAGTGAGGATGAAGATGG |
|  | reversed-1 | GAGTCTGAGCGGGTGGTG |
|  | reversed-2 | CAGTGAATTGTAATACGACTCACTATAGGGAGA GAGTCTGAGCGGGTGGTG |
| *Fgf10* | forward | CTTCCAGTATGTTCCTTCTGATGAGAC |
|  | reversed-1 | GTACGGACAGTCTTCTTCTTGGTCCC |
|  | reversed-2 | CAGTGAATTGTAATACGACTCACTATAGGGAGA GTACGGACAGTCTTCTTCTTGGTCCC |
| *Sox9* | forward | CCACCCACCACTCCC |
|  | reversed-1 | GATGCCGTAACTGCC |
|  | reversed-2 | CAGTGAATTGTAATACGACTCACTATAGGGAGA GATGCCGTAACTGCC |
| *Col2a1* | forward | GGCTGCCGGGTCTCCTGCC |
|  | reversed-1 | TGGGCACCACCAGCC |
|  | reversed-2 | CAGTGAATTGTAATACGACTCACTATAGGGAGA TGGGCACCACCAGCC |
| *Hnrnpk* | forward-1 | TTCCCCAACACCGAAACCAA |
|  | reversed-1 | CCATGCCATCATAGCGGTCT |
|  | forward-2 | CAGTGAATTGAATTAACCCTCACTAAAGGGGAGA TTCCCCAACACCGAAACCAA |
|  | reversed-2 | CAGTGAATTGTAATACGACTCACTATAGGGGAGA CCATGCCATCATAGCGGTCT |

**Table S3.** DNA sequences of sgRNA.

| sgRNA for dCas9 | | | | |
| --- | --- | --- | --- | --- |
| Gene | | PAM | | Sequence |
| *Shh-sgRNA* | | AGG | | AGGGAGAGCCGAGCGCAAGG |
| *Fgf10-sgRNA* | | AGG | | GAAGGGTAAGACCTGCTGCG |
| *Lmx1b-sgRNA* | | TGG | | GGCGACGGCACTATTTGACG |
|  |  | |  | |

How the deposited data were processed for this re-analysis (not part of the article)

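RNA-seq of E11.5 limb buds was re-analysed for 3 WT and 3 CKO biological replicates. The ATAC-seq, CUT&RUN and Hi-C samples of the study were not analysed here, and neither were the qPCR, western blot and in situ hybridization experiments.

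The authors made stranded mRNA libraries and deposited 1 table of FPKM for 22040 genes, with 1 column per library, an Ensembl identifier and a gene symbol per gene, and protein-coding genes alone. The paper's text does not name the aligner, the counting or the annotation for RNA-seq. It names a two-tailed Student's *t* test for comparisons between 2 groups in general and does not say whether this was applied to RNA-seq. How the values were made was therefore read from the values. Of the identifiers, 21933 (99.5%) were found in GENCODE vM21 on GRCm38, and gene positions are given on that build. For 92.6% of these genes, the FPKM times the merged exon length came out as a whole number of reads in all 6 libraries, within a tolerance of 0.1 reads. The library sizes by which the authors divided were 18026057, 23935509 and 21810390 for WT replicates 1, 2 and 3 and 18099464, 19146568 and 23848042 for CKO replicates 1, 2 and 3. In CKO replicates 2 and 3 the reads on the listed genes were 1.11 and 1.03 times that size, against 0.947 to 0.968 times in the other libraries, so the deposited FPKM carry a scaling between libraries. The depth limits genes with low values, since 18.0 reads stand behind an FPKM of 0.5 for a gene of 2000 bases in the shallowest library. Of the genes in the table, 4148 were at 0 in all libraries.

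The FPKM were used as deposited. Genes with a mean FPKM of at least 0.5 over the 6 libraries were tested, which left 12305 genes. The log2(FPKM + 0.1) values were compared between CKO and WT with limma (lmFit and eBayes with a mean-variance trend), and *p* values were adjusted over all genes tested by the Benjamini-Hochberg method. A model of read counts was not the main test, because the table holds FPKM. Genes were also counted at the paper's thresholds, a fold change over 2 or under 0.5 with an unadjusted *p* value under 0.05. Gene lists were tested with limma's fry, which is self-contained and directional, with the adjustment over the 7 lists of the design (p53, apoptosis, cartilage, collagen fibril, Fig. S5C limb, *HoxD* and *HoxA* genes). A second family of 10 lists (axis, erythroid, muscle, ectoderm, endothelial, neural, macrophage, hindlimb, mesenchyme and proliferation genes) was adjusted apart. The lists were written from the paper's figures or from general knowledge, since no ontology was at hand, so the GO and KEGG analyses were not repeated. The mean of a list per library was also compared by an exact two-sided permutation test, which cannot give a *p* value under 0.1 with 3 libraries per group. The samples, the comparisons, the lists' tests and the alternatives were fixed before the data were examined, except the alternatives named here as added later. The genes named are those the paper names, the members of the lists past the adjusted threshold, and the 5 largest rises and 5 largest falls among genes past it whose 3 CKO values all lie on one side of the WT values. Any other gene is said to be named after its values were seen.

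The libraries of the groups share replicate numbers in the labels. To test whether the numbers pair the libraries, each library's deviations from its group mean over the tested genes were correlated across genes, which are not independent replicates. The correlation was 0.64, 0.44 and 0.27 for the libraries numbered 1, 2 and 3, all above 0.1, so the numbers were taken to pair the libraries. Between different numbers, WT replicate 1 had -0.49 and -0.50 with CKO replicates 2 and 3, CKO replicate 1 had -0.60 and -0.37 with WT replicates 2 and 3, WT replicate 2 had 0.49 with CKO replicate 3, and WT replicate 3 had 0.31 with CKO replicate 2. The pairing therefore rests mainly on replicate 1, and neither the paper's text nor the labels say what a shared number stands for.

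The alternatives were pseudocounts of 0.5 and 1, no filter and a mean FPKM of at least 1, median-ratio scaling and quantile normalization, eBayes without the trend, an ordinary linear model per gene, the replicate number as a block, camera with an inter-gene correlation of 0.01 in place of fry, and each library left out in turn. After the data were seen, limma voom on the reads recovered from the FPKM, the same with the replicate block, and replicates 2 and 3 alone were added.

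The model was tested on simulated data with 12305 genes, of which 200 were changed by known amounts, with the replicate differences taken from the libraries. At an adjusted *p* value of 0.05 it recovered 129 of the changed genes (64.5%, and 89.0% of those changed by 2 on the log2 scale) with 1 false call. With the replicate block it recovered 146 (73.0%) with 5 false calls, and no recovered gene had the wrong direction in either model. The simulation gave both libraries of a number the same replicate difference, so the block was true in it by construction. It therefore cannot show whether the calls that the block adds in the data are right. Changes were planted at 1 or 2 on the log2 scale, and smaller ones were not tested. The work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.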

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

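The test of red blood cell share and depth was chosen after the rise of the p53 genes was seen, and the other tests of this part before their results.

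The paper's text does not discuss *Eda2r*, *Ccng1*, *Phlda3*, *Zfp365* or *Cntln*, which are the largest rises other than *Cdkn1a*, and the 1 fall, among the genes with a limma adjusted *p* value under 0.05. *Eda2r* had a log2 fold change of 4.12, *Ccng1* of 2.36 and *Phlda3* of 2.03, and all of them belong to the p53 list. *Zfp365* had a log2 fold change of 1.84 and is outside the list. All were higher in 3 of 3 CKO libraries than in any WT library. *Eda2r* kept its call in all 6 fits that each left out 1 library, whereas *Ccng1* lost it in 5, *Zfp365* in 4 and *Phlda3* in 3, with adjusted *p* values up to 0.199, 0.141 and 0.117. CKO replicate 2 held the largest share of globin transcripts, which could distort a comparison between groups. The libraries numbered 1 are nearly equal in depth and in globin share, with 17219131 and 17140883 reads on the listed genes in WT and CKO and 13.7% and 11.7% of the summed FPKM. Between them, 31 of the 36 p53 genes were higher in CKO, with a median log2 difference of 0.31, about that between the libraries numbered 2 (0.34) and 3 (0.38). This argues against a difference in red blood cells or depth as the source of the rise. Of the 10 splits of the 6 libraries into groups of 3, 1 (the split by genotype) gave a p53 median as far from 0, and the largest in another split was 0.18. With 10 splits, such a share cannot fall under 0.1, so a grouping by chance cannot be told apart by this count alone. The authors' scaling between libraries was weighed with other scalings, under which the p53 median was 0.36 (median-ratio scaling) and 0.35 (quantile normalization). Reads shared with paralogs or pseudogenes were not tested. The difference in genotype stays the open biological explanation, which was found and tested on the same libraries.

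*Cntln* fell by 1.53 on the log2 scale, in 3 of 3 CKO libraries. A stretch of DNA of another strain around the gene could carry a variant that lowers its reads, and neighbouring genes would then differ more often. Of the 21 tested genes within 5 Mb, 0% had an unadjusted *p* value under 0.05, against 8.31% of the genes elsewhere (Fisher's exact test, *p* = 0.413). With so few neighbours, a linked variant cannot be told apart from an effect of the genotype. Around *Hnrnpk*, where the floxed allele lies, 10 of the 130 tested genes within 10 Mb (7.69%) had an unadjusted *p* value under 0.05, against 8.30% elsewhere (Fisher's exact test, *p* = 1). This argues against flanking DNA as the source of most of the differences between genotypes. A count over 130 genes cannot exclude an effect of flanking DNA on a few of them. Without CKO replicate 1 the adjusted *p* value of *Cntln* was 0.0105, and in the other 5 fits that each left out 1 library it was at least 0.0504.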

How the results depend on the processing

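With the fold change threshold and an unadjusted *p* value, 52 genes were upregulated and 30 downregulated. These counts were 12 and 3 with a pseudocount of 1, 30 and 8 with 0.5, 103 and 59 with no filter and 28 and 19 with a mean FPKM of at least 1. The ordinary linear model gave 39 and 19. A larger pseudocount shrinks the fold change of low genes by construction, and no filter adds low genes. With 1 library left out at a time, the upregulated genes numbered 45 to 112 (112 without CKO replicate 1) and the downregulated genes 22 to 80 (80 without WT replicate 1, 58 without CKO replicate 1). The cause of these changes was not tested.

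At the adjusted threshold, 7 genes were upregulated and 1 downregulated. Quantile normalization gave 12 upregulated genes, no filter gave 0 downregulated genes (1452 genes at an unadjusted *p* value under 0.05), and the ordinary linear model gave 0 and 0 (1108 at an unadjusted *p* value under 0.05), since it shares no spread between genes. With 1 library left out at a time, the counts ran from 1 to 10 and from 0 to 13 (10 and 13 without CKO replicate 1). The number of genes at an unadjusted *p* value under 0.05 was 1393 without WT replicate 1, which gave 7 and 0, 577 without WT replicate 2, which gave 3 and 0, and 515, 714 and 582 without WT replicate 3, CKO replicate 2 and CKO replicate 3, which each gave 1 and 0. The replicate block gave 139 upregulated and 207 downregulated genes. Among the gene calls, the block added *Hoxd8*, *Hoxd9*, *Hoxa7*, *Hoxa9*, *Tbx5* and *Bax*, and *Tnfrsf10b*, *Bbc3*, *Pmaip1*, *Col11a2*, *Myl1*, *Actc1* and *Alx4*, which are named after their values were seen. The p53 list had 6 genes past the threshold without the block and 15 with it. The block changed the call of no other gene named in the text, and none of the 7 lists of the design moved across the threshold of fry. Of the alternatives chosen after seeing the data, the replicate block with limma voom on recovered reads gave 227 and 424, with 54 downregulated genes at the fold change threshold, and replicates 2 and 3 only gave 877 and 986, with 83 and 103 at the fold change threshold. limma voom without the block called 9 and 1 genes at the adjusted threshold, and 57 and 40 at the fold change threshold. *Hnrnpk* kept its direction in all settings and passed the adjusted threshold in a pair of them, at -0.51 (adjusted *p* = 0.0223) with the block and voom and -0.45 (adjusted *p* = 0.0374) with replicates 2 and 3 only, against a range of 0.0223 to 1.00 over all settings.

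The p53 list kept its direction and its side of the threshold under all settings, with medians of 0.30 to 0.42. Camera, with a preset correlation, called *HoxD* (-0.27, adjusted *p* = 0.0107), *HoxA* (-0.27, 0.0432), Fig. S5C limb (-0.43, 0.0012), cartilage (-0.36, 0.0037) and collagen fibril genes (-0.26, 9.8e-04), and of its calls that of the p53 list alone holds under fry. With 1 library left out at a time, the medians ran from -0.56 to -0.10 for *HoxD* and from -0.66 to -0.22 for limb genes, where both passed without CKO replicate 1 (-0.56 and -0.66). They ran from -0.53 to -0.23 for cartilage and from -0.35 to -0.13 for collagen fibril genes, where both passed without WT replicate 1 (-0.53 and -0.35). With replicates 2 and 3 only, cartilage (-0.53, adjusted *p* = 0.0133) and collagen fibril genes (-0.39, 0.0208) passed. Over all settings, the adjusted *p* values of these lists ran from 9.8e-04 to 0.712. The apoptosis median, 0.05, ran from -0.021 to 0.063 with 1 library left out at a time (-0.0046 without WT replicate 3 and -0.021 without CKO replicate 3) and was -0.0022 with replicates 2 and 3 only. The difference between *HoxD* and *HoxA* lay between -0.23 and -0.04 over all settings, with *p* values of the exact permutation test from 0.1 to 0.7. With no filter, which adds 2 *HoxD* genes on few reads, it was -0.22 (exact permutation test, *p* = 0.1), and the *HoxD* median moved from -0.27 to -0.54 while that of *HoxA* stayed at -0.27.

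Among the genes, *Tbx4*, named after its values were seen, had -0.0033 and moved to 0.013 with median-ratio scaling and from -0.14 to 0.10 with 1 library left out. *Hoxd13* ran from -0.17 to 0.41 (-0.17 without WT replicate 1) and was -0.071 with replicates 2 and 3 only. *Hoxa3* ran from -0.35 to 0.064, *Hoxa6* from -0.69 to 0.37, *Hoxa11* from -0.11 to 0.016, *Shh* from -0.10 to 0.26 and *Fgf10* from -0.057 to 0.16. *Hbb-y*, named after its values were seen, ran from -0.089 (without CKO replicate 2) to 1.25, and was -2.4e-15 with quantile normalization, which is 0 apart from rounding, as that setting gives the highest gene of each library the same value. Among single named genes, 28 comparisons that left out 1 library lost a call of 7 genes past the adjusted threshold and 1 gained a call. Apart from the calls of *Hnrnpk* given above, the other alternatives lost 10 calls and gained 48.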

Differences from the paper's values

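The paper reports 257 differentially expressed genes, and 82 were found here at the same thresholds. With limma on log2(FPKM + 0.1), none of the alternatives set before the data were examined came within 1.5 times of the paper's 257, and the closest count was 170, without CKO replicate 1. With replicates 2 and 3 only, an alternative chosen after seeing the values, it was 186, within 1.5 times of the paper's count.

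The paper reports 115 upregulated genes, and 52 were found here. Of the alternatives set before the data were examined, no filter on low values (103) and leaving out CKO replicate 1 (112) came within 1.5 times of the paper's 115, and the others did not. With replicates 2 and 3 only, chosen after seeing the values, the count was 83, which is also within 1.5 times.

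The paper reports 142 downregulated genes, and 30 were found here. None of the alternatives set before the data were examined closed the gap to the paper's 142, and the closest count was 80, without WT replicate 1. With replicates 2 and 3 only, chosen after seeing the values, 103 genes were downregulated, within 1.5 times of the paper's count. The paper has more downregulated than upregulated genes at these thresholds, whereas 63.4% of the genes here were upregulated. The share was 43.3% without WT replicate 1 and 44.6% with replicates 2 and 3 only, and above 50% in the other settings.

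The paper describes the genes of Fig. S5C as decreased, and by qPCR it also reports *Lmx1b* and *Hoxd9* to *Hoxd13* as lower. Here *Hoxd13* had a log2 fold change of 0.20, and none of the 9 tested genes had an adjusted *p* value under 0.05, while 3 had an unadjusted one. *Hoxd8*, *Hoxd9* and *Tbx5* passed the adjusted threshold with the replicate block, and *Tbx5* also without CKO replicate 1. Of the settings chosen after seeing the values, the replicate block with limma voom on recovered reads also called *Lmx1b*, and replicates 2 and 3 only called *Lmx1b* and *Hoxd11*. As a list the genes passed with camera and without CKO replicate 1.

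The paper describes *HoxA* as without significant change. Here no *HoxA* gene passed the adjusted threshold in the model without the block, with 2 at an unadjusted *p* value under 0.05, but *Hoxa7* (-0.59) and *Hoxa9* (-0.65) passed it with the replicate block. With replicates 2 and 3 only, chosen after seeing the values, *Hoxa4*, *Hoxa5*, *Hoxa7* and *Hoxa9* passed, and the list passed with camera. The difference between the changes of *HoxD* and *HoxA* was -0.12 (exact permutation test, *p* = 0.4), and -0.22 with no filter (*p* = 0.1).

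The paper describes cell death genes as upregulated and development and differentiation genes as downregulated, from a GO analysis that was not repeated. Here the apoptosis list had a median of 0.05 and passed the threshold in no setting. A test of a hand-written list as a whole is another measure than an enrichment among changed genes. Of its genes, 15 were higher and 13 lower, and *Bax*, *Bbc3*, *Pmaip1* and *Tnfrsf10b*, all higher in CKO, passed over all genes with the replicate block. The paper also reports excess apoptosis in CKO limb buds by Lyso tracker and TUNEL staining, which RNA levels do not measure. Cartilage genes had a median of -0.36 and collagen fibril genes of -0.26, and both lists passed with camera, without WT replicate 1 and, as a setting chosen after seeing the values, with replicates 2 and 3 only.

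Read by eye, the columns that Fig. S5C draws as the third replicate of either group have the pattern of the libraries numbered 1 in the deposited table, while Fig. S5D follows the table's order. The groups are the same in both.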

Other observations

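The tests of the hindlimb and mesenchyme genes, of the red blood cell share behind the replicate difference, of the deleted exons and of a failed knockout were chosen after their results were seen, and the other tests of this part before.

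With the fold change threshold and an unadjusted *p* value, 5 of the 10 splits of the 6 libraries into groups of 3 gave at least 82 genes, the split by genotype included. The other splits as large are the 4 that keep both libraries numbered 1 together, with 89 to 142 genes. The 3 other splits that part all the pairs gave 6 to 17 genes, and the remaining 2 gave 7 to 9. At the adjusted threshold, 1 of the 10 splits gave as many as 8 genes, the split by genotype, and the most in another split was 0, with up to 2982 genes at an unadjusted *p* value under 0.05. Among replicates 2 and 3, 1 of the 3 splits gave as many genes, and the other splits gave 0, with 53 and 67 genes at an unadjusted *p* value under 0.05. A share under 0.05 cannot be had from 10 or 3 splits, so a grouping by chance cannot be told apart by these counts.

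Replicate 1 lay apart from replicates 2 and 3 in both groups. Replicate 1 minus the others was -1.12 in WT and -0.30 in CKO for *Hoxd13*, 1.63 and 1.55 for *Hoxa6*, 0.95 and 1.08 for *Hoxd4*, and -0.85 and 0.15 for *Col2a1* on the log2 scale. For *Hbb-y*, named after its values were seen, it was -1.14 and -2.22, with an FPKM of 14198, 31035 and 31698 in WT replicates 1, 2 and 3 and 12266, 78176 and 41794 in the CKO replicates. A candidate explanation is the red blood cell share, which would shift limb genes alike. Over 31 limb genes the shift had an SD of 0.44, against 0.22 between replicates 2 and 3, with 24 genes higher and 7 lower in replicate 1, which argues against that share as the whole source. Stage, litter, dissection and library batch stay open, as nothing in the paper's text or the labels names them.

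Between the libraries numbered 1, the medians of cartilage (0.10) and collagen fibril genes (0.07) lay above 0 and those of *HoxD* (-0.0024) and *HoxA* genes (-0.0058) near 0, whereas all these medians were from -0.60 to -0.16 between the libraries numbered 2 and 3. Single genes such as *Hoxd8*, *Hoxd9*, *Hoxa7* and *Hoxa9* were lower in CKO for each number. The difference between the numbers was not tested, since each has 1 library per group. A failed knockout in CKO replicate 1 could give such a pattern, but *Hnrnpk* differed by -0.60 between the libraries numbered 1, against -0.45 and -0.45 between the others, and the p53 genes rose there as well. This argues against a failed knockout.

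The tested *Hox* genes nearest to the 13 end, *Hoxd13* (0.20) and *Hoxa13* (0.38), had positive log2 fold changes, and *Hoxd8* (-0.76), *Hoxd9* (-0.55), *Hoxa7* (-0.59) and *Hoxa9* (-0.65) negative ones. *Hoxd13* took the other sign without WT replicate 1 (-0.17). CKO limb buds at another point along the axis that separates replicate 1 from the others might show this. Across the tested genes, the genotype effect and the replicate 1 effect had a correlation of -0.13, and over the 18 tested *HoxD* and *HoxA* genes of -0.39. The genes are not independent, and such a shift cannot be told apart from an effect of the genotype, because a weak correlation neither needs nor excludes it.

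*Hnrnpk* fell by 0.50 on the log2 scale. A loss of exons 4 to 7, which hold 284 of the 2980 bases of the transcript (9.53%), from an otherwise equally abundant transcript in every cell would give -0.14, so the fall is larger than this loss may explain. The share of cells without recombination in the limb buds was not analysed here.

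*Tbx5*, which marks the forelimb, differed by -0.40, -1.37 and -1.00 between the libraries numbered 1, 2 and 3. Of the hindlimb genes, named after their values were seen, *Tbx4* had a log2 fold change of -0.0033, *Pitx1* of 0.25, *Isl1* of 0.30, *Hoxc10* of 0.28 and *Hoxc11* of 0.17. With 1 library left out at a time, *Isl1* ran from 0.13 to 0.57 and *Hoxc11* from 0.04 to 0.34, and with replicates 2 and 3 only, a setting chosen after seeing the data, *Isl1* had 0.59 and passed (adjusted *p* = 0.0100, against a range of 0.0100 to 1.00 over all alternatives). A smaller share of forelimb cells in the CKO libraries could lower *Tbx5* and raise these genes. They were higher in 11 of the 15 comparisons between libraries of the same number. Their medians were 0.21, 0.04 and 0.38 between the libraries numbered 1, 2 and 3, lowest where *Tbx5* fell furthest. Each number has 1 library per group, so this order was not tested. A rise of 0.56 would go with the fall of *Tbx5* if the limbs gave equal shares in WT. The shares are not named, so a smaller share of forelimb cells cannot be told apart from lower *Tbx5* per cell. A smaller share of mesenchyme of either limb would lower mesenchyme genes as far as *Tbx5*, and their median was -0.17 against -0.93, which argues against it.

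Some genes that the paper measured by qPCR, in situ hybridization or western blot are also in the RNA-seq table. Their log2 fold changes were -0.38 for *Sox9* (limma adjusted *p* = 0.585), 0.03 for *Shh* (0.983), 0.16 for *Fgf8* (0.890), 0.04 for *Fgf10* (0.971), 0.30 for *Trp53* (0.681), -0.38 for *Bcl2* (0.564), 0.17 for *Ctcf* (0.804) and -0.34 for *Col2a1* (0.773). For *Prrx1*, which the paper names as the source of the Cre driver, it was -0.10 (0.884). *Sox9* and *Col2a1* passed the adjusted threshold with replicates 2 and 3 only, a setting chosen after seeing the data, at -0.53 and -0.68. *Shh* and *Fgf10* took either sign with 1 library left out at a time. By qPCR at E11.5, the paper reports *Sox9*, *Shh*, *Fgf8* and *Fgf10* as lower in CKO limb buds. The RNA-seq libraries showed no such fall of *Shh*, *Fgf8* or *Fgf10*, and with all 6 libraries *Sox9* was lower without passing the adjusted threshold. The paper's text does not say whether qPCR and RNA-seq used the same embryos. Exons of *Shh*, *Fgf10*, *Bcl2* and *Ctcf* overlap transcripts on the opposite strand.

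Of the second family of lists, none passed the fry test, with adjusted *p* values of at least 0.457. The medians were 0.03 for axis, 0.40 for erythroid, 0.47 for muscle, 0.17 for ectoderm, -0.37 for endothelial, -0.02 for neural, 0.28 for macrophage, 0.25 for hindlimb, -0.17 for mesenchyme and 0.13 for proliferation genes. All 13 tested muscle and all 13 erythroid genes were higher and all 10 endothelial genes lower in CKO. With camera, 7 of the 10 lists passed (muscle, endothelial, erythroid, mesenchyme, proliferation, hindlimb and macrophage, adjusted *p* values from 0.0025 to 0.0392), and none of these calls holds under fry, where the smallest adjusted *p* value was 0.248 with the replicate block. No gene of these lists passed when adjusted over the list alone, against 7 muscle, 3 endothelial, 2 axis, 2 neural genes and 1 mesenchyme gene with the block. With the block, *Myl1* and *Actc1* of the muscle list and *Alx4* of the mesenchyme list, named after their values were seen, passed over all genes. The muscle medians between the libraries numbered 1, 2 and 3 were 0.73, 0.21 and 0.31, the erythroid medians -0.30, 1.02 and 0.43, and the endothelial medians -0.99, -0.05 and -0.08.

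The summed FPKM of 4 Y-linked genes was 17.1, 21.0 and 27.0 in WT replicates 1, 2 and 3 and 33.2, 13.0 and 8.57 in the CKO replicates, so all 6 libraries held Y-linked transcripts.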
